# Clonal hematopoiesis related TET2 loss-of-function impedes IL1β-mediated epigenetic reprogramming in hematopoietic stem and progenitor cells

**DOI:** 10.1038/s41467-023-43697-y

**Published:** 2023-12-07

**Authors:** J. McClatchy, R. Strogantsev, E. Wolfe, H. Y. Lin, M. Mohammadhosseini, B. A. Davis, C. Eden, D. Goldman, W. H. Fleming, P. Conley, G. Wu, L. Cimmino, H. Mohammed, A. Agarwal

**Keywords:** Leukaemia, Self-renewal, Haematopoiesis, Interleukins

## Abstract

Clonal hematopoiesis (CH) is defined as a single hematopoietic stem/progenitor cell (HSPC) gaining selective advantage over a broader range of HSPCs. When linked to somatic mutations in myeloid malignancy-associated genes, such as TET2-mediated clonal hematopoiesis of indeterminate potential or CHIP, it represents increased risk for hematological malignancies and cardiovascular disease. IL1β is elevated in patients with CHIP, however, its effect is not well understood. Here we show that IL1β promotes expansion of pro-inflammatory monocytes/macrophages, coinciding with a failure in the demethylation of lymphoid and erythroid lineage associated enhancers and transcription factor binding sites, in a mouse model of CHIP with hematopoietic-cell-specific deletion of *Tet2*. DNA-methylation is significantly lost in wild type HSPCs upon IL1β administration, which is resisted by *Tet2*-deficient HSPCs, and thus IL1β enhances the self-renewing ability of *Tet2*-deficient HSPCs by upregulating genes associated with self-renewal and by resisting demethylation of transcription factor binding sites related to terminal differentiation. Using aged mouse models and human progenitors, we demonstrate that targeting IL1 signaling could represent an early intervention strategy in preleukemic disorders. In summary, our results show that *Tet2* is an important mediator of an IL1β-promoted epigenetic program to maintain the fine balance between self-renewal and lineage differentiation during hematopoiesis.

## Abstract (web summary)

The expansion of cells with TET2 mutations within the blood is associated with increased risk for all-cause mortality, development of leukemia and cardiovascular disease. Here authors show IL1 promotes the clonal expansion TET2 knockout cells, enhancing their self-renewal, promoting their myeloid bias and impairing an IL1 driven loss of methylation at lymphoid and erythroid regulatory elements.

## Introduction

Clonal hematopoiesis (CH) occurs when a single hematopoietic stem/progenitor cell (HSPC) gains a selective advantage over other stem cells in bone marrow in the absence of hematological malignancy^1^. A more clinically useful subclassification of CH, clonal hematopoiesis of indeterminate potential (CHIP) is present in 10% of individuals over 60 years of age, and is defined as a > 2% variant allele frequency in the peripheral blood of a somatic mutation in a myeloid malignancy-associated gene. CHIP is a potent risk factor for the development of cardiovascular disease, pulmonary disease, type 2 diabetes, and hematological malignancies^2–4^. Further, CHIP is associated with adverse outcomes even after the onset of these malignancies^5^. Thus, understanding the mechanisms by which premalignant HSPCs gain a fitness advantage will assist in designing better strategies for disease monitoring, prevention, and surveillance.

*TET2* loss-of-function mutations are one of the most common mutations in CHIP, present in approximately one-third of cases^2^. *Tet2*-deficient murine HSPCs are shown to have increased self-renewal potential^6^. Studies have identified inflammatory cytokines, including IL1β, IL6, and TNFα, are elevated in individuals and murine models with TET2 CH. These studies suggest that inflammatory cytokines exert a selective pressure to drive the aberrant myeloid expansion of preleukemic cells in vivo^7–9^. Further, inflammatory stressors such as gut microbiota and atherosclerosis have been shown to promote the myeloid expansion of TET2 CH^8,10^. Mechanistic work with IL6 has highlighted resistance to apoptosis as a driving factor in *Tet2*-KO HSPC’s expansion^7^. Further, TNFα favors in vitro expansion through a mechanism likely related to reduced apoptosis in *TET2* mutant HSPCs compared with wild-type cells^11^. Here, we focus on IL1β-modeled chronic inflammation, as targeting IL1β signaling is a promising cancer therapeutic target^12–14^ and improves outcomes of cardiac ischemia in murine models of CH^15^. To date, a study integrating how long-term exposure to IL1β-driven inflammation alters the relative fitness of *TET2*-mutated HSPCs over healthy HSPCs by changing their transcriptomic and epigenetic landscape remains elusive.

Using murine models with pan-hematopoietic specific *Tet2* deletion we show these mice represent major features of *Tet2* myeloproliferation under IL1β-mediated chronic inflammatory stress. Specifically, we demonstrate that IL1β potentiates the self-renewal ability of *Tet2*-KO HSPCs with increased myeloid bias and differentiation to *Tet2*-KO specific pro-inflammatory MHCII^+^ macrophages. These findings are mechanistically supported using single-cell transcriptomic analysis and methylation profiling of progenitors. Importantly, targeting IL1 signaling reduces aberrant myeloid expansion and delays *Tet2*-mediated myeloproliferation in aged mice; thus, offering a strategy for early intervention for individuals with CHIP.

## Results

### IL1β exposure promotes expansion and myeloid bias of *Tet2*-KO cells with elevated proinflammatory Ly6c^hi^ and reduced Ly6c^lo^ monocytes/macrophages

IL1β is a potent pro-inflammatory cytokine elevated in human and murine *TET2* loss-of-function mutations-mediated CH^15–17^. To identify the impact of chronic IL1β exposure on the function and differentiation of HSPCs in TET2-mediated CH, we first used pan-hematopoietic *Tet2* loss-of-function mice (*Vav-Cre Tet2*^*fl/fl*^, referred as *Tet2*-KO). We transplanted an equal number of lineage-negative progenitors derived from the bone marrow (BM) of *Tet2*-KO (CD45.2) and WT (CD45.1) mice into WT (CD45.1/45.2 HET) recipients and 3 weeks post-transplantation treated daily with or without IL1β for 15 weeks (Fig. 1a). Flow cytometric analysis of the peripheral blood (PB) was performed weekly. BM and spleen cells were analyzed at week five and fifteen (Supplementary Fig. 1a). Myeloid (CD45^+^CD11b^+^) cell frequency was elevated ( ~ 90% of the PB) 3 weeks post-transplantation, as lineage reconstitution is likely incomplete at that time due to pre-conditioning of recipient mice with irradiation. However, myeloid bias remained elevated in *Tet2*-KO relative to WT to a greater extent in mice treated with IL1β for 15 weeks, while myeloid frequency normalized in vehicle-treated mice (Fig. 1b). Although, IL1β promoted the myeloid expansion of both *Tet2*-KO and WT cells, the extent of the expansion is higher in *Tet2*-KO mice indicative of an additive effect of TET2 loss-of-function and IL1β. Specifically, at week 15 IL1β promoted the aberrant myeloid expansion of the *Tet2*-KO CD11b^+^Gr1^hi^ (CD11b^+^Ly6c^hi^Ly6g^hi^) subset^8^. Notably, this increase occurred without a change in the frequency of CD11b^+^Gr1^lo^ (CD11b^+^Ly6c^lo^Ly6g^lo^) cells in the PB or BM. Similarly, CD11b^+^Gr1^hi^ trended towards greater expansion than CD11b^+^Gr1^lo^ in the spleen in *Tet2*-KO relative to WT mice treated with IL1β (Fig. 1c). These trends were observed within five weeks of treatment (Supplementary Fig. 2a). T cell frequency was reduced in *Tet2*-KO relative to WT in all conditions; however, B cell frequency reduction was IL1β dependent for the PB over time as well as BM and spleen at week 15 (Supplementary Fig. 2b).

**Fig. 1:**
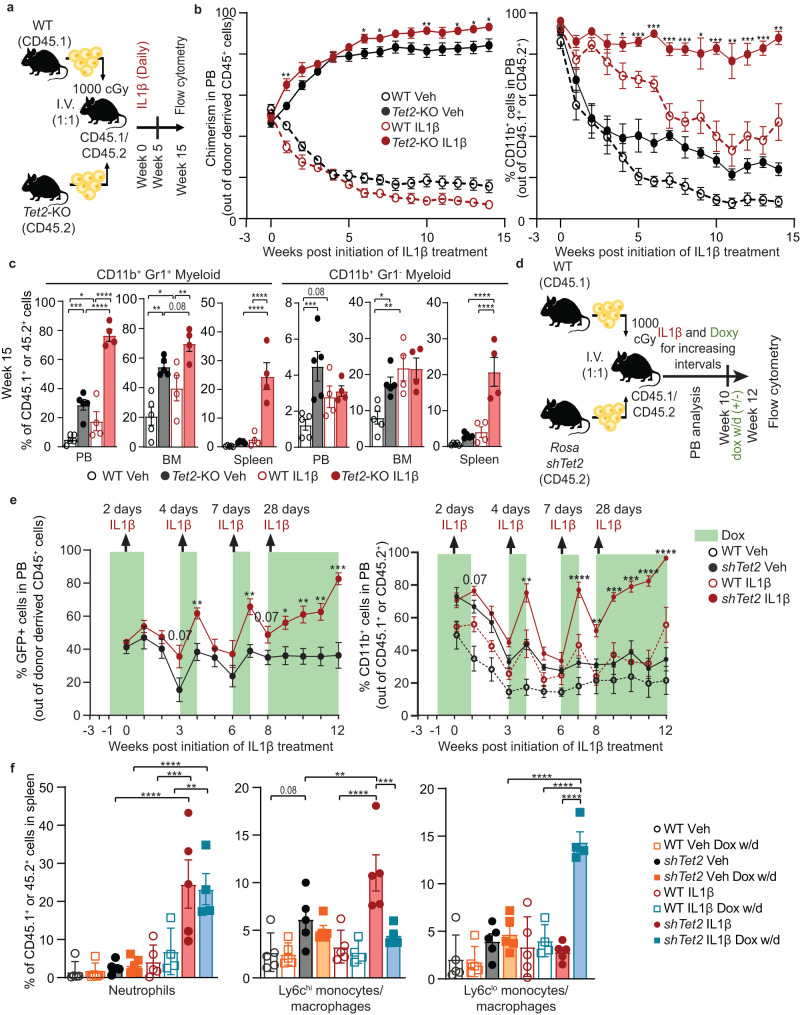
Chronic IL1β exposure enhances the expansion of *Tet2*-KO cells and myeloid bias with the elevation of Ly6c^hi^ over Ly6c^lo^ monocytes/macrophages. **a**–**c** Lineage-depleted BM cells from wild-type (WT) CD45.1 and *Tet2-*KO CD45.2 mice were transplanted into WT CD45.1/2 mice which after 3 weeks were treated with IL1β or vehicle daily. **a** Experimental design, **b** percentage of WT CD45.1 or *Tet2*-KO CD45.2 cells out of all CD45^+^ cells (chimerism, significance shown between *Tet2*-KO with and without IL1β treatment) and the percentage WT CD45.1 and *Tet2*-KO CD45.2^+^ cells which are myeloid in the PB (significance shown between *Tet2*-KO and WT with IL1β treatment, n = 5 mice/group for Veh, 6 for IL1β) and **c** myeloid subsets (CD11b^+^Gr1^hi^, CD11b^+^Gr1^lo^) at week 15 (n = 5 mice/group for Veh, 4 for IL1β). **d–f** Lineage-depleted BM cells from WT CD45.1^+^ and Rosa-rtTA-driven inducible *Tet2* knockdown (*shTet2*) CD45.2 mice were transplanted into WT CD45.1^+^CD45.2^+^ mice, treated with doxycycline (dox) two weeks after transplantation and IL1β or vehicle three weeks after transplantation for increasing intervals up to 10 weeks and then with and without doxycycline (withdrawal; w/d) for an additional two weeks. Arrows indicate the time relative to the initial treatment (week: 0, 3, 6, 8) and duration (days: 2, 4, 7, and 28) of daily treatment with IL1β or vehicle. Green indicates time and duration of doxycycline treatment. **d** Experimental design, **e** percentage of GFP^+^CD45.2 cells out of donor-derived CD45^+^ cells and the percentage of WT CD45.1 and *shTet2* CD45.2 cells which are myeloid (CD11b^+^) in the PB for doxy and IL1β or vehicle-treated experimental arms (significance shown between *shTet2* and WT with IL1β treatment, right panel, *n* = 5 mice/group), and **f** neutrophils (CD11b^+^Ly6c^mid^Ly6g^+^), Ly6c^hi^ monocytes/macrophages (CD11b^+^Ly6c^hi^Ly6g^-^), and Ly6c^lo^ monocytes/macrophages (CD11b^+^Ly6c^lo^Ly6g^-^) in the spleen with doxy or without doxy (w/d) for IL1β or vehicle treatments (n = 5 mice/group for Veh, IL1β, Dox w/d IL1β, 4 for Dox w/d mice/group). Error bars represent mean ± SEM. For panels c and f two-factor ANOVA determined family-wise error rate (FWER) adjusted *p* values. For panels b and e, a student’s two-tailed t-Test determined the significance between single comparisons. For FWER adjusted and regular *p* values: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

To model the acquisition of somatic *TET2* mutations in hematopoietic cells, we used previously published ROSA26-M2rtTA mice^18^, which expresses a doxycycline-inducible shRNA targeting *Tet2* (*shTet2*). Lineage-depleted *shTet2* BM cells were transplanted into WT CD45.1/45.2 recipients in competition with WT CD45.1 BM cells and treated intermittently with doxycycline and IL1β over 12 weeks (Fig. 1d). Doxycycline-induced knockdown of *Tet2* was monitored by GFP expression and remained reduced by ~80% at the endpoint by quantitative PCR (Supplementary Fig. 3a, b)^18^. Exposure to IL1β increased the frequency of GFP-expressing *shTet2* cells in the PB relative to the vehicle. IL1β also exhibited elevated frequency of *shTet2* myeloid cells, which reverses after removal of IL1β and reached over 98% of the PB after 4 weeks of daily stimulation (Fig. 1e, Supplementary Fig. 1b). As observed with *Tet2* KO mice (Supplementary Fig. 2b), T cells were reduced in frequency in the PB of *shTet2* cells independent of IL1β, whereas B cell frequency loss was IL1β dependent (Supplementary Fig. 3c). BM T and B cell frequency was also reduced within IL1β treated *shTet2* cells compared to vehicle, with splenic T Cells trending towards a reduction (Supplementary Fig. 3d). Neutrophils (CD11b^+^Ly6c^int^Ly6g^+^) and CD11b^+^Ly6c^hi^Ly6g^-^ (Ly6c^hi^) monocytes/macrophages were elevated in the spleen and BM of *shTet2* mice relative to WT mice treated with IL1β. Interestingly two-weeks withdrawal of doxycycline led to the reversal of *shTet2* IL1β specific expansion of Ly6c^hi^ monocyte/macrophages and suppression of CD11b^+^Ly6c^lo^Ly6g^-^ (Ly6c^lo^) monocyte/macrophages. In the same comparison, neutrophils did not significantly reverse in the spleen or BM, suggesting their elevation results from already expanded *shTet2* progenitor subsets (Fig. 1f, Supplementary Fig. 3e).

To ascertain whether a difference in CD45 isoforms accounts for the enhanced reconstitution in competitive repopulation experiments^19^, we transplanted BM progenitors from WT or *Tet2*-KO CD45.2 donors competing with CD45.1 WT donors into WT CD45.1 CD45.2 recipients. Consistent with previous studies *Tet2*-KO cells had a significant advantage of over WT CD45.2 cells after 4- and 8-weeks post transplantation (Supplementary Fig. 3f)^6^. Further, to eliminate the possibility that alterations within myeloid populations were dependent upon lethal irradiation of recipient mice, we treated *Tet2*-KO CD45.2 and WT CD45.2 (*Tet2*^*fl/fl*^) mice with IL1β for five weeks in a non-transplant setting (Supplementary Fig. 4a). Consistent with the above findings, IL1β treated *Tet2*-KO mice exhibited exaggerated splenomegaly and myeloid expansion overtime in the PB relative to IL1β treated WT mice (Supplementary Fig. 4b). IL1β dependent reduction of T and B cell frequency were observed again in *Tet2*-KO. Notably, lymphoid cell number was not reduced in the PB, suggesting lymphoid frequency reduction is a result of myeloid expansion not due to reduced lymphoid cell production. IL1β independent reduction in T cell frequency was not observed in *Tet2*-KO mice without transplantation, suggesting it requires transplantation-dependent factors, e.g. irradiation, and replicative reconstitutive stress (Supplementary Fig. 4c, d). The ratio of Ly6c^hi^ to Ly6c^lo^ monocytes/macrophages and the frequency of neutrophils were elevated in the BM of *Tet2*-KO relative to WT mice treated with IL1β (Supplementary Fig. 4e, f). Our findings suggest TET2 loss-of-function enhances Ly6c^hi^ monocyte/macrophage and neutrophil production in response to pro-inflammatory stress.

### IL1β exposure selectively expands *Tet2*-KO HSPCs while promoting their myeloid bias

To determine whether chronic IL1β exposure impacts the differentiation and expansion of *Tet2*-KO, we next analyzed the *shTet2* competitive transplantation model described in Fig. 1d to delineate changes in HSPCs populations. The frequency of *shTet2* LT-HSCs (Lin^−^c-Kit^+^Sca-1^+^Flk2^−^CD48^−^CD150^+^CD34^-^) for IL1β stimulated mice was greater than untreated *shTet2* or WT conditions in BM and spleens. This suggests IL1β drives expansion from the top of the hematopoietic hierarchy within LT-HSCs (Fig. 2a). Myeloid-erythroid-megakaryocyte biased multipotent progenitor 2 (MPP2s; Lin^−^c-Kit^+^Sca-1^+^Flk2^−^CD48^+^CD150^+^), myeloid biased multipotent progenitor 3 (MPP3s; Lin^−^c-Kit^+^Sca-1^+^Flk2^−^CD48^+^CD150^-^) and lymphoid biased multipotent progenitor 4 (MPP4s; Lin^−^c-Kit^+^Sca-1^+^Flk2^+^CD48^+^CD150^-^) were all elevated in frequency in BM and spleens of *shTet2* relative to WT cells at steady state or upon IL1β stimulation (Fig. 2b). MPP3s exhibited the greatest fold increase within IL1β stimulated *shTet2* BM and spleens and their reduction in frequency upon two weeks of doxycycline withdrawal was the greatest (Fig. 2c).

**Fig. 2:**
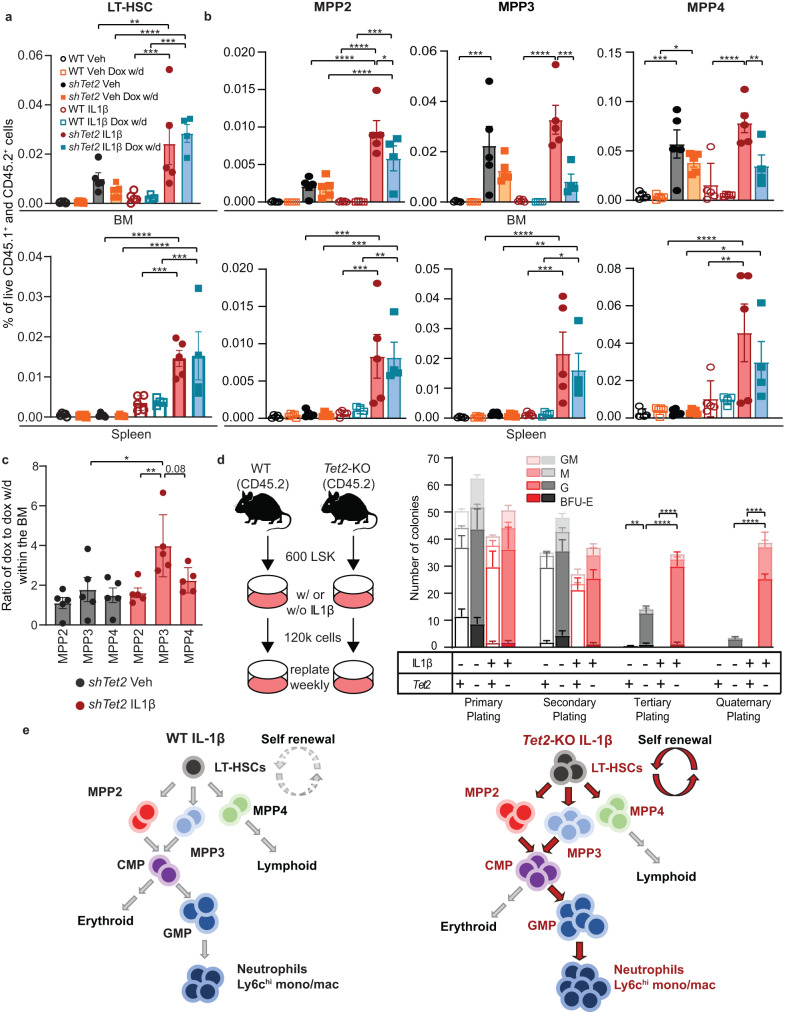
IL1β drives expansion, myeloid bias, and enhances self-renewal of *Tet2*-KO HSPCs. **a**, **b** Lineage-depleted BM cells from wild-type (WT) CD45.1^+^ and *Rosa*-*rtTA*-driven inducible *Tet2* knockdown (*shTet2*) CD45.2 mice transplanted into lethally irradiated WT CD45.1^+^CD45.2^+^ mice and treated with IL1β or vehicle as well as with and without doxycycline (withdrawal; dox w/d) as described in Fig. 1d and analyzed by flow cytometry (*n* = 5 for Veh, IL1β, Dox w/d IL1β, 4 for Dox w/d mice/group). **a** Percentage of live cells which are LT-HSCs and **b** MPP2, MPP3, and MPP4 in the BM and spleen of *shTet2* and WT mice. **c** The ratio of the change in frequency between dox to dox w/d for MPP2s, MPP3s, and MPP4s in BM. **d** Colony-forming unit (CFU) assay of sorted LSK cells from WT or *Tet2*-KO BM (*n* = 9 technical replicates with 3 biological replicates); colonies were counted and the cells were re-plated every 7 days. M, macrophage; G, granulocyte; GM, granulocyte/macrophage; BFU-E, erythroid. **e** Simplified hematopoietic hierarchy with red text representing subsets elevated in frequency in *Tet2*-KO relative to WT mice treated with IL1β with red arrows connecting the most elevated subsets. Error bars represent mean ± SEM. For panels, **a**, **b**, and **d**, two-factor ANOVA was used to determine FWER-adjusted p values. For panel **c**, one factor ANOVA was used to determine the FWER-adjusted *p* values. For all FWER adjusted *p* values: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

We validated these findings in a non-transplantation setting, and consistent with the previously published non-transplant models that examined 20 weeks or older *Tet2*-KO mice, LSK cells were elevated in the spleen upon IL1β stimulation, but not in BM (Supplementary Fig. 5a, b)^6,8^. In *Tet2*-KO mice, IL1β exhibited a significant increase in the frequency of MPP2s, MPP3s, and MPP4s in the spleen with the greatest increase relative to IL1β stimulated WT cells in MPP3s (Supplementary Fig. 5b).

Further down the hematopoietic hierarchy, common myeloid progenitors (CMPs; Lin^−^c-Kit^+^Sca-1^-^FCγRIII/II^-^CD34^+^) and granulocyte-monocyte progenitors (GMPs; Lin^−^c-Kit^+^Sca-1^-^FCγRIII/II^+^CD34^+^) were at higher frequency in the spleen of *Tet2*-KO mice relative to WT with IL1β stimulation but not at steady state. Notably, megakaryocyte-erythrocyte progenitors (MEPs; Lin^−^c-Kit^+^Sca-1^-^FCγRIII/II^-^CD34^-^) were similar in the BM and spleen of *Tet2*-KO and WT mice both at steady state and inflammatory conditions (Supplementary Fig. 5b). A higher myeloid bias in the spleens compared to BM in non-transplant settings is consistent with the previous finding of elevated extramedullary hematopoiesis in *Tet2*-KO mice^6,8^, or may result from migration differences upon inflammatory stress.

To determine whether deletion of *Tet2* within GMPs is sufficient for peripheral blood expansion and myeloid biasing, we used *LysM-Cre Tet2*^*fl/fl*^ (*LysM-Cre Tet2*-KO), whose promotor is active predominately within GMPs and downstream populations^20^. Equal numbers of lineage-negative progenitors derived from *LysM-Cre* (CD45.2) and WT (CD45.1) were transplanted into WT (CD45.1/45.2) mice and treated daily with IL1β stimulation for 18 weeks. No expansion or myeloid bias of *LysM-Cre Tet2*-KO occurred in the vehicle or IL1β stimulated mice in the peripheral blood as was observed in *Vav*-Cre and *shTet2* ROSA models (Supplementary Fig. 6). This demonstrates that *Tet2* deletion must occur at CMPs or upstream populations in the hematopoietic hierarchy for exaggerated myeloid bias and expansion to occur.

### Chronic IL1β exposure enhances the self-renewal capacity of *Tet2*-KO HSPCs driving their expansion

To assess how IL1β drives *Tet2*-KO HSPCs expansion in vivo, we treated WT and *Tet2*-KO mice with vehicle or IL1β for 5 weeks. We observed only a mild trend toward reduction in the frequency of apoptosis in HSPC subsets in *Tet2*-KO relative to WT mice (Supplementary Fig. 7a). We next examined the impact of IL1β-mediated stress on the cell cycle status of HSPCs in vivo. In a steady state, a significant portion of HSCs do not contribute to hematopoiesis and are largely quiescent, a mechanism to protect HSC function^21^. Upon in vivo IL1β administration, *Tet2*-KO LSKs trend towards a lower proportion of cells in S/G2M relative to IL1β-stimulated WT LSK cells (Supplementary Fig. 7b), suggesting a higher proportion of *Tet2*-KO LSKs maintained as G_0_/G_1,_ although no significant difference was noted in either of those populations. Given these findings and that *Tet2*-KO HSPCs are known to display increased self-renewal capacity at steady state^6,22^, we tested whether IL1β stimulation cooperates with *TET2*-loss-of function to impact the self-renewal potential of HSPCs. Interestingly, IL1β significantly enhanced the self-renewal capacity of *Tet2*-KO LSKs relative to vehicle-treated *Tet2*-KO cells in a serial re-plating assay with increased CFU-GMs or CFU-Ms up to the quaternary plating (Fig. 2d). In contrast, WT LSKs were exhausted by the tertiary plating. Taken together, these studies suggest under prolonged IL1β induced inflammation, the primary fitness advantage of *Tet2*-KO HSPCs is mediated by increased self-renewal. Cumulatively these data alongside our findings in Fig. 2a–c suggest that IL1β-driven inflammation mediates HSC expansion predominately through increased self-renewal, with myeloid bias at the MPP stage of lineage commitment which is perpetuated at the CMP bifurcation for *Tet2*-KO mice (Fig. 2e).

### Single cell gene expression analysis reveals that *Tet2*-KO HSCs exhibit enrichment of transcriptional signatures associated with chronic stress, self-renewal capacity, and myeloid priming

To identify the mechanisms by which IL1β promotes myeloid expansion and self-renewal of *Tet2*-KO HSPCs, we performed single cell transcriptomic analysis of enriched lineage-negative BM cells derived from *Tet2*-KO and WT mice treated with vehicle or IL1β for 5 weeks (Fig. 3a). 

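Bone marrow cells depleted of lineage-positive cells came from 16 mice, 4 for each combination of genotype (WT or *Tet2*-KO) and treatment (vehicle or 500 ng of IL1β per mouse and day). The age of the mice was 8 to 12 weeks in the paper and 6 to 12 weeks in the sample labels. The cells of each mouse were marked with a hashtag antibody, and cells of 2 mice of the same genotype and treatment were pooled, which gave 8 pools, each sequenced as 1 library. For each library, the authors deposited the number of unique molecular identifiers (UMIs) that Cell Ranger counted per cell barcode, without normalization. The counts cover genes of the GRCm38 genome and the hashtags used, in 121405 barcodes, with between 11555 and 19573 barcodes per library. Barcodes with at least 750 detected genes and at most 10% of their UMIs on mitochondrial genes were kept, which left 94917 cells. The hashtag counts of each library were classified with Seurat's HTODemux function at its default settings. It gave 57896 cells to 1 mouse each and called 3938 cells (4.15%) positive for both hashtags, and these were left out as doublets. Another 33083 cells (34.9%, between 14.3% and 49.8% per library) had no hashtag call and were left out of every value per mouse. The number of assigned cells per mouse was 698 to 4159 in WT mice with vehicle, 1421 to 6432 in WT mice with IL1β, 1259 to 5575 in *Tet2*-KO mice with vehicle and 1426 to 4539 in *Tet2*-KO mice with IL1β. The UMIs of these cells added up to between 4388604 and 27407813 per WT mouse with vehicle (median 23182363). With IL1β the sum was 9029944 to 44152768 per WT mouse (median 22535366). In *Tet2*-KO mice it was 12790227 to 32548884 with vehicle (median 27952594) and 13915020 to 35610205 with IL1β (median 31583408). For tests of genes, the UMIs of all cells of one mouse in one cell class were added up, so that the mouse and not the cell was the replicate. These sums were scaled with edgeR's TMM factors and compared in 1 fit over all 16 mice, after genes with low counts had been removed with the filterByExpr function. Each pool held a single genotype and treatment, so a difference between pools cannot be told apart from a difference between the mice they hold. By the paper's methods the *Tet2*-KO mice carried *Vav-Cre* and the WT mice did not. An effect of the transgene can therefore not be told apart from loss of *Tet2*.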

We identified 17 clusters both in WT and *Tet2*-KO mice (Supplementary Fig. 8a, Supplementary Data 1). 

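The cells of the WT mice with vehicle were clustered first, as the reference, and the cells of the other groups were then placed among these clusters by their nearest neighbours in the reference. Clustering with the Leiden algorithm at resolution 1, on 30 principal components of 2000 variable genes and 20 nearest neighbours, gave 24 clusters. The variable genes left out 874 genes, among them every gene that the paper's text names for HSCs and the genes of the tested sets. Those genes could therefore not shape the clusters. Genes named here from the results, such as *Gimap6*, *Commd10*, *Ms4a2* and *Cd74*, were not left out in this way. A cluster took the class with the most marker genes among its 10 leading genes, with ties settled by its 50 leading genes. It was named only when at least 1 marker of that class was among the 10 and at least 3 among the 50. This gave 16 classes, and 1 cluster with 179 cells over all groups stayed unnamed. No cluster met the rule for macrophages, while a cluster of 1130 WT vehicle cells led by *H2-Aa*, *H2-Eb1* and *Cd209a* was named dendritic cells (DC). The T cell class was led by *Ccl5*, *Ms4a4b* and *Gimap4*, and the largest pDC/B cell cluster by *Jchain*, *Mzb1* and *Ly6a*. Natural killer cells and plasma cells had no class of their own, so these classes may hold them. The HSC class was a single cluster, led by *Hlf*, *Mecom* and *Gcnt2*, with 5 HSC markers among its leading genes. It held 775 cells of WT mice with vehicle, 835 of WT mice with IL1β, 1426 of *Tet2*-KO mice with vehicle and 1307 of *Tet2*-KO mice with IL1β. At resolution 0.5 no cluster met the rule for HSCs, so results for HSCs have no value at that setting. A cluster with the HSC markers *Mecom* and *Gcnt2* among its 10 leading genes was named Prog there. It held 2 Prog markers among the 10 as well, and the tie went to Prog.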

Consistent with our flow cytometry analysis of *Tet2*-KO mice, IL-1β treated *Tet2*-KO mice showed an expansion of the granulocyte/monocyte progenitors cluster compared to respective wild-type controls (Fig. 3b). 

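The granulocyte/monocyte progenitor class, led by *Elane*, *Ms4a3* and *Prss57*, held 26.4% ± 9.88 (SD, n = 4 mice) of the assigned cells of IL1β treated *Tet2*-KO mice and 20.4% ± 3.15 (SD, n = 4) of those of WT mice. The shares of single mice were 12.6% to 36.1% in *Tet2*-KO mice and 17.9% to 24.8% in WT mice. The log2 ratio of the shares was 0.37 (standard error 0.40, adjusted p = 0.746 from edgeR's quasi-likelihood test on the cells per class and mouse, with Benjamini-Hochberg adjustment over the 16 classes). A two-sided exact permutation test of the shares gave p = 0.314 (n = 4 mice against 4), so the difference was within the spread between mice. With vehicle the class held 15.0% ± 8.08 of *Tet2*-KO cells and 12.8% ± 5.28 of WT cells, a log2 ratio of 0.24 (adjusted p = 0.903 from the same edgeR test, exact permutation p = 0.657). IL1β against vehicle raised the share by 0.69 on the log2 scale in WT mice (adjusted p = 0.397) and by 0.82 in *Tet2*-KO mice (adjusted p = 0.139). The log2 ratio between genotypes was 0.13 larger with IL1β than with vehicle (standard error 0.57, adjusted p = 0.823). Of the alternatives tried, giving cells to mice by the ratio of their hashtag counts moved the ratio with IL1β the most, to 0.046. Under that rule *Tet2*-KO IL1β mouse 2 had 350 cells, too few for a share, and mouse 1 of its pool 4361. The HSC share with IL1β was 8.15% ± 3.25 in *Tet2*-KO mice and 4.99% ± 1.05 in WT mice (log2 ratio 0.71, adjusted p = 0.713, exact permutation p = 0.0857, n = 4). Between the genotypes, edgeR's quasi-likelihood test called 0 of 16 classes with IL1β and 0 with vehicle, and the only unadjusted p under 0.05 was that of erythroblasts with IL1β (log2 ratio -0.81, adjusted p = 0.644).

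**Figure D1:**
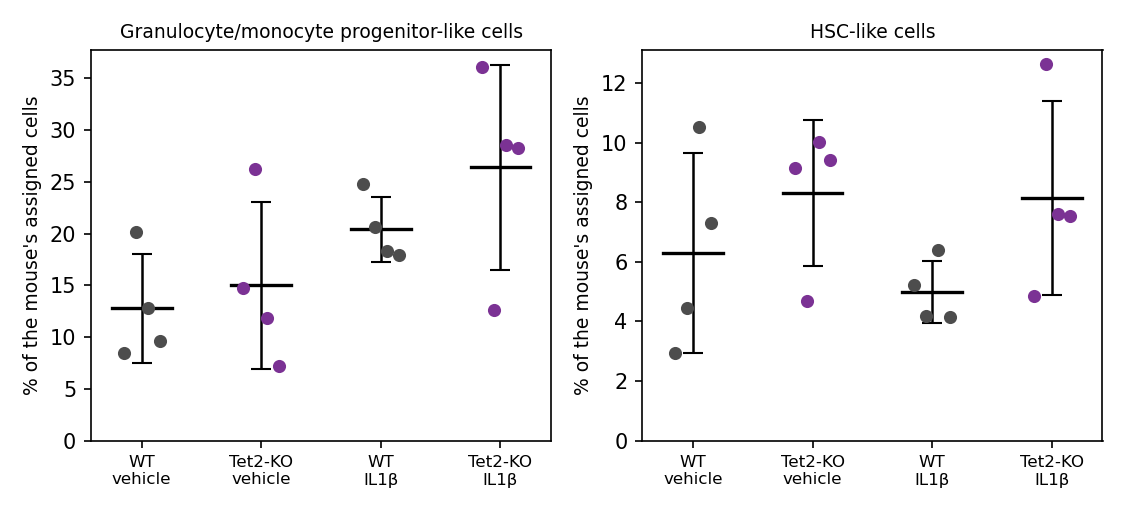
Share of assigned cells in the granulocyte/monocyte progenitor class and in the HSC class, in percent, for each mouse (points) with the mean and SD of the 4 mice of each group. The progenitor shares of IL1β treated *Tet2*-KO mice (12.6% to 36.1%) span those of WT mice (17.9% to 24.8%).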

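The HSC cells of one mouse added up to between 75379 and 2202862 UMIs, from 31 to 566 cells. The median sum was 658932 UMIs per WT mouse with vehicle, 685100 per WT mouse with IL1β, 1169862 per *Tet2*-KO mouse with vehicle and 1183678 per *Tet2*-KO mouse with IL1β. Of the 9287 genes tested in HSCs, 2 were higher and 0 lower in *Tet2*-KO than in WT mice with IL1β (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 812 had an unadjusted p under 0.05. With vehicle 2 genes were higher and 2 lower, and 421 had an unadjusted p under 0.05. *Gimap6* (ENSMUSG00000047867), on chromosome 6 of GRCm38 from 48701582 to 48708225, had 149 ± 13.2 CPM (counts scaled to the TMM-adjusted total of each mouse, SD, n = 4 mice) in IL1β treated *Tet2*-KO HSCs and 68.1 ± 7.19 in WT HSCs, a log2 fold change of 1.12 (standard error 0.16, adjusted p = 0.0016). It belongs to a family of similar genes, so reads shared between them were counted by the authors' settings. *Commd10* (ENSMUSG00000042705), on chromosome 18 from 46958816 to 47234284, was higher in *Tet2*-KO HSCs with IL1β (38.8 ± 9.27 against 11.8 ± 3.17 CPM, log2 fold change 1.61, standard error 0.25, adjusted p = 0.0025). With vehicle it was at 30.4 ± 3.99 against 12.2 ± 4.65 CPM (log2 fold change 1.61, standard error 0.29, adjusted p = 0.0235). The other genes called with vehicle were *Jund*, which was higher, and *Ccnd1* and *Ms4a2*, which were lower. *Ccnd1* (ENSMUSG00000070348, chromosome 7 from 144929931 to 144939925) was at 19.6 ± 9.92 against 51.6 ± 8.70 CPM (log2 fold change -1.53, standard error 0.28, adjusted p = 0.0235). *Ms4a2* (ENSMUSG00000024680, chromosome 19 from 11615523 to 11623719), a gene of basophils and mast cells, was at 2.91 ± 2.23 against 17.8 ± 8.05 (log2 fold change -2.38, standard error 0.44, adjusted p = 0.0235). In each of these comparisons every *Tet2*-KO mouse was on the same side of every WT mouse. The rule by which these genes were named asks for this, so it is no further evidence for them. For a gene not picked in this way, chance gives such a separation with a probability of 0.0286. Over all tested genes, the mice of the genotypes were apart in this way with IL1β in 229 genes that were higher and 184 that were lower, and with vehicle in 147 and 111. The effect of IL1β itself was larger, with 478 genes higher and 486 lower in WT mice, and 829 higher and 899 lower in *Tet2*-KO mice. On simulated counts the test for IL1β recovered 53.5% of genes changed by 1 on the log2 scale in WT mice and 75% in *Tet2*-KO mice. The larger count in *Tet2*-KO mice is thus no evidence by itself of a larger effect there. For an effect of genotype that differed between IL1β and vehicle, edgeR's test of the interaction called 0 of 9287 genes and DESeq2 0, with 377 at an unadjusted p under 0.05 by edgeR. How many such genes this test would recover was not simulated, so such effects are not excluded. Of the alternatives, taking single cells as replicates in a Wilcoxon rank-sum test moved the counts the most, to 170 genes with IL1β, 98 of them higher in *Tet2*-KO cells, and to 70 with vehicle, 36 of them higher.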

In order to identify changes that occur at the top of the hematopoietic hierarchy under inflammatory stress, we focused on the HSC cluster and identified substantially more (339 versus 41) upregulated differentially expressed genes (DEG) in *Tet2*-KO mice relative to WT treated with IL1β with little change in the number of down-regulated DEGs (Fig. 3c, d, Supplementary Data 2). 

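The gene lists of Enrichr, STRING and the molecular signatures used by the authors were not at hand here, so 14 gene sets chosen before the counts were read were tested in HSCs with camera at its preset correlation of 0.01. They were 9 Reactome sets, the lists of S phase and G2M genes that Seurat provides, a list of heat shock genes, a list of interferon response genes and the stress signature named in the text. The Reactome sets were picked because the paper's figure or text names their themes for these same mice. They are therefore no independent test of those themes. In *Tet2*-KO against WT HSCs, 9 sets passed an adjusted p of 0.05 with IL1β, 3 of them higher and 6 lower, and 9 passed with vehicle, 5 higher and 4 lower (Benjamini-Hochberg adjustment over the 14 sets). The stress signature is one of the higher sets in both comparisons, but the study chose its genes on these samples, so its test is not independent evidence. Of the other 13 sets 8 passed with IL1β and 8 with vehicle when adjusted without it. Under fry, which takes the correlation between genes from the data, none of these calls held, and the smallest adjusted p was 0.0639 with IL1β and 0.22 with vehicle. The 11 tested heat shock genes had a median log2 fold change of 0.10 with IL1β, with 8 of 11 higher (camera adjusted p = 0.0447), and of 0.57 with vehicle, with 11 of 11 higher (camera adjusted p = 1.5e-08). The 19 genes of the Reactome set of HSF1-dependent transactivation, a response to heat and misfolded protein, had medians of 0.03 (adjusted p = 0.353) and 0.18 (adjusted p = 0.0275). The result of this set with vehicle changed when any of 3 of the 16 mice was left out (median 0.12 to 0.21). With single mice left out the median of the heat shock genes lay between 0.018 and 0.21 with IL1β, and camera no longer called them without *Tet2*-KO IL1β mouse 2 or WT IL1β mouse 1 or 3, nor after joint clustering of all cells (adjusted p = 0.243) or with the ratio rule for hashtags (median -0.02, adjusted p = 0.52). With vehicle it lay between 0.25 and 0.72 and the call held each time. Of the alternatives, leaving out *Tet2*-KO vehicle mouse 3 moved the number of sets the most, from 9 to 3 with vehicle. It was 4 without *Tet2*-KO vehicle mouse 1 and 4 when cells were given to mice by the ratio of their hashtag counts. The ratio rule gave *Tet2*-KO vehicle mouse 1 only 62 cells, with too few HSCs to be tested, so it left this mouse out too.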

Enrichr and STRING analyzes revealed enrichment for response to cytokines, stress, and reduced proliferation in *Tet2*-KO HSCs both at steady state and upon IL1β stimulation (Supplementary Data 3). Notably, *Tet2*-KO HSCs relative to WT enriched for transcriptional signatures of cancer, myelopoiesis, and dysregulation of lymphopoiesis and hemopoiesis upon IL1β stimulation but not in steady state (Supplementary Fig. 8b, c). Similar to gene ontology analyzes, gene set enrichment analysis (GSEA) of *Tet2*-KO relative to WT HSCs at steady state and under IL1β stimulation identified enrichment of many inflammatory pathways including IFNα/β, TNFα, and LPS regulated signaling as well as negative and positive mediators of MAPK signaling (Fig. 3e), suggesting *Tet2*-KO HSCs experience chronic inflammatory stress.

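The 14 tested interferon response genes, such as *Ifit1*, *Isg15* and *Irf7*, had a median log2 fold change of 0.55 in *Tet2*-KO against WT HSCs with IL1β and of 0.30 with vehicle, and 14 of 14 were higher in both comparisons (camera adjusted p = 1.5e-08 and 0.0019). As single mice were left out, their median ran from 0.41 to 0.72 with IL1β and from 0.24 to 0.49 with vehicle. The result with vehicle changed for 1 of the 16 mice. The median of the 10 tested genes of the Reactome set of interferon α/β signaling was 0.08 with IL1β (camera adjusted p = 0.0873) and 0.13 with vehicle (camera adjusted p = 0.0275), with 8 of 10 genes higher in each. With single mice left out this median lay between 0.025 and 0.16 with IL1β, where camera came to call the set without any of 7 of the 16 mice, and between 0.073 and 0.21 with vehicle, where it no longer did without *Tet2*-KO vehicle mouse 1 or 3. The 9 genes of the Reactome set of TNF signaling had medians of 0.08 and -0.02 (camera adjusted p = 0.222 and 0.32). For the 18 genes of the Reactome set of nuclear targets of MAP kinases, the median was 0.05 with IL1β (camera adjusted p = 0.804). With vehicle the median of this set was -0.0036 while its mean was 0.10 and camera gave the direction as higher (adjusted p = 0.795). The set of the activation of AP-1 factors, with 8 genes, had medians of 0.02 and 0.01, and means of 0.14 and 0.30 (camera adjusted p = 0.525 and 0.154). A set of genes regulated by LPS was not analysed here. No call named here held under fry.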

**Fig. 3:**
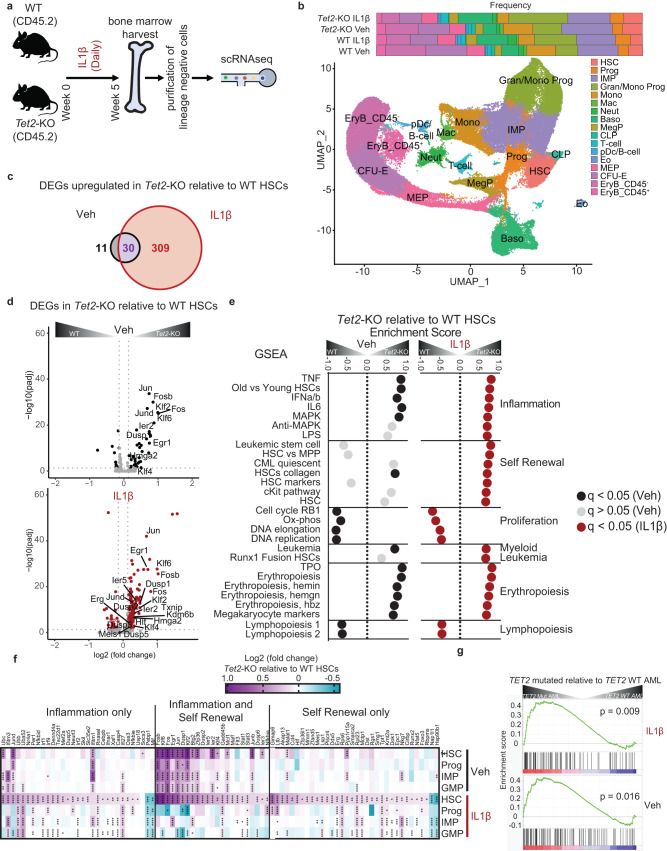
*Tet2*-KO HSCs exhibit transcriptional signatures for self-renewal capacity under inflammatory stress. **a** WT and *Tet2*-KO mice were treated for 5 weeks with and without IL1β (n = 4 mice/group). BM cells were harvested and lineage-negative cells were enriched by magnetic selection. This enrichment increases the representation of progenitors but reduces the percentage of differentiated cells. Cells were analyzed by 10X single-cell RNA (scRNA) sequencing. **b** UMAP of 54,984 cells representing 17 clusters and bar graph representing their proportions including hematopoietic stem cell (HSC), progenitor (Prog), immature myeloid progenitor (IMP), granulocyte or monocyte progenitor (Gran/Mono Prog), monocyte (Mono), macrophage (Mac), neutrophil (Neut), basophil (Baso), megakaryocyte progenitor (MegP), common lymphoid progenitor (CLP), T cell (T-cell), plasmacytoid dendritic cells and B cell (pDc/B-cell), eosinophil (Eo), megakaryocyte-erythroid progenitor (MEP), colony-forming unit erythroid (CFU-E), erythroblast CD45^-^ EryB (EryB_CD45-) and erythroblast CD45^+^ EryB (EryB_CD45 + ). **c** Venn diagram of differentially expressed genes (DEGs) in *Tet2*-KO HSCs relative to WT treated with vehicle or IL1β. **d** Volcano plot of DEGs in *Tet2*-KO relative to WT HSCs with or without IL1β stimulation. Selected genes based on enriched pathways are labeled. q values were determined using DESeq2. **e** Gene-set enrichment analysis (GSEA) from HSCs in *Tet2*-KO relative to WT showing selected significantly enriched gene sets (FDR < 0.05), with IL1β (red) or vehicle (black) or pathways not significantly enriched in the vehicle (grey). q values were determined by GSEA v4.2.1 using an empirical phenotype-based permutation test procedure. **f** Heatmap of upregulated DEGs in *Tet2*-KO relative to WT HSCs with and without IL1β stimulation for HSCs, Prog, IMPs, and GMPs. The genes shown are the lead genes for enriched pathways by GSEA analysis within HSCs, categorized into “Inflammation only”, “Inflammation and Self-renewal”, or “Self-renewal only” using the GSEA subcategories assigned in Fig. 3e. q values were determined by DESeq2. **g** Enrichment score plots for the gene signature of the top 100 upregulated genes in *Tet2*-KO relative to WT with IL1β (top) or vehicle (bottom) using DEGs from human *TET2* mutant (left) versus *TET2* WT (right) acute myeloid leukemia with *p* values determined by GSEA v4.2.1. For q values: *q < 0.05, **q < 0.01, ***q < 0.001, ****q < 0.0001.

This inflammation signature includes phosphatases (*Ier2/5*, *Dusp1/2/5/6*), cell cycle inhibitors (*Btg2*) and transcription factors (*Egr1, AP-1* members: *Fos*, *Fosb, Jun, JunD*; kruppel-like factor members: *Klf2/4/6*) with roles in mediating and mitigating stress responses. 

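The 15 genes of the signature were tested in HSCs of each mouse. With IL1β 14 of 15 were higher in *Tet2*-KO than in WT HSCs, *Klf2* being the exception, with a median log2 fold change of 0.54, and 0 of 15 passed an adjusted p of 0.05 over all tested genes (edgeR's quasi-likelihood test, 5 with an unadjusted p under 0.05, 0 called by DESeq2). With vehicle 15 of 15 were higher, with a median of 1.00, and 1 passed, with 10 at an unadjusted p under 0.05. *Jund* (ENSMUSG00000071076, chromosome 8 of GRCm38 from 70698949 to 70700616) was the gene that passed with vehicle, at 683 ± 169 CPM (SD, n = 4 mice) in *Tet2*-KO and 369 ± 69.3 in WT HSCs (log2 fold change 0.94, standard error 0.17, adjusted p = 0.0235). Its call was lost when any of 4 of the 16 mice was left out (log2 fold change 0.76 to 1.06). *Jun* (ENSMUSG00000052684, chromosome 4 from 95049034 to 95052222) was at 1613 ± 386 against 962 ± 386 CPM with IL1β (log2 fold change 0.74, standard error 0.23, adjusted p = 0.359) and at 1666 ± 705 against 846 ± 167 with vehicle (log2 fold change 1.00, standard error 0.24, adjusted p = 0.306). With the pool number (mice 1 and 2 or mice 3 and 4) as a block in the fit, *Jun* passed as well with vehicle (log2 fold change 0.94, adjusted p = 0.0367), so that 2 of the 15 genes did, and with IL1β it did not (adjusted p = 0.136). *Dusp2* (ENSMUSG00000027368, chromosome 2 from 127336159 to 127338376) had the largest log2 fold change with IL1β, 0.90 (standard error 0.28, adjusted p = 0.359, 563 ± 139 against 294 ± 145 CPM). *Klf2* (ENSMUSG00000055148, chromosome 8 from 72319033 to 72321656) had the largest with vehicle, 2.46 (standard error 0.92, adjusted p = 1, 201 ± 167 against 36.8 ± 18.4 CPM), and -0.14 with IL1β (standard error 0.68). *Fos* (ENSMUSG00000021250, chromosome 12 from 85473890 to 85477273) differed between mice of one group by more than between genotypes, at 162 to 1535 CPM in *Tet2*-KO and 146 to 1277 in WT HSCs with IL1β. Without *Tet2*-KO IL1β mouse 2, *Fos* fell to a log2 fold change of -0.42, *Fosb* to -0.07, *Klf4* to -0.998, *Klf6* to -0.32, *Dusp1* to -0.18 and *Dusp6* to -0.62 with IL1β. Of the 31 genes tested that the text names, 3 passed with IL1β and 4 with vehicle when adjusted over the list alone, against 0 and 1 over all genes, and since the study chose the list on these samples the smaller adjustment is not independent evidence. The mean log2(CPM + 1) of the signature per mouse was 7.94 ± 0.742 in *Tet2*-KO and 7.46 ± 0.594 in WT HSCs with IL1β (two-sided exact permutation test, p = 0.314, n = 4). With vehicle it was 7.79 ± 0.938 and 6.99 ± 0.645 (exact p = 0.257, n = 4). In each of the 4 groups, both mice of the pool of mice 1 and 2 had a higher mean than both mice of the pool of mice 3 and 4. Among mice 1 and 2 the difference between *Tet2*-KO and WT mice was 0.67 with IL1β and 1.08 with vehicle, and among mice 3 and 4 it was 0.28 and 0.52 (exact permutation within these pool numbers, p = 0.111 with IL1β and 0.111 with vehicle, where 0.0556 is the smallest that 2 mice against 2 in both pool numbers allow). As a set, the signature had a camera adjusted p of 2.5e-05 with IL1β and 2.2e-12 with vehicle, and a fry adjusted p of 0.321 and 0.336, which is not independent evidence either, for the same reason. Leaving out single mice moved the median of the signature the most. With IL1β it was 0.10 without *Tet2*-KO IL1β mouse 2 (camera adjusted p = 0.0745) and 0.87 without WT IL1β mouse 1, and with vehicle it was 0.52 without *Tet2*-KO vehicle mouse 1. Of the other alternatives, joint clustering gave 0.37 with IL1β, and the ratio rule for hashtags 0.58 with vehicle. The ratio rule also left out *Tet2*-KO vehicle mouse 1, which had too few HSCs under it.

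**Figure D2:**
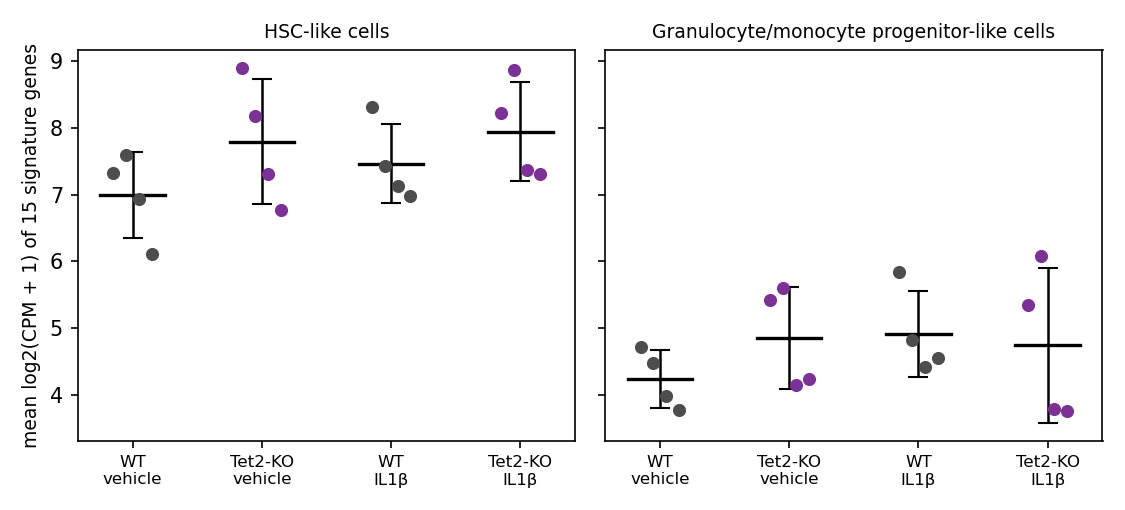
Mean log2(CPM + 1) of the 15 signature genes in HSCs and in granulocyte/monocyte progenitors, for each mouse (points) with the mean and SD of the 4 mice of each group. In HSCs with IL1β the *Tet2*-KO mice lie between 7.32 and 8.87 and the WT mice between 6.98 and 8.31.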

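The inflammation and self-renewal genes named in the text were also tested in the progenitor (Prog), immature myeloid progenitor (IMP) and granulocyte/monocyte progenitor classes. In these classes the median log2 fold change of the stress signature between *Tet2*-KO and WT mice with IL1β was -0.10, 0.10 and -0.13, and with vehicle it was 0.53, 0.62 and 0.99. Whether the difference between genotypes was larger in HSCs than in another class was tested within each mouse, by subtracting the log2(CPM + 1) in that class from that in HSCs. For the signature with IL1β, this difference was 0.40 larger in *Tet2*-KO than in WT mice against Prog (two-sided exact permutation test, p = 0.143, n = 4), 0.61 larger against IMP (exact p = 0.0571) and 0.64 larger against granulocyte/monocyte progenitors (exact p = 0.0286, the smallest that 4 mice against 4 allow, adjusted p = 0.249). Permuted only within mice 1 and 2 and within mice 3 and 4, which came from different pools, the exact p was 0.0556 against each of the 3 classes, the smallest that this allows. With vehicle it was 0.31, 0.29 and 0.19 larger (exact p = 0.257, 0.257 and 0.571). Over the signature and 31 genes, 3 of 32 items reached the smallest exact p against Prog with IL1β, 2 against IMP and 6 against granulocyte/monocyte progenitors, and 0 passed after Benjamini-Hochberg adjustment (smallest adjusted p = 0.249). With vehicle 2, 1 and 0 items reached it and 0 passed. Over all genes and with IL1β, edgeR called 1 gene in Prog, 16 in IMP and 26 in granulocyte/monocyte progenitors between the genotypes.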

Interestingly, in *Tet2*-KO relative to WT under IL1β stimulation, these inflammation and self-renewal associated DEGs are specific to the HSC cluster (Fig. 3f). 

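*Txnip* (ENSMUSG00000038393) lies on chromosome 3 of GRCm38 from 96557957 to 96561883. With IL1β it was at 317 ± 102 CPM (SD, n = 4 mice) in *Tet2*-KO and 236 ± 55.0 in WT HSCs, a log2 fold change of 0.45 (standard error 0.18, adjusted p = 0.488 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all tested genes). With vehicle it was at 220 ± 38.1 and 238 ± 35.3 CPM, a log2 fold change of -0.09 (standard error 0.20, adjusted p = 1), and it turned to 0.06 at the highest when single mice were left out. *Kdm6b* (ENSMUSG00000018476, chromosome 11 from 69398508 to 69413675) was at 165 ± 39.3 against 123 ± 31.1 CPM with IL1β (log2 fold change 0.47, standard error 0.27, adjusted p = 0.665). With vehicle its log2 fold change was 0.28 (standard error 0.34, adjusted p = 1, 65.1 ± 38.8 against 63.3 ± 37.1 CPM), and -0.30 without *Tet2*-KO vehicle mouse 1. The effect of genotype on *Txnip* was 0.54 larger with IL1β than with vehicle on the log2 scale (standard error 0.27, unadjusted p = 0.0554, adjusted p = 1 by edgeR's test of the interaction).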

Further, both at steady state and upon IL1β-mediated stress, several genes known to maintain HSC frequency under stress such as *Txnip* and *Kdm6b* were upregulated in *Tet2*-KO HSCs relative to WT^23,24^ (Supplementary Data 3). To query whether IL1β stimulation elicits similar stress responses to aging, we used a published old HSC gene signature^25^. This old HSC signature was enriched in *Tet2*-KO relative to WT HSCs at steady state and upon IL1β stimulation (Supplementary Fig. 8d). Cumulatively these results demonstrate *Tet2*-KO HSCs exhibit transcriptional signatures for chronic stress which can be magnified by inflammation such as IL1β. These findings also suggest *Tet2*-KO HSCs are adapted to better tolerate inflammatory stress, better maintaining their HSC pool relative to WT.

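Between IL1β and vehicle, 14 of the 15 signature genes were higher in WT HSCs with IL1β (median log2 fold change 0.52, 4 genes called over all genes) and 6 of 15 in *Tet2*-KO HSCs (median -0.11, 2 genes called). The log2 fold change between genotypes was larger with IL1β than with vehicle for 2 of the 15 genes, with a median difference of -0.45, and edgeR's test of the interaction called 0 of them, with 2 at an unadjusted p under 0.05 (camera adjusted p of the set 0.116, fry adjusted p 0.773). *Jund* had an interaction of -0.57 (standard error 0.23, unadjusted p = 0.0204, adjusted p = 1). The interferon response genes went the other way, with a median interaction of 0.26 and 12 of 14 genes above 0 (camera adjusted p = 0.0459, fry adjusted p = 0.694). The published signature of old HSCs was not analysed here. From its results taken together, the paper concludes that *Tet2*-KO HSCs carry signatures of chronic stress, which inflammation can magnify, and proposes that they are adapted to tolerate it.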

Consistent with higher tolerance of inflammation within *Tet2*-KO HSCs, GSEA identified significant enrichment of multiple pathways associated with self-renewal capacity in *Tet2*-KO HSCs relative to WT upon IL1β stimulation, whereas only a single pathway was significant at steady state (Fig. 3e). *Tet2*-KO HSCs relative to WT HSCs upon IL1β stimulation showed enrichment of HSC and leukemic stem cell signatures versus that of multipotent progenitor signatures. IL1β-stimulated *Tet2*-KO HSCs relative to WT counterparts showed predominant upregulation of genes associated with “self-renewal only” defined by GSEA analysis whereas genes associated with inflammation and self-renewal were identified in both vehicle and IL1β-stimulated cells (Fig. 3e, f). Specifically, we found significant upregulation of *Erg*, *Meis1*, and *Egr1* each associated with the self-renewal ability (Fig. 3f)^26–28^. Accordingly, proliferative signatures, which correspond to decreased self-renewal capacity, are downregulated in *Tet2*-KO HSCs relative to WT when treated with IL1β (Fig. 3e, Supplementary Fig. 8e)^22,29^. 

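*Erg* (ENSMUSG00000040732), on chromosome 16 of GRCm38 from 95359169 to 95586593, was at 114 ± 18.5 CPM (SD, n = 4 mice) in *Tet2*-KO and 88.4 ± 5.85 in WT HSCs with IL1β. Its log2 fold change was 0.32 (standard error 0.14, adjusted p = 0.488 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all tested genes, 0.0764 adjusted over the list alone), and every *Tet2*-KO mouse was above every WT mouse (chance 0.0286). *Meis1* (ENSMUSG00000020160, chromosome 11 from 18879817 to 19018985) was at 301 ± 44.3 against 236 ± 55.2 CPM, a log2 fold change of 0.34 (standard error 0.15, adjusted p = 0.52). *Egr1* (ENSMUSG00000038418, chromosome 18 from 34859823 to 34864984) had a log2 fold change of 0.69 (standard error 0.45, adjusted p = 0.728), with 356 to 1513 CPM in *Tet2*-KO and 209 to 970 in WT HSCs. With each mouse left out in turn, the log2 fold change with IL1β stayed between 0.25 and 0.39 for *Erg*, 0.20 and 0.48 for *Meis1* and 0.10 and 1.38 for *Egr1*. With vehicle the log2 fold change was 0.06 for *Erg* (standard error 0.15), 0.09 for *Meis1* (standard error 0.15) and 0.91 for *Egr1* (standard error 0.47). The interaction of genotype and treatment was 0.26 for *Erg*, 0.25 for *Meis1* and -0.22 for *Egr1*, each with an unadjusted p above 0.05. *Meis1* is also a leading gene of the HSC cluster.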

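Of the 52 tested G2M genes, 0 were higher in *Tet2*-KO than in WT HSCs with IL1β, and their median log2 fold change was -0.51 (camera adjusted p = 4.3e-24, fry adjusted p = 0.109). With vehicle the median was -0.42, with 4 of 52 higher (camera adjusted p = 6.1e-11, fry adjusted p = 0.44). The 43 S phase genes had medians of -0.26 with IL1β (camera adjusted p = 5.8e-11) and -0.17 with vehicle (camera adjusted p = 0.0019). The S phase result with vehicle changed when any of 3 of the 16 mice was left out (median -0.22 to -0.09). The Reactome set of the cell cycle, with 415 tested genes, had a median of -0.14 with IL1β and -0.09 with vehicle (camera adjusted p = 5.1e-09 and 0.002). The set of DNA strand elongation had medians of -0.20 and -0.20 (camera adjusted p = 7.9e-06 and 0.0067), and DNA replication -0.15 and -0.07 (camera adjusted p = 9.0e-06 and 0.0821). With vehicle the result for DNA strand elongation changed when any of 4 of the 16 mice was left out (median -0.257 to -0.099). That for the cell cycle changed for 2 mice (-0.096 to -0.051) and that for DNA replication for 3 (-0.101 to -0.043). Respiratory electron transport, a set of 64 genes, was lower with IL1β as well (median -0.15, camera adjusted p = 2.8e-07). Per mouse, the mean log2(CPM + 1) of the G2M genes with IL1β was 6.13 ± 0.470 (SD, n = 4 mice) in *Tet2*-KO and 6.62 ± 0.0803 in WT HSCs, a difference of -0.49 (two-sided exact permutation test, p = 0.114, and 0.111 when permuted within pool numbers, with differences of -0.56 among mice 1 and 2 and -0.41 among mice 3 and 4). With vehicle the difference was -0.24 (exact permutation p = 0.371, n = 4). The ratio rule for hashtags moved the median of the G2M genes with IL1β the most, to -0.25. Outside HSCs the difference with IL1β was 0.042 in Prog (exact permutation p = 0.114, n = 4), -0.29 in IMP (0.114) and -0.19 in granulocyte/monocyte progenitors (0.0286, the smallest that 4 mice against 4 allow, not adjusted over the classes). IL1β against vehicle raised the G2M genes in WT HSCs (median 0.82, 49 of 52 higher) and in *Tet2*-KO HSCs (median 0.76, 49 of 52 higher).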

Cumulatively, these data suggest that *Tet2*-KO HSCs occupy a chronically stressed niche but display transcriptional programming that allows them to tolerate inflammatory insults by enhancing the transcription of self-renewal-promoting genes.

We found a myeloid leukemia signature was also enriched in *Tet2*-KO HSCs relative to WT at steady state and upon IL1β stimulation (Fig. 3e). Accordingly, genes with roles in myeloid biasing, such as *Hmga2* were upregulated with and without IL1β stimulation while *Hlf* was upregulated upon IL1β stimulation alone in *Tet2*-KO HSCs relative to WT (Supplementary Fig. 8e)^30,31^. Likewise, we identified upregulation in erythroid/megakaryocyte-promoting pathways. In contrast, pathways associated with lymphopoiesis were negatively enriched at steady state and upon IL1β stimulation, respectively (Fig. 3e, Supplementary Data 4). Accordingly, pseudotime analysis illustrated *Tet2*-KO IL1β treated mice exhibited increased frequency of myeloid lineage cells whereas erythroid and lymphoid lineages contracted after differentiating from HSCs and/or progenitors along pseudotime (Supplementary Fig. 9). 

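*Hmga2* (ENSMUSG00000056758) lies on chromosome 10 of GRCm38 from 120361275 to 120476469. It was at 45.5 ± 12.8 CPM (SD, n = 4 mice) in *Tet2*-KO and 15.8 ± 8.98 in WT HSCs with IL1β, a log2 fold change of 1.28 (standard error 0.27, adjusted p = 0.104 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all tested genes). With vehicle it was at 60.9 ± 7.21 and 24.8 ± 5.22 CPM, a log2 fold change of 1.26 (standard error 0.26, adjusted p = 0.0666). In both comparisons every *Tet2*-KO mouse was above every WT mouse (chance 0.0286 for each), and adjusted over the list alone p was 0.0017 and 0.00056. Across the other processing alternatives the log2 fold change lay between 1.25 and 1.82 with IL1β and between 1.06 and 1.38 with vehicle, and the call changed with them. With the pool number (mice 1 and 2 or mice 3 and 4) as a block, *Hmga2* passed with vehicle but not with IL1β. It passed in both comparisons with the replicate number as a block, with pools as replicates and with the ratio rule for hashtags. *Hlf* (ENSMUSG00000003949, chromosome 11 from 90336536 to 90390895) was at 351 ± 56.4 against 227 ± 102 CPM with IL1β (log2 fold change 0.54, standard error 0.19, adjusted p = 0.432). With vehicle it was at 400 ± 35.3 against 414 ± 72.7 (log2 fold change -0.11, standard error 0.19, adjusted p = 1). The difference between these effects was 0.65 (standard error 0.27, unadjusted p = 0.0217, adjusted p = 1 by edgeR's test of the interaction). *Hlf* is the first leading gene of the HSC cluster.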

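Pseudotime was not analysed here, and the shares of the lineages were compared instead by adding up the shares of their classes among the hashtag-assigned cells of each mouse. The cells without a hashtag call, 14.3% to 49.8% of a library, held more erythroid cells (39.3% erythroblasts and 14.5% CFU-E, against 6.79% and 7.11% of assigned cells), so the erythroid shares given here are lower than those of all cells. Myeloid cells (IMP, granulocyte/monocyte progenitors, monocytes, neutrophils, basophils, eosinophils and DC) made up 66.8% ± 5.98 (SD, n = 4 mice) of the cells of *Tet2*-KO mice with IL1β and 65.6% ± 6.52 in WT mice with IL1β (two-sided exact permutation test, p = 0.771). Erythroid cells (MEP, CFU-E and erythroblasts) were 11.8% ± 5.65 and 15.1% ± 3.49 (exact p = 0.371, n = 4), and lymphoid cells (CLP, T cells and pDC/B cells) 7.00% ± 5.07 and 7.05% ± 6.16 (exact p = 1, n = 4). In *Tet2*-KO mice with vehicle the shares were 62.3% ± 6.67 myeloid (exact p = 0.286 against *Tet2*-KO mice with IL1β, n = 4), 16.0% ± 5.57 erythroid (exact p = 0.314) and 6.86% ± 1.00 lymphoid (exact p = 1). Over the 12 lineage comparisons the smallest Benjamini-Hochberg adjusted p was 0.926. Among single classes, the share of CLP, the class to which the paper's lymphoid trajectory leads, fell with IL1β from 4.26% ± 1.51 to 0.993% ± 0.427 in WT mice (log2 ratio -2.13, adjusted p = 0.0036 by edgeR's quasi-likelihood test over the classes) and from 3.24% ± 1.39 to 0.915% ± 0.394 in *Tet2*-KO mice (log2 ratio -1.86, adjusted p = 0.0115). DC fell in both genotypes (log2 ratio -1.51, adjusted p = 0.0437, in WT and -1.82, adjusted p = 0.0122, in *Tet2*-KO mice), and monocytes in *Tet2*-KO mice (log2 ratio -1.01, adjusted p = 0.0425). The monocyte call was lost when any of 10 of the 16 mice was left out (log2 ratio -1.175 to -0.85), as was the DC call in WT mice (-1.83 to -1.26). With pools as replicates and with the ratio rule for hashtags 0 classes were called in WT mice, so the CLP call was lost too. In *Tet2*-KO mice this held with the replicate number as a block. The ratio rule gave WT vehicle mouse 1 only 76 cells. Over the processing alternatives the log2 ratio of CLP lay between -3.31 and -1.84 in WT mice and between -3.67 and -1.69 in *Tet2*-KO mice. Between the genotypes, edgeR's test of the interaction called a difference in these effects of IL1β in 0 of 16 classes, with 0 at an unadjusted p under 0.05. Its standard errors were 0.28 to 1.20 on the log2 scale (interaction 0.27 with standard error 0.61 for CLP, -0.31 with 0.65 for DC and -0.48 with 0.46 for monocytes), so differences of that size are not excluded.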

Cumulatively, these findings support that IL1β promotes aberrant myeloid differentiation by impacting transcriptional programs in *Tet2*-KO HSCs.

To query whether the DEGs identified in *Tet2*-KO relative to WT HSCs at steady and pro-inflammatory states are also relevant to TET2 mediated-acute myeloid leukemia (AML) primary samples, we used a gene signature for vehicle and IL1β treated mice using the top 100 upregulated DEGs by significance in *Tet2*-KO relative to WT HSCs. Our murine HSCs-derived gene set was enriched in *TET2*-mutant AML relative to *TET2*-WT AML (Fig. 3g). Genes within the leading edge include the core inflammation and self-renewal signatures such as phosphatases (*DUSP1*), AP-1 members (*JUN*, *JUND*, *FOS*), and multiple other transcription factors (*KLF2*, *KLF6*, *EGR1*), suggesting these may also be relevant for TET2-dependent primary AML (Supplementary Fig. 8f).

### *Tet2*-KO HSPCs resist IL1β-driven methylation reduction of lineage-specific enhancer regions and terminal differentiation promoting transcription factor binding sites in a manner coinciding with cell fate

To identify DNA methylation patterns specific to *Tet2*-KO HSPCs, we performed whole genome bisulfite sequencing (WGBS) using purified LSKs, CMPs, and GMPs derived from the BM of *Tet2*-KO and WT mice treated for 5 weeks with and without IL1β (Supplementary Fig. 10a). As expected *Tet2*-KO LSKs, CMPs, and GMPs exhibited higher global methylation and a greater number of hypermethylated differentially methylated regions (DMR) than WT at steady state. These differences in hypermethylation between *Tet2*-KO and WT progenitors were exaggerated upon IL1β stimulation. This was largely resultant of the reduction of global methylation in WT LSKs, CMPs, and GMPs upon IL1β treatment (Fig. 4a, Supplementary Fig. 10b, Supplementary Data 5).

**Fig. 4:**
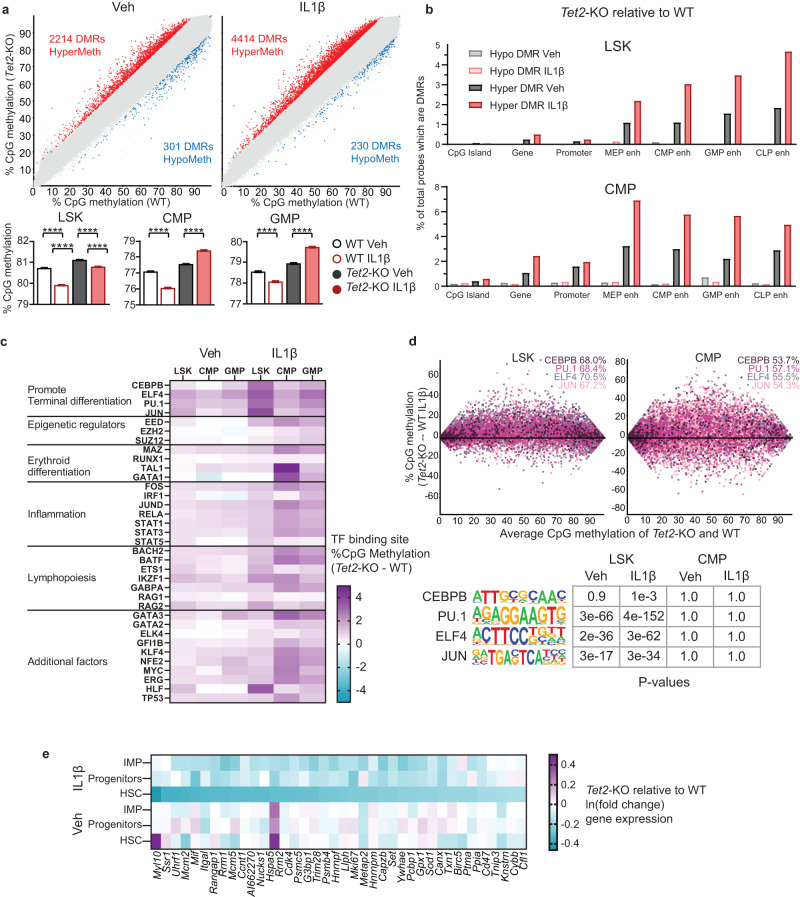
*Tet2*-KO HSPCs resist IL1β-driven methylation reduction of lineage-specific enhancer regions and terminal differentiation promoting transcription factor binding sites. WT and *Tet2*-KO mice were treated for 5 weeks with and without IL1β (*n* = 4 mice/group). BM cells were harvested and LSK, CMP, and GMPs were FACS purified and analyzed by whole genome bisulfite sequencing (Supplementary Fig. 10a). **a** Differentially methylated regions (DMRs) from 50 CpG long regions of the whole genome ( > 10% methylation difference, q < 0.05, statistical significance determined by SeqMonk) between *Tet2*-KO and WT LSKs with or without IL1β stimulation. The bar graphs below show the methylation level of all probes for each condition. **b** Percentage of 50 CpG segments overlapping each genomic element that are hypermethylated or hypomethylated DMRs in *Tet2*-KO relative to WT. **c** The percentage methylation difference between *Tet2*-KO and WT cells was analyzed using literature-derived ChIP-seq binding sites for each transcription factor (TF). **d** Top panel, MA plots showing methylation difference for LSK and CMP cells derived from *Tet2*-KO and WT mice treated with IL1β using literature-derived ChIP-seq binding sites of terminal differentiation promoting TFs. The percentage of sites with higher methylation in *Tet2*-KO than WT are shown in the top right corner of each graph. Bottom panel, the statistical significance of motif enrichment determined by hypergeometric distribution (HOMER analysis tool) within DMRs for TFs with and without IL1β stimulation. **e** Heatmap of the 150 most downregulated genes near hypermethylated TF binding motifs in *Tet2*-KO HSCs relative to WT treated with and without IL1β. Their differential expression is shown across HSC, progenitors, and IMP clusters. Error bars represent mean ± SEM. For panel 4a (lower), two-factor ANOVA was used to determine the FWER adjusted *p* values: ****p < 0.0001.

We found that DMRs in *Tet2*-KO LSKs, CMPs, and GMPs relative to WT were preferentially located in enhancer sites, with less within CpG islands, as described previously^32–34^. Notably, *Tet2*-KO LSKs relative to WT upon IL1β stimulation had the highest percentage of their probes hypermethylated for lymphoid enhancers, followed by myeloid, and erythroid enhancers. In contrast, the opposite pattern was observed in *Tet2*-KO CMPs relative to WT upon IL1β stimulation in which erythroid enhancers were hypermethylated most (Fig. 4b). This is consistent with our observation where upon IL1β stimulation, the differentiation of *Tet2*-KO HSPCs moved away from lymphoid-biased MPP4s. Similarly, CMPs biased away from megakaryocyte/erythroid committed MEPs (Fig. 2c, e) towards myeloid-committed GMPs.

To further validate this finding, we used published ChIP-seq data for 35 proteins including transcription factors (TF) and epigenetic modifiers with roles in the maintenance of HSC function, differentiation, or inflammation (Supplementary Data 6). The top 10 TF binding sites with the highest methylation increase in *Tet2*-KO relative to WT upon IL1β stimulation in CMPs included GATA1, TAL1, and MAZ which promote erythropoiesis (Fig. 4c)^35–37^. The latter two binding sites were in the top 10 for methylation increase at a steady state. Among these, the overrepresentation of MAZ motif was identified within hypermethylated DMRs by HOMER analysis (Supplementary Fig. 10c, Supplementary Data 7). In contrast, within LSKs many potent drivers of lymphopoiesis, including BACH2, BATF, ETS1, IKZF1, and RAG2 had binding sites which underwent pronounced hypermethylation in *Tet2*-KO relative to WT upon IL1β stimulation. HOMER analysis verified BACH2, BATF, and ETS1 were enriched in hypermethylated regions within LSKs but not in CMPs (Fig. 4c, Supplementary Fig. 10d). Cumulatively, these data suggest *Tet2*-KO HSCs lineage bias under inflammatory stress coincides with hypermethylation of different lineage-promoting enhancer and transcription factor binding sites throughout hematopoiesis.

Further, TFs known to drive terminal hematopoietic differentiation (ELF4, PU.1, CEBPB, JUN)^38–41^ are among the most methylated binding sites in *Tet2*-KO LSKs upon IL1β stimulation. In contrast, these same TFs within CMPs are below the average change in methylation between *Tet2*-KO and WT for all genomic probes (Fig. 4c). These factors binding motifs were confirmed by HOMER analysis to be over-represented within DMRs in *Tet2*-KO relative to WT LSKs upon IL1β stimulation. Notably, these same factors were not enriched within CMPs, suggesting specificity to the LSKs (Fig. 4d). Thus, abrogation of transcriptional programs promoting terminal differentiation by the failure of TET2 to demethylate these binding sites may account for enhanced self-renewal capacity in *Tet2*-KO relative to WT under IL1β treatment.

We examined the top 150 downregulated genes from *Tet2*-KO HSCs relative to WT HSCs that are stimulated with IL1β which were identified using single cell RNAseq analysis (Fig. 3). 

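In the counts per mouse, 0 genes were called lower in *Tet2*-KO than in WT HSCs with IL1β by edgeR and 1 gene, *Tuba1b*, by DESeq2. The 4 proliferation genes named in the text were all lower. *Cdk4* (ENSMUSG00000006728, chromosome 10 of GRCm38 from 127063534 to 127067920) was at 178 ± 5.57 CPM (SD, n = 4 mice) in *Tet2*-KO and 217 ± 8.41 in WT HSCs, a log2 fold change of -0.29 (standard error 0.11, adjusted p = 0.488 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all tested genes). Every *Tet2*-KO mouse was below every WT mouse for *Cdk4* (chance 0.0286). *Mki67* (ENSMUSG00000031004, chromosome 7 from 135689784 to 135716361) was at 253 ± 95 against 346 ± 28.4 CPM (log2 fold change -0.50, standard error 0.22, adjusted p = 0.518). *Rrm1* (ENSMUSG00000030978, chromosome 7 from 102441695 to 102469771) was at 144 ± 14.6 against 178 ± 38.2 (log2 fold change -0.38, standard error 0.14, adjusted p = 0.46) and *Rrm2* (ENSMUSG00000020649, chromosome 12 from 24708241 to 24714146) at 40.2 ± 6.22 against 55.5 ± 28.9 (log2 fold change -0.58, standard error 0.23, adjusted p = 0.488). With vehicle the log2 fold changes were -0.15 for *Cdk4*, -0.42 for *Mki67*, -0.33 for *Rrm1* and -0.10 for *Rrm2*, and the interaction had an unadjusted p above 0.05 for each of them. With single mice left out, each of the 4 stayed lower in *Tet2*-KO HSCs with IL1β.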

We found 38 genes proximal to hypermethylated binding sites of TFs (Fig. 4e). These include, promotor hypermethylation corresponding with regulators of proliferation (*Cdk4*, *Mki67*). Intragenic methylation differences were also prominent in many TFs binding sites which promote proliferation (*mki67*, *Rrm1*, *Rrm2*, and *Cdk4*), which may account for reduced *Tet2*-KO HSCs proliferation in response to inflammatory signals, protecting their HSC pool (Supplementary Fig. 10e). Altogether, our data suggests that *Tet2*-KO HSCs lineage bias, self-renewal potential, and stem cell pool maintenance under inflammatory stress is mediated by differentiation state-specific epigenetic reprogramming.

### Genetic and pharmacological inhibition of *Il1r1* delays disease progression of *Tet2*-KO mice

To better determine how endogenous IL1β signaling through interleukin 1 receptor 1 (IL1R1) affects *Tet2*-mediated premalignant expansion in mice as they age, we bred *Tet2*-KO mice lacking *Il1r1* referred to as DKO (*Vav-cre Tet2*^*fl/fl*^*Il1r1*) (Fig. 5a)^42^. We observed a positive correlation between age and the frequency of neutrophils and Ly6c^hi^ monocytes in the PB of *Tet2*-KO mice, which was less pronounced in DKO mice, while Ly6c^lo^ monocytes were not correlated to age in any condition (Supplementary Fig. 11a). At greater than 60 weeks of age, *Tet2*-KO mice display splenomegaly which trends towards reduction in DKO mice (Fig. 5b). Median survival for DKO mice is prolonged over *Tet2*-KO mice (median 71.86 versus 60.07 weeks, p = 0.07) (Fig. 5c). This is consistent with recent findings, in which genetic deletion of *Il1r1* has been implicated to rescue premalignant phenotypes of the *Tet2*-KO mice at 10 months (40.5 weeks) of age^43^.

**Fig. 5:**
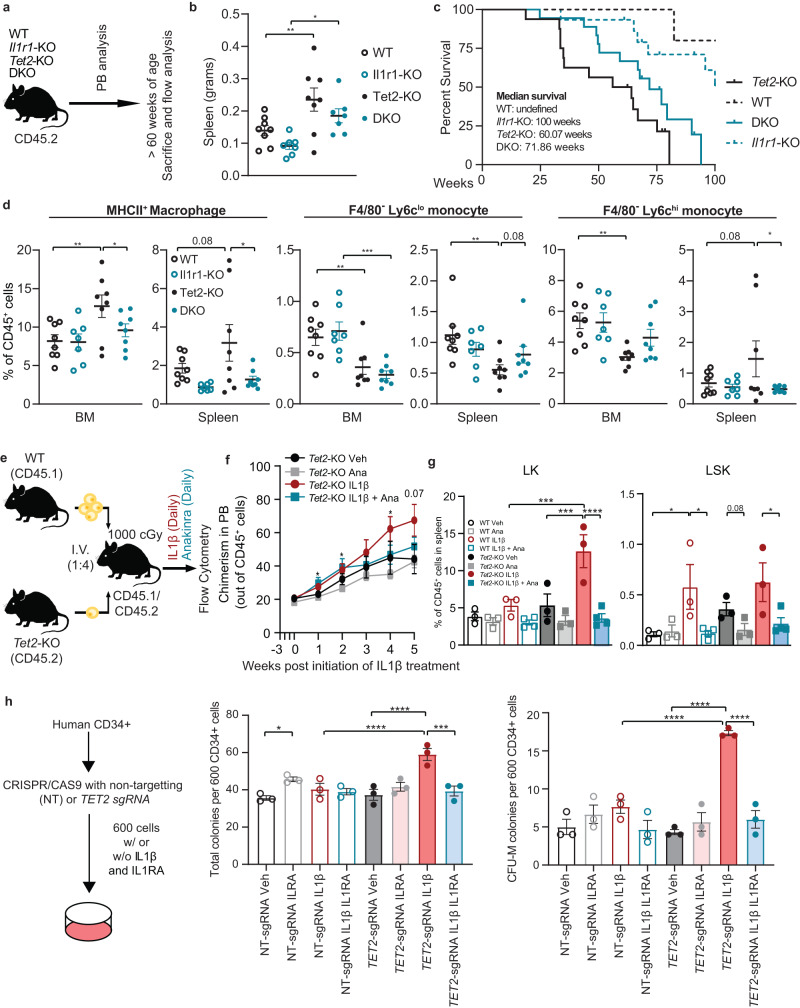
Genetic and pharmacological inhibition of IL1R1 abrogates aberrant myeloid expansion in *Tet2*-KO mice. **a**–**d** WT, *Vav-cre Tet2*^*fl/fl*^ (*Tet2*-KO), *Il1r1*-/- (*Il1r1*-KO), and *Vav-cre Tet2*^*fl/fl*^*Il1r1*^-/-^ (double knockout; DKO) mice were bled twice and 8 mice were sacrificed at greater than 60 weeks of age, the remaining cohort was followed to observe survival outcomes. **a** Experimental design. **b** Spleen weight in grams. **c** Survival of WT (*n* = 8), *Tet2*-KO (*n* = 16), *Il1r1*-KO (*n* = 15), and DKO (*n* = 18) mice. **d** The frequency of MHCII^+^ macrophages (CD45^+^CD11b^+^F4/80^+^MHCII^+^), F4/80^-^ Ly6c^hi^ monocytes (CD45^+^CD11b^+^F4/80^-^Ly6c^+^Ly6g^-^) and F4/80^-^ Ly6c^lo^ monocytes (CD45^+^CD11b^+^F4/80^-^Ly6c^-^Ly6g^-^) in BM and spleen. **e**–**g** Lineage-depleted BM cells derived from WT CD45.1 and *Tet2*-KO CD45.2 mice were transplanted into lethally irradiated WT heterozygous CD45.1/2 mice. Three weeks after the transplantation mice were treated with IL1β (500 ng/mouse/day) or vehicle as well as with or without an IL1R1 antagonist (anakinra, 100 mg/kg) (*n* = 3 mice/group for Veh, Ana, and IL1β, and 4 for IL1β Ana). **e** Experimental design, **f** the percentage of *Tet2*-KO CD45.2 donor cells out of all CD45^+^ cells (chimerism) in PB, and **g** the frequency of LK and LSK cells in the spleen. **h** Human BM CD34^+^ progenitors were CRISPR-Cas9 edited for *TET2* (*TET2-*sgRNA) alongside non-targeting control (NT-sgRNA), then 600 cells per well were plated with or without IL1β (25 ng/mL) and/or IL1RA (50 ng/mL). Colonies were counted after 2 weeks and individual colonies were picked for sanger sequencing to determine indel frequency within *TET2*. Total colony numbers at 2 weeks and CFU-M (monocyte) colony numbers, with the number of colonies identified with detectable indels shown. Error bars represent mean ± SEM. For panels **a**, **d**, **g**, **f**, and **h** two-factor ANOVA was used to determine the FWER-adjusted *p* values. For panel **f**, a student’s two-tailed *t*-Test was used to determine significance. For FWER adjusted and regular *p* values: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

Ly6c^hi^ monocyte/macrophages trended towards elevation within the BM. The majority of Ly6c^hi^ monocytes/macrophages within the BM are F4/80^+^, suggesting they are macrophages (Supplementary Fig. 11b). These CD45^+^CD11b^+^F4/80^+^Ly6c^hi^Ly6g^-^ cells are MHCII^+^, and are likely the differentiated form of the recently identified *Tet2*-mutant specific MHCII^+^ monocyte population^44^. Interestingly, MHCII^+^ macrophages were elevated in frequency within the BM in *Tet2*-KO but not DKO with a similar trend within the spleen. *Il1r1*-KO alone also reduces MHCII^+^ macrophage frequency within the spleen relative to WT mice. F4/80^-^ Ly6c^lo^ monocytes were reduced in frequency within *Tet2*-KO and DKO relative to WT and *Il1r1*-KO mice. F4/80^-^ Ly6c^hi^ monocytes were reduced in the BM and trended towards elevation in the spleen in *Tet2*-KO relative to WT and DKO (Fig. 5d). This suggests that our previously observed Ly6c^hi^ expansion within the spleen and BM primarily constituted Ly6c^hi^ MHCII^+^ F4/80^+^ macrophages.

LSKs were elevated in the spleen of *Tet2*-KO relative to WT and DKO mice (Supplementary Fig. 11c) as has been observed previously^43^. Within MPPs, MPP3s trended towards overrepresentation in *Tet2*-KO, and MPP4s were underrepresented relative to WT mice, while these changes are less pronounced in DKO mice (Supplementary Fig. 11d). Cumulatively, these results suggest that the absence of *Il1r1* delays premalignant disease progression and mortality observed in *Tet2*-KO mice.

We next examined whether treatment with an FDA-approved IL1R1 antagonist anakinra^45^ impedes *Tet2*-KO myeloid expansion in a competitive transplantation model (Fig. 5e). Mice treated with anakinra (Ana) alone or in combination with IL1β over 5 weeks suppressed IL1β-mediated expansion of *Tet2*-KO cells in the PB (Fig. 5f, Supplementary Fig. 11e). Further, anakinra suppressed IL1β induced *Tet2-KO* myeloid expansion (Supplementary Fig. 11f). Similarly, anakinra reduced IL1β induced splenomegaly (Supplementary Fig. 11g). LK frequency was reduced with anakinra treatment in both WT and *Tet2*-KO mice upon IL1β stimulation; however, the effect is more pronounced in *Tet2*-KO mice. Further, anakinra treatment resulted in the reduced frequency of *Tet2*-KO LSK cells with or without exogenous IL1β stimulation, suggesting IL1R1 inhibition can reverse HSPCs similar to the baseline observed in WT mice (Fig. 5g).

Finally, we performed CRISPR-Cas9 editing of *TET2* within human BM progenitors. We noticed increased colony formation, which primarily constituted CFU-M, with *TET2*-edited progenitors upon IL1β stimulation but not with non-targeting controls. This effect on *TET2*-edited progenitors is reversed by IL1 receptor antagonist (IL1RA) (Fig. 5h, Supplementary Fig. 11h). These data support the efficacy of IL1 receptor blockade in abrogating IL1β-mediated expansion of *TET2*-mutated human HSPCs and myeloid cells.

## Discussion

Inflammation is widely implicated in promoting the expansion of TET2-mediated clonal hematopoiesis and associated myeloid bias^7–9,11^; however, the mechanism is not completely defined. We used multiple murine models of *TET2* loss-of-function to delineate the impact of IL1β-mediated inflammatory stress on hematopoiesis (Fig. 6).

**Fig. 6:**
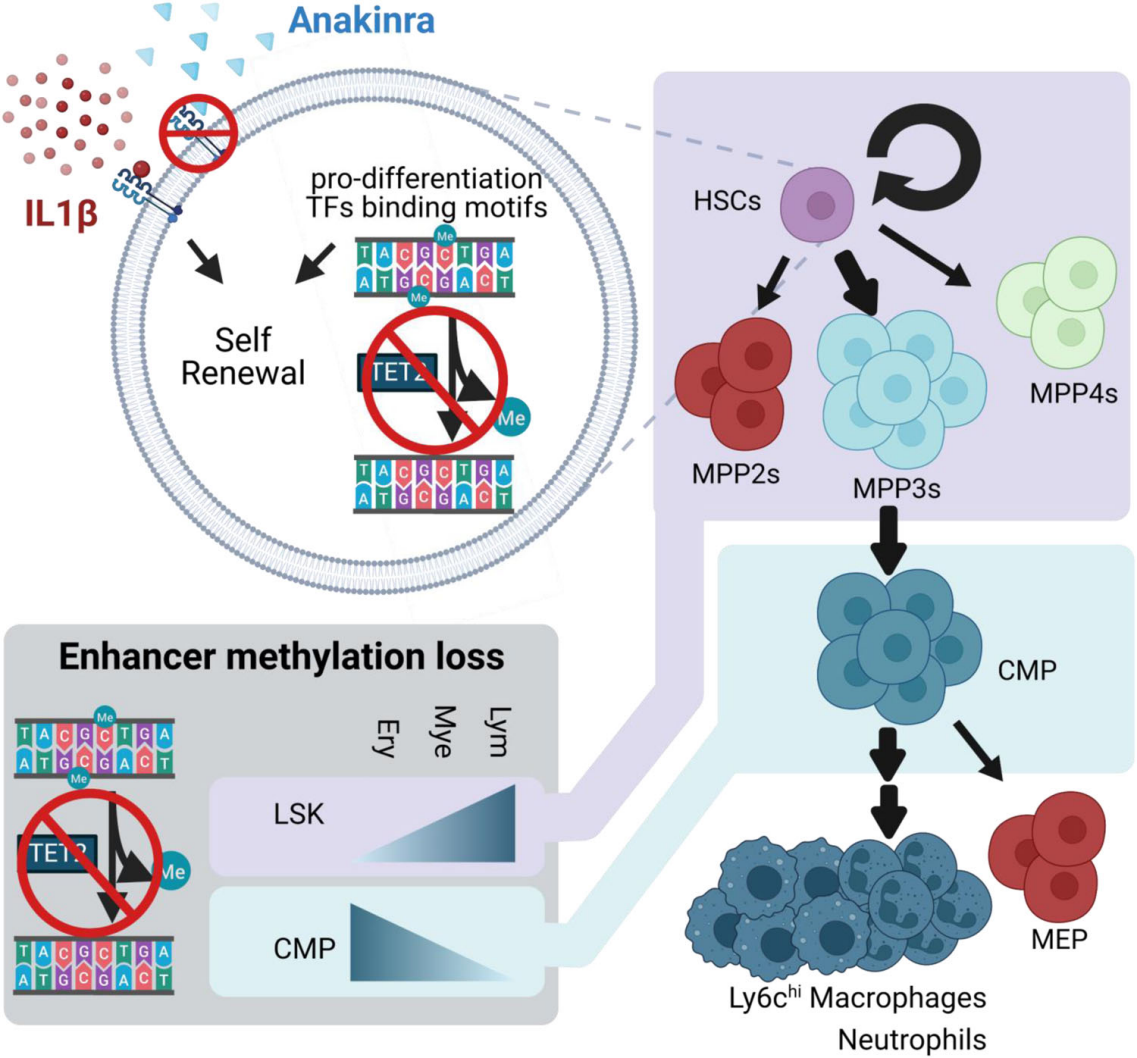
Schematic depicting the impact of IL1β-driven inflammatory stress on hematopoiesis in *TET2*-mediated premalignancy. Upon IL1β stimulation, *Tet2*-KO HSPCs showed enhanced self-renewal and bias towards MPP3s. Accordingly, *Tet2*-KO HSPCs (LSKs) resisted the loss of methylation observed in WT HSPCs upon IL1β stimulation within pro-differentiation transcription factors (TFs) binding motifs and lymphoid enhancers. Additionally, *Tet2*-KO HSCs exhibited enhanced transcriptional signatures for self-renewal and myeloid bias. Further downstream, in the hematopoietic lineage, *Tet2*-KO CMPs also resisted methylation loss observed in WT CMPs within erythroid enhancers upon IL1β stimulation. Consistent with this GMPs frequency was elevated over MEPs in *Tet2*-KO relative to WT mice under inflammatory stress, leading to the expansion of Ly6c^hi^ MHCII+ macrophages and neutrophils. Genetic or pharmacological inhibition of *IL1R1* signaling suppressed myeloid expansion and delayed premalignant phenotype over the course of aging. Created with BioRender.com.

We showed exogenous IL1β drives the expansion of *Tet2*-KO HSCs in vitro and in vivo. Elevated self-renewal capacity of *Tet2*-KO at a steady state, has been shown previously and is also observed by us^6,18^. Importantly, we discovered that IL1β substantially increased the self-renewal capacity of *Tet2*-KO LSKs relative to the steady state, while WT HSPCs were exhausted upon IL1β-mediated stress^22^. Accordingly, we identified the upregulation of transcriptional signatures associated with self-renewal potential in *Tet2*-KO HSCs predominately under IL1β stimulation. Notably, the binding sites of TFs known to drive HSCs towards terminal differentiation (PU.1, ELF4, JUN) were hypermethylated in a steady state in *Tet2*-KO relative to WT LSKs, which is further increased in magnitude upon IL1β stimulation. Similarly, IL1β promoted hypermethylation of CEBPB binding sites, known to drive HSCs towards terminal differentiation, and promoted hypermethylation in genes driving proliferation, such as *Cdk4*^38–41^. We found no significant differences in apoptosis between *Tet2*-KO and WT HSPCs upon IL1β stimulation, whereas reductions in apoptosis of *Tet2*-KO HSPCs have been shown upon chronic exposure to TNFα or acute exposure to IL6^7,11^. 

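With IL1β, *Ptpn11* (ENSMUSG00000043733, chromosome 5 of GRCm38 from 121130533 to 121191397) was at 55.6 ± 7.46 CPM (SD, n = 4 mice) in *Tet2*-KO and 59.0 ± 5.23 in WT HSCs (log2 fold change -0.07, standard error 0.16). *Bcl2l11* (ENSMUSG00000027381, chromosome 2 from 128126038 to 128162547) was at 35.0 ± 1.34 against 27.5 ± 5.88, a log2 fold change of 0.31 (standard error 0.20), with every *Tet2*-KO mouse above every WT mouse (chance 0.0286). *Bcl2* (ENSMUSG00000057329, chromosome 1 from 106538178 to 106714274) was at 104 ± 19.8 against 121 ± 18.6 (log2 fold change -0.23, standard error 0.16). *Casp1* (ENSMUSG00000025888, chromosome 9 from 5298517 to 5307265) was at 28.7 ± 1.65 against 30.5 ± 6.19 (log2 fold change 0.0019, standard error 0.21), and its sign changed with the processing and with the mouse left out. The adjusted p of the 4 genes was between 0.728 and 1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all tested genes), and none had an unadjusted p under 0.05. *Morrbid* was not analysed here.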

We note the majority of the axis dysregulated through IL6 (*Ptpn11*, *Morrbid*, *Bcl2l11*, *Bcl2*, *Casp1*) is not differentially expressed in the context of IL1β exposure, suggesting a different mechanism predominates^7^. In addition, Caiado et al. has recently shown that IL1α promotes CH through likewise mechanisms as IL1β^46^. However, it is noteworthy that chronic IL1α increased proliferative signatures and reduced in vitro self-renewal capacity of *Tet2*^+/-^ cells, whereas IL1β reduced proliferative signatures with increased self-renewal capacity *Tet2*-KO cells relative to WT counterparts. Whether this difference is resultant from homozygous versus heterozygous loss of *Tet2*, dosage dependencies, or differences between the spatially non-redundant roles of IL1β and IL1α remains to be investigated^47^. This suggests various cytokines may differ in the mechanism by which they promote the expansion of *TET2*-mutated cells. Combined blocking of multiple cytokines or their downstream mechanisms may be necessary to fully abrogate clonal expansion.

Further, we identified a strong enrichment of the transcriptional signature specific to old HSCs^25^ and AP-1 members (*Jun*, *Jund, Fos*, *Fosb*) which are downstream of IL1β and other pro-inflammatory signaling at steady state^48^ and were exaggerated by IL1β stimulation in *Tet2*-KO HSCs relative to WT, suggesting *Tet2*-KO cells are primed to respond to pro-inflammatory stimulation. These pro-inflammatory genes were also observed in *TET2*-mutated versus *TET2* WT AML, suggesting human relevance, and they were specific to the HSC differentiation state, showing they are most pronounced in the population in which selective pressures are most relevant. However, *Tet2*-KO HSCs exhibited several putative mechanisms that may allow them to tolerate this continual stress. 

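In *Tet2*-KO against WT HSCs with vehicle, *Fos* had a log2 fold change of 1.47 (standard error 0.65, adjusted p = 1, 979 ± 789 against 376 ± 162 CPM, SD, n = 4 mice). *Fosb* (ENSMUSG00000003545, chromosome 7 of GRCm38 from 19302696 to 19310051) had one of 1.54 (standard error 0.55, adjusted p = 1, 759 ± 478 against 299 ± 207 CPM). With IL1β the log2 fold changes were 0.44 for *Fos* (standard error 0.60), 0.58 for *Fosb* (standard error 0.51) and 0.37 for *Jund* (standard error 0.16, adjusted p = 0.512). The log2 fold change with IL1β minus that with vehicle was -0.26 for *Jun* (standard error 0.33), -1.04 for *Fos* (standard error 0.88) and -0.97 for *Fosb* (standard error 0.74), each with an adjusted p of 1 in edgeR's test of the interaction (quasi-likelihood test, Benjamini-Hochberg adjustment over all tested genes).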

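*Dusp1* (ENSMUSG00000024190, chromosome 17 of GRCm38 from 26505590 to 26562128) had a log2 fold change of 0.32 in *Tet2*-KO against WT HSCs with IL1β (standard error 0.44) and of 1.43 with vehicle (standard error 0.52, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For *Dusp2* it was 0.47 with vehicle (standard error 0.33). *Dusp5* (ENSMUSG00000034765, chromosome 19 from 53529109 to 53542431) had one of 0.54 with IL1β (standard error 0.44, 60.0 ± 13.3 against 39.9 ± 10.0 CPM, SD, n = 4 mice) and 0.08 with vehicle (standard error 0.56). *Dusp6* (ENSMUSG00000019960, chromosome 10 from 99263231 to 99267489) had one of 0.35 with IL1β (standard error 0.39) and 0.42 with vehicle (standard error 0.41). *Nfkbia* (ENSMUSG00000021025, chromosome 12 from 55489410 to 55492647) was at 925 ± 395 against 752 ± 465 CPM with IL1β (log2 fold change 0.32, standard error 0.41, adjusted p = 0.905) and at 49.3 ± 11.1 against 62.7 ± 12.6 with vehicle (log2 fold change -0.22, standard error 0.58, adjusted p = 1). Its log2 fold change with IL1β ran from -0.10 to 0.58 as single mice were left out. The interaction of genotype and treatment was -1.11 for *Dusp1*, 0.43 for *Dusp2*, 0.46 for *Dusp5*, -0.07 for *Dusp6* and 0.54 for *Nfkbia*, each with an unadjusted p above 0.05.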

Predominately under IL1β stimulation, negative regulators of AP-1 (*Dusp1/2/5/6*) and NF-κB signaling (*Nfkbia*) are upregulated^49,50^. Further, there is hypermethylation of JUN binding sites in *Tet2*-KO LSK cells relative to WT in the steady state which is enhanced by IL1β stimulation. These changes were specific to LSKs and not observed in CMPs or GMPs. Cumulatively these data suggest *Tet2*-KO HSPCs perpetuate and tolerate a chronically inflamed microenvironment due to both transcriptomic and epigenetic reprogramming.

We discovered that in *Tet2*-KO relative to WT LSKs exhibited hypermethylation of lymphoid lineage-promoting TF binding sites at a steady state which is enhanced by IL1β. This resulted from *Tet2*-KO resisting IL1β-induced demethylation of lymphoid TF binding sites observed in WT LSK cells and may explain why the lymphoid lineage is not elevated in frequency. This coincides with the IL1β induced bias for MPP3s within LSKs. In contrast, hypermethylation of erythroid TF binding sites and enhancers was elevated specifically within CMPs. After CMP bifurcation, there were increased GMPs over MEPs at steady state and upon IL1β stimulation in *Tet2*-KO relative to WT. We note that LSKs contain a heterogenous population and that MPP3s and GMPs are elevated in *Tet2*-KO mice relative to WT upon IL1β stimulation which may affect the prevalence of methylation in lineage-specific enhancers and transcription factors. Future studies may delineate methylation-specific effects within LSK, however, our findings are consistent with previous reports of transcriptional priming towards myeloid lineage with erythroid suppression at steady state^32^. Cumulatively these data suggest resistance to inflammation-mediated loss of methylation at enhancers and lineage-specific TF binding sites, coincides with cell fate decisions favoring myeloid bias upon *TET2*- loss-of-function.

IL1β elevated the frequency of neutrophils and Ly6c^hi^ monocytes/macrophages in *Tet2*-KO relative to WT. Previous studies show that Gr1 (Ly6c/Ly6g) positive cells expand in *Tet2*-KO PB^8^, spleen^6^, and BM^51^ upon inflammatory stress or aging and this is defined as aberrant myelopoiesis in response to inflammation^7,8,18,52^. Pro-inflammatory monocytes/macrophages have significant roles in cardiovascular disease^53^ and are elevated in murine *Tet2*-KO models in steady state^4^ which exhibit poor cardiovascular outcomes. Cardiovascular outcomes in these models are improved by IL1β inhibition^15^. In keeping with this, we identified that the expansion of the recently identified *Tet2*-KO specific MHCII+ macrophages^44^ was largely IL1R1 dependent.

Recent studies show that *Il1r1* deletion abrogates *Tet2*-mediated premalignant disease including HSPC expansion in adult mice (10 months of age)^43^. In addition, we show that the absence of *Il1r1* prolonged *the* survival of *Tet2*-KO mice when followed for 23 months and the mitigation of MHCII^+^ macrophage expansion. IL1 signaling blockade is a promising therapeutic approach to treat inflammatory diseases^45^, cancer^12–14,54^, and cardiovascular diseases^55^. Consistent with Caiado et al. ^46^, treatment with anakinra, a clinically approved IL1 receptor antagonist, reduced the myeloid expansion of *Tet2*-KO cells. In addition, we identified that *TET2-*edited human progenitors produced increased monocyte colonies upon IL1β stimulation, which is blocked by IL1 antagonism which further suggests therapeutic potential. Cumulatively, our work highlights the mechanism and therapeutic potential of inhibiting IL1β signaling for suppressing or delaying CH-associated expansion, which may apply to the more complex multifactorial CHIP-associated premalignant myeloid expansion observed within patients.

## Methods

### Transgenic animals

All mice were bred and maintained in the Department of Comparative Medicine at Oregon Health & Science University. All experiments and comparisons were performed with age and sex-balanced mice cohorts. All animal procedures were conducted in accordance with the Guidelines for the Care and Use of Laboratory Animals and were approved by the Oregon Health & Science University Institutional Animal Care and Use Committee. Mice were housed with dark and light cycles from 6am–6pm, ambient temperature at 70 degrees Fahrenheit (+/− 5 degrees), and humidity within 30%-80%. All euthanasia was performed using compressed carbon dioxide gas. A breeding colony of *Vav-Cre*-*Tet*2^*fl/fl*^, described previously^6^, was generously provided by Dr. Ross L. Levine from the Memorial Sloan Kettering Cancer Center, New York. Similarly, a breeding colony of *LysM-Cre*-*Tet*2 ^*fl/fl*^ mice was generously provided by Dr. Evan Lind from Oregon Health and Science University (OHSU), Portland who acquired them from Jackson Laboratory (B6;129S-*Tet2*^*tm1.1Iaai*^/J, Strain # 017573). ROSA26-M2rtTA (RTA) tetracycline-on *shTet2* mice, described previously^18^, were provided by Dr. Luisa Cimmino, from New York University, New York. CD45.2^+^ (C57BL/6 J, Strain # 000664), CD45.1^+^ (B6.SJL-*Ptprc*^*a*^ *Pepc*^b^/BoyJ, Strain # 0002014), *Il1r1*-KO (B6.129S7-*Il1r1*^*tm1Imx*^/J) mice strains were obtained from Jackson laboratory. Heterozygous CD45.1/45.2 mice were obtained by breeding CD45.1 and CD45.2 mice. Double Knockout mice (DKO) were obtained by breeding *Il1r1*-KO mice with *Vav-Cre*-*Tet*2^*fl/fl*^.

### Mouse genotyping

#### In house genotyping

Tails were clipped from 3–4 weeks old mice and lysed in 100 µL buffer (2 M Tris, pH 8.8; 1 M ammonium sulfate; 0.5 M MgCl_2_; 0.5% gelatin; deionized water; 2-ME; Triton X-100) containing proteinase K overnight at 55^o^C. DNA was diluted to 500 µL water and 2 μl was used for PCR analysis. Primers and PCRs were done as specified by protocols by Jackson Laboratory. Identification of intact *Tet2* (Protocol 19042: Standard PCR Assay - Tet2<tm1.1Iaai> Version 2.0)

*Tet2* Forward: AAG AAT TGC TAC AGG CCT GC

*Tet2* Reverse: TTC TTT AGC CCT TGC TGA GC

Identification of excision of *Tet2*

*Tet2* Forward: AAG AAT TGC TAC AGG CCT GC

*Tet2 loxp3* Reverse: TAG AGG GAG GGG GCA TAA GT

For identification of *Lys*-*Cre* (Protocol 26499: Separated MCA Assay - Lyz2<tm1(cre)Ifo> Version 5.2)

*Lys* mutant: CCC AGA AAT GCC AGA TTA CG

*Lys* common: CTT GGG CTG CCA GAA TTT CTC

*Lys* wild type: TTA CAG TCG GCC AGG CTG AC

Identification of *Cre* expression (Protocol 27862: Standard PCR Assay - Generic cre 2 Version 3.2)

*Cre* control Forward: CTA GGC CAC AGA ATT GAA AGA TCT

*Cre* control Reverse: GTA GGT GGA AAT TCT AGC ATC ATC C

*Cre* trans Forward: AGA TGC CAG GAC ATC AGG AAC CTG

*Cre* trans Reverse: ATC AGC CAC ACC AGA CAC AGA GAT C

*Vav*-*Cre*-*Tet2*-KO, DKO, and *Il1r1*-KO genotyping was performed by Transnetyx with the following primers:

*Tet2* ^*fl*^

Forward Primer: CGGACGCCTCGTCAACA

Reverse Primer: GCTGGATCGGCTCTCTTATCTCATA

*Tet2* ^*+*^

Forward Primer: GGAGGTAGCCTTGAAGAACTTGAG

Reverse Primer: GCTGGATCGGCTCTCTTATCTCATA

*Tet2* ^*-*^

Forward Primer: CTTAAGTGTACACGCGTACTAGTCT

Reverse Primer: CAAGACCTCCCTGATGCTATGG

*iCre*

Forward Primer: TCCTGGGCATTGCCTACAAC

Reverse Primer: CTTCACTCTGATTCTGGCAATTTCG

*Il1r1* ^*+*^

Forward Primer: CACGGCGACACCATAATTTGG

Reverse Primer: GTCCCGGTCCGCTGATATG

*Il1r1* ^*-*^

Forward Primer: GCCTTCTTGACGAGTTCTTCTGA

Reverse Primer: CAAGAGCCATGCATGCTATTAATCC

### qPCR on *Tet2* from sorted murine BM subsets

Bone marrow was stained (staining is described in flow cytometric analysis) and ~3e5 cells were sorted on the Aria III for CD45.2^+^GFP^+^ and CD45.1^+^ subsets. Cells were pelleted, supernatant removed, and flash frozen. RNA extraction was performed using the RNeasy Micro Kit (Qiagen, Hilden, Germany), cDNA was amplified using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Waltham, Massachusetts) and qPCR was run using the Power SYBR Green PCR Master Mix (Applied Biosystems, Waltham, Massachusetts) on the Quantstudio 7 Flex qPCR system. Primers were acquired from Integrated DNA Technologies (Coralville, Iowa), their sequences are described below:

*Tet2*

Forward: TGTTGTTGTCAGGGTGAGAATC

Reverse: TCTTGCTTCTGGCAAACTTACA

*Gapdh*

Forward: TCAACAGCAACTCCCACTCTTCCA

Reverse: ACCACCCTGTTGCTGTAGCCGTAT

### Bone marrow transplantation

BM transplantation was performed as described previously^14^. Briefly, bones (femurs, tibias, and hipbones) of 6 to 8 weeks old mice were flushed with DMEM containing 10% FBS to isolate marrow. Bone marrow cells were incubated with ammonium chloride solution (Stemcells Tech, Vancouver, British Columbia, Canada) for red blood cells lysis. Lineage-negative cells were magnetically enriched using a lineage cell depletion kit (Miltenyl Biotec, San Jose, California) and incubated at 37^0^C overnight in prestimulation media (DMEM supplemented with 1% Pen/Strep, 1X L-glutamine, 15% FBS, 15% WEHI-3B, mIL-3 7 ng/mL, mIL-6 12 ng/mL, mSCF 56 ng/mL). 2.5-5×10^5^ lineage-depleted cells were transplanted by retroorbital injection into lethally irradiated 6 to 8 weeks old CD45.1/CD45.2 C57BL/6 J recipient mice (in 2 doses 4 hours apart as described in the figure legends). For competition experiments, *Vav-Cre Tet2*^*fl/fl*^ (CD45.2) and *Lys-Cre Tet2*^*fl/fl*^ (CD45.2), as well as their WT control (CD45.1) donor mice, were treated with 5-fluorouracil (5-FU) 100 mg/kg retro-orbitally but not for ROSA26-M2rtTA (RTA) tetracycline-on *shTet2* mice. Non-transplant *Vav-Cre Tet2*^*fl/fl*^ and for ROSA26-M2rtTA (RTA) tetracycline-on *shTet2* mice competition experiments were performed without 5-FU administration. Three weeks after transplantation mice were treated with 500 ng/mouse/day of recombinant IL1β (Peprotech, Cranbury, New Jersey) intraperitoneally, with the first day of treatment constituting day 0. For the shTET2 competition experiment, doxycycline was administered orally at 1 mg/mouse. For *Vav-Cre Tet2*^*fl/fl*^ competition experiments treated with IL-1β and/or anakinra, anakinra was administered daily subcutaneously (100 mg/kg) 45 mins prior to the IL-1β treatments.

### Differential blood counts

Weekly, 15 μl of blood collected from the saphenous vein was mixed with equal part 2 mM EDTA and analyzed using a Vet ABC blood analyzer (Scil Animal Care Company, Barrie, Ontario, Canada) or the Element HT5 (Heska, Loveland, Colorado) according to manufacturer’s directives.

### Flow cytometry analysis

BM, spleen, and PB sample collection and staining were performed as described previously^14^. Briefly, BM cells were isolated from each animal by flushing the bones with DMEM containing 10% FBS. Red blood cells were lysed using an aqueous solution of ammonium chloride (Stemcell Tech., Vancouver, Canada). All staining for flow cytometry analysis involved Fc blocking with 2.5% by volume of heat-shocked mouse serum for 10 minutes prior to staining and Fc blocking was maintained during staining. The data was collected using the Aria III cell sorter, BD LSRFortessa, and the BD Symphony A5. The data were analyzed using FlowJo software. Gating for HSPCs^22^ and differentiated markers was performed as described previously^7,8^.

#### Weekly PB

Weekly PB samples were stained using PE-conjugated CD45.2, PE-Cy7-conjugated CD3, APC-conjugated CD11b, and APC-Cy7-conjugated CD19 antibodies. For competition studies, cells were distinguished by CD45 isoforms using the addition of PE-CF594-conjugated CD45.1.

#### *Vav-cre Tet2*^*fl/fl*^ murine model competition experiments

An initial cocktail combined the weekly PB cocktail described above on ~10^5^ cells isolated from the BM, spleen, and PB samples with the addition PerCP-Cy5.5-conjugated Gr1 to help visualize terminally differentiated populations. Additionally, APC-Cy7-conjugated B220 was used in place of APC-Cy7-conjugated CD19. A second cocktail was used on BM and spleen cells to identify HSPCs. This cocktail was comprised of FVS510-conjugated Fixable Viability Stain, PE-CF594-conjugated CD45.1, PE-conjugated CD45.2, PercP-eFluor710-conjugated CD135, Alexa 700-conjugated CD34, APC-eFluor780-conjugated cKit, PE-Cy7-conjugated CD150, Pacific Blue-conjugated Sca1, and BV605-conjugated Fc Gamma (CD16/CD32) antibodies and lineage markers (CD3, CD4, CD8, B220, Gr-1, Ter-119, CD19, IgM, and CD127 all conjugated to APC).

#### For non-transplantation murine model experiments

An initial cocktail combined the weekly PB cocktail described above with the addition of BV650-conjugated Ly-6G and BV711-conjugated Ly-6C. A second cocktail identified apoptosis and cell death within HSPCs. This cocktail was comprised of 7AAD, Annexin V, PE-conjugated Sca1, PercP-eFluor710-conjugated CD135, APC-conjugated lineage cocktail (described above), Alexa 700-conjugated CD34, APC-eFluor780-conjugated cKit, PE-Cy7-conjugated CD150, BV605-conjugated Fc Gamma (CD16/CD32) and BV711-conjugated CD48 antibodies. A third cocktail identified cell cycle by performing surface staining of PE-conjugated Sca1, APC-conjugated lineage cocktail (described above), Alexa 700-conjugated CD34, APC-eFluor780-conjugated cKit and BV605-conjugated Fc Gamma (CD16/CD32) for 30 minutes followed by fixation and permeabilization using BD Cytofix/Cytoperm (BD Biosciences, San Jose, California). Intracellular staining using FITC-conjugated KI-67 was performed overnight at 4 degrees, followed by staining with DAPI at with a final concentration of 0.5ug/ml.

#### ROSA shTET2 transplantation experiments

The same staining cocktails were used as the non-transplantation model, with the following exceptions. GFP co-expressed with shRNA targeting *Tet2* was analyzed. PE-conjugated CD45.2 and PE-CF594-conjugated CD45.1 delineated CD45 isoforms. Pacific Blue-conjugated Sca1 was used in place of PE-conjugated Sca1.

#### CD45.1 versus CD45.2 transplantation experiments

The transplantation was performed as described above and PB was stained with FITC-conjugated CD45.2 and PE-ef610-conjugated CD45.1.

### Murine colony formation assay

BM cells were harvested from wild-type and *Tet2*-KO mice (N = 4, 8–12 weeks old). Cells were subjected to red cell lysis in 5 ml ammonium chloride lysis buffer solution (Stem Cell Technologies) on ice for 10 minutes. Lineage cells were depleted as described above. Cells were kept overnight in DMEM media containing 15% fetal bovine serum, 1% pen-strep, 2% L-Glutamine, 15% WEHI, mIL-3 (7 ng/mL), mIL-6 (12 ng/mL), and mSCF (56 ng/mL). Cells were stained with PE-conjugated Sca1, APC-conjugated lineage cocktail, APC-eFluor780-conjugated cKit and 7AAD and purified by fluorescent activated cell sorting (FACS) at a density of 600 Lin^-^Sca1^+^cKit^+^7AAD^-^ cells per 1.1 ml/well of MethoCult™ M3334 (STEMCELL Technologies, Vancouver, British Columbia, Canada). M3334 methocult was supplemented with cytokines to a final concentration of 5 ng/ml mIL-3, 25 ng/mL mSCF, and with or without 25 ng/ml mIL1β. Colonies were counted one week after plating and categorized as colony formation units (CFU); CFU-G, CFU-M, CFU-GM or CFU-E. Cells from the colony formation assay were then resuspended in IMDM 2% FBS and re-plated at 1.2 × 10^5^ cells/well in identical conditions up to the quaternary plating.

### CRISPR-editing for *TET2* using human CD34^+^ cells and colony formation assay

Healthy donor bone marrow was purchased commercially (Lonza inc). CD34^+^ progenitor cells were enriched using magnetic CD34 microbead kit (Miltenyl Biotec, San Jose, California) and expanded overnight in SFEMII (Stem Cell Technologies) supplemented with SCF (100 ng/mL), TPO (100 ng/mL), FLT3-ligand (100 ng/mL), IL-6 (100 ng/mL), LDL (10 ug/mL), and UM171 (38 nM) (Peprotech, Cranbury, New Jersey). Cells were resuspended in Amaxa P3 Primary Cell solutions, and added to RNP complexes consisting of either a non-targeting scrambled sgRNA (Negative Control sgRNA (mod) #1; Synthego) or the multi-guide sgRNA (G1: AGAGCUCAUCCAGAAGUAAA; G2: UUAUGGAAUACCCUGUAUGA; G3: UCCUCCAUUUUGCAAACACU) provided with the Gene Knockout Kit v2 for human TET2 (Synthego, Redwood City, California). Cells were nucleofected with the program DZ-100 with a Lonza 4-D Nucleofector, and then immediately transferred to SFEMII. 24 hrs after nucleofection editing efficiency was quantified and we achieved an initial indel frequency of ~16%. For this PCR was performed following primers: 5’-TCAACTAGAGGGCAGCCTTG-3’ (F) and 5’- TGGCTTACCCCGAAGTTACG-3’ (R), and conditions: 97 °C for 5 min, then 35 cycles of 92 °C for 30 s, 60 °C for 30 s, 72 °C for 20 s, and a final extension at 72 °C for 10 minutes. Sanger sequencing of PCR product was performed using forward primer and subsequently analyzed using Synthego ICE analysis tool. 24 hrs after nucleofection, cells were also plated at 600 cells per well in H4434 methocult with or without 25 ng/ml hIL1β. Colonies were counted two weeks after plating and categorized as colony-forming units (CFU); CFU-G, CFU-M, CFU-GM or CFU-E. Individual colonies were picked, PCR amplified and Sanger sequenced to determine indel frequency as described above.

### Single cell RNA sequencing

BM cells were isolated from *Vav-Cre Tet2*^*fl/fl*^*Tet2* KO and *Tet2*^*fl/fl*^ (WT) mice treated with IL1β or vehicle for 5 weeks (N = 4 per each genotype/condition, 8-12 weeks old) and lineage depleted using direct lineage cell depletion kit (Miltenyl Biotec, San Jose, California). This step allows the enrichment of lineage-negative cells by ~5 fold while maintaining a representation of mature populations but at a lesser extent. The cells from each mouse were stained with TotalSeq^TM^ (Biolegend) cell hashing antibodies (Hash Tag 1: ACCCACCAGTAAGAC and Hash Tag 2: GGTCGAGAGCATTC) and washed. Two samples were mixed in equal proportions from two mice of the same genotype and treatment type, 8 sample pools total (16 samples). Each sample pool was loaded onto Chromium Controller (10x Genomics) to form single cell gel bead emulsions (GEM) and reverse transcribed generating barcoded cDNA. Transcriptome (RNA) and hashtag (HTO) libraries were size selected using SPRI-beads and sequenced separately on a NovaSeq-6000 instrument.

### Single cell RNA-seq data analysis

A total of 54,984 barcoded single-cell libraries were generated from the 10x scRNA-seq experiment. Cell Ranger package (10x Genomics) was used to align mRNA reads from 10x scRNA-seq libraries to murine GRCm38 (mm10) genome and generate feature-barcode matrices.

Downstream analysis was performed using Seurat (v3) package with a set of standard vignettes^56^. 

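Both limits were applied to the deposited barcodes together, and they removed between 2390 and 5054 barcodes per library. The median number of UMIs per barcode before this step was 3250 to 5900 across the 8 libraries. Among the assigned cells of a library the median was 4652 to 6834 UMIs and 1805 to 2357 detected genes.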

Cells with n feature counts <750 and mitochondrial DNA content >10% were removed as low-quality/ apoptotic cells. HTO libraries from hashtag antibody cell labeling were used to assign each cell to individual mice. Cells labeled with two HTO barcodes were excluded as potential doublets.

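HTODemux counts a cell as doublet when both hashtags pass the limit it sets for each of them. Cells of 1 mouse that were caught together carry a single hashtag and remained among the assigned cells. Within a pool the assigned cells were split unevenly between the mice in several libraries, and the smaller share was 14.4% (WT vehicle mouse 2), 21.3% (WT IL1β mouse 4), 23.0% (*Tet2*-KO vehicle mouse 2), 24.1% (*Tet2*-KO IL1β mouse 1) and 27.9% (WT IL1β mouse 2). UMIs of *Xist* and of genes of the Y chromosome showed that 2 pools held a female and a male mouse. In the pool of WT vehicle mice 1 and 2, 96.6% of the cells assigned to mouse 1 had *Xist* UMIs and 3.73% had UMIs of Y genes, against 10.6% and 48.1% of the cells assigned to mouse 2. In the pool of WT IL1β mice 3 and 4, 21.5% of the cells assigned to mouse 3 had *Xist* UMIs and 55.7% had UMIs of Y genes, against 98.5% and 4.79% of the cells assigned to mouse 4. In the other pools both mice were of one sex, and at most 0.21% of the cells assigned to a mouse of the pools with Y genes had *Xist* UMIs.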

Dataset integration was performed using the reciprocal PCA method with *Tet2* WT (vehicle-treated) as a reference. Dimensionality reduction and clustering revealed 22 transcriptional clusters. Cell type assignment to each cluster was performed based on top marker expression per cluster and comparison to haemopedia RNA-seq reference^57^. These were then further cross-checked against known genes associated with specific lineages and cell types leading to 17 clusters^32,58,59^. Differentially expressed genes were identified between *Tet2* KO and WT as well as a vehicle vs. IL1β treatment for each cell type using ‘FindMarkers’ function in Seurat. DESeq2 analysis was performed to verify significant genes considering replicate samples.

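DESeq2's Wald test was run on the same sums per mouse as edgeR's test, with DESeq2's size factors and Benjamini-Hochberg adjustment. In *Tet2*-KO against WT HSCs it called 3 genes higher (*B2m*, *Commd10* and *Gimap6*) and 1 lower with IL1β, and 1 higher (*Jund*) and 0 lower with vehicle. Between IL1β and vehicle it called 295 genes higher and 291 lower in WT HSCs, and 466 higher and 558 lower in *Tet2*-KO HSCs. On counts with simulated changes in 200 genes, edgeR's test recovered 63.5% to 70.5% of genes changed by 1 on the log2 scale in the comparisons of the genotypes.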

For pseudotime analysis, we followed the standard analysis vignette in the Monocle3 package^60^. Gene module signature and percentage of cells per conditions over pseudotime were constructed using custom R functions, code available on our Github page.

### Differential gene expression analysis of AML TET2 variants samples

Normalized gene expression data produced by bulk RNA-seq for AML samples were obtained from https://biodev.github.io/BeatAML2/. Sample information and data processing pipelines were described previously^61,62^. Expression data was filtered for primary tumors only using sample metadata fields ‘isRelapse’ = ‘FALSE’ and ‘isDenovo’ = ‘TRUE’ and split into TET2 and non-TET2 variant-containing groups. Differential gene expression analysis between these two groups was performed using the ‘limma’ package^63^ and assessed using empirical Bayes moderated t-test^64^. p-Values were corrected based on the Benjamini-Hochberg approach^65^.

### DNA methylation library preparation

Whole genome bisulfite sequencing (WGBS) libraries were prepared from FACS purified populations of LSK, CMP, and GMP cells using an ultra-sensitive method developed for single-cell sequencing scBS-seq^66^ and G&T-seq^67^. Briefly, ~500 flow-sorted cells were resuspended in 2.5 µl of RLT plus buffer (Qiagen). Polyadenylated RNA was captured with oligo-dT conjugated beads and processed using Smart-seq2 protocol^68^. The remaining genomic DNA was bisulfite converted (EZ DNA methylation kit, Zymo) and the protocol for single-cell BS-seq library preparation was followed^66^. A total of 48 libraries were prepared (N = 4 animals per genotype/treatment, 3 cell types, *Tet2* WT/KO + /-IL1β), pooled using appropriate Illumina Truseq CD i5/i7 index adapters, and sequenced on a Novaseq-6000 instrument (Illumina) to the depth of ~20x for LSK and ~4x for CMP and GMP samples.

### DNA methylation analysis

Bisulfite sequencing (BS-seq) libraries were demultiplexed by the sequencing facility and processed on a slurm compute cluster aligning to GRCm38 murine genome. A detailed description of the alignment pipeline is described elsewhere^69^. Briefly, adapter trimming was performed using trim_galore with following options: trim_galore –gzip –clip_r1 6 –clip_r2 6 –paired –fastqc

Genomic alignment were performed using bismark^70^ aligner in a non-strand specific manner separately for read one and two:

bismark --non_directional --gzip -N 1 --parallel 4 --unmapped --score_min L,−10,−0.2

DNA methylation calls were extracted from the aligned reads as CpG coverage files and analyzed using the SeqMonk application. Differentially Methylated regions were defined in SeqMonk using windowed probes tiling 50 CpGs sites across the mouse genome. Probes with ≥10 CpGs with at least one read were quantified for average DNA methylation level using a SeqMonk in-built bisulfite sequencing quantitation pipeline. A logistic regression model was applied to define DMRs between *Tet2* WT vs KO cells with both vehicle or IL1β treatment conditions. Probes with p-value < 0.05 and absolute DNA methylation difference ≥10% were called as biologically significant.

Enhancer elements for different blood lineages were defined based on publicly available reference histone modification datasets^71^. Briefly, raw data was downloaded from the GEO database (GSE59636) and re-aligned to GRCm38 (mm10) murine genome. Enhancers for HSC, CMP, GMP, and MEP cells were defined as follows: first, H3K27ac peaks were called using Model-based analysis of ChIP-seq (MACS)^72^ within the SeqMonk analysis tool. Second, H3K27ac peaks that did not overlap known promoter elements and had a higher H3K4me1 /H3K4me3 ratio were called as enhancers for each cell type. The CpG methylation of probes overlapping with an enhancer site for one and only one cell state (MEPs, CMPs, GMPs, CLPs) were defined as specific probes and the rest were excluded.

DNA binding proteins constituting transcription factors and epigenetic regulators with known roles in hematopoiesis were chosen and supplemented with HOMER-identified transcription factors with literature-derived significance. These were limited to those with publicly available ChIP-seq binding data within embryonic stem cells or hematopoietic lineages (44 proteins). ChIP-seq “BED” files of called peaks were downloaded from Cistrome. When necessary, MGSCv37 (mm9) genome alignment was lifted to GRCm38 via UCSC “LiftOver”. SeqMonk performed quantitation of CpG methylation across defined probes spanning all DNA binding protein called peaks (784,110 probes). Of the 44 proteins chosen for ChIP-seq, 8 were excluded because they lacked sufficient probes with coverage ( > 100 probes) for at least one of the 48 samples, leaving 36 remaining factors (Supplementary Data 6). The difference in CpG methylation between each individual probe between *Tet2*-KO and WT was calculated. Values were referenced against the average difference between all CpGs with sufficient coverage for LSKs, CMPs and GMPs to identify transcription factors that possessed unusually high methylation.

To identify specific factors binding sites which may exhibit altered transcription due to methylation, ChIP binding sites of the 36 remaining factors were annotated by SeqMonk to determine genes within 2k base pairs with significant (*p* < 0.05) methylation changes. These genes were compared with the top 100 most significantly downregulated genes in *Tet2*-KO relative to WT. These genes were then manually annotated for function by literature search.

### Gene set enrichment analysis

Gene set enrichment analysis pre-ranked was performed using the GSEA software v4.2.1 from the Broad Institute. Genes in *Tet2*-KO vs WT cells with or without IL1β were ranked by the sign of the log fold change in gene expression multiplied by the negative log base ten of the p-value. Analysis was performed for murine datasets using the ChIP platform Mouse_Gene_Symbol_Remapping_MSigDB.v7.0. Molecular signature databases include the Broad Institutes’ “C2.all.v7.4symbols”, as well as the literature-derived genes identified as markers of the aged specific LT-HSCs cluster^25^. Analysis of DEGs from AML samples using Human_Gene_Symbol_with_Remapping_MSigDB.v7.5.1.chip. Molecular data bases were derived from the top 100 genes DEGs between *Tet2*-KO relative WT (Supplementary Data 2) which were converted to human analogues using Ensembl BioMart.

### Enrichr and STRING analyzes

For transcriptional data, statistically significant genes below a (q < 0.05) which were upregulated in *Tet2*-KO versus WT HSCs in either vehicle or IL1β treated mice were used for Enrichr analysis using “KEGG 2021 Human” dataset. For methylation data genes within 5000 base pairs of differentially methylated genes were utilized. STRING analysis (v11.5) was performed using genes significantly upregulated (q < 0.05) in *Tet2*-KO versus WT in both vehicle or IL1β treated mice. Data is from “Multiple proteins” analysis using *mus musculus* data and unconnected nodes by the full STRING network were removed. Gene ontology and KEGG pathway analysis was used from STRING analysis.

### HOMER analysis

Differentially methylated regions of interest spanning 50 CpG length tiles described above in this manuscript with a statistically significant increase or decrease of at least 10% in methylation level in *Tet2*-KO relative to WT were used as input for Homer’s findMotifsGenome.pl script along with the mouse reference genome GRCm38. DMRs containing motifs of interest were determined by using Homer’s annotatePeaks.pl script with the genes/DMRs and motif results.

### Statistics & reproducibility

To determine significance, a two-factor or three-factor ANOVA was performed using the Graphpad Prism software and FWER adjusted p values are reported. Alternatively, where appropriate a comparison was performed using a pairwise Student’s two tailed t-test using the Microsoft excel software: (*): *p* < 0.05; (**): *p* < 0.01; (***): *p* < 0.001; (****): *p* < 0.0001. For single cell RNA sequencing *p* values were adjusted Benjamini-Hochberg through DESeq2 to produce false discovery rate adjusted q values. Similarly, bisulfite sequencing by 50 CpG tiling for differentiation methylation by SeqMonk, as well as HOMER, STRING, and Enrichr were each adjusted for false discovery rate (FDR) by their respective software. All figure legends specify the statistical method used to identify the significance of each panel. Orthogonal experimental model systems and approaches were taken to ensure the reproducibility of findings. Sample size estimation aimed for as close to sample sizes of 6 as possible to detect with 90% confidence up to a 50% change in the magnitude of difference in phenotypes with alterations due to the availability of mice genotypes at the initiation of each experiment. The Investigators were not blinded to allocation during experiments and outcome assessment.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Reporting Summary

### Source data

Source Data

## Data Availability

The single RNA sequencing and bisulfite sequencing data generated in the study has been deposited in the Gene Expression Omnibus (GEO) under accession number GSE210026. Source Data for all mouse experiments have been provided. All other data are provided in the Supplementary Information/Source Data file. Source data are provided with this paper.

# Supplementary material for: Clonal hematopoiesis related TET2 loss-of-function impedes IL1β-mediated epigenetic reprogramming in hematopoietic stem and progenitor cells
**Source:** Nat Commun. 2023 Dec 7;14:8102. doi: 10.1038/s41467-023-43697-y
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### **Clonal hematopoiesis related TET2 loss-of-function impedes IL1 $\beta$ -mediated epigenetic reprogramming in hematopoietic stem and progenitor cells**

McClatchy J.<sup>1,2#</sup>, Strogantsev R.<sup>3#</sup>, Wolfe E.<sup>1,2</sup>, Lin HY.<sup>1,2</sup>, Mohammadhosseini M.<sup>1,2</sup>, Davis B.A.<sup>1,2</sup>, Eden C.<sup>1,2</sup>, Goldman D.<sup>4,5</sup>, Fleming W.H.<sup>4,5</sup>, Conley P.<sup>6</sup>, Wu G.<sup>6</sup>, Cimmino L.<sup>7</sup>, Mohammed H.<sup>3\*</sup>, Agarwal A.<sup>1,2,3,4,8\*§</sup>

#These authors contributed equally

\*These authors jointly supervised this work

Mail Code: KR-HEM | 3181 S.W. Sam Jackson Park Road | Portland OR 97239

## INVENTORY FOR SUPPLEMENTAL INFORMATION

### SUPPLEMENTAL FIGURES

|                                                                                                                                                                           |    |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----|
| SUPPLEMENTAL FIGURE 1s .....                                                                                                                                              | 4  |
| <i>Schematics for flow cytometric analysis of differentiated hematopoietic populations.</i>                                                                               |    |
| SUPPLEMENTAL FIGURE 2s .....                                                                                                                                              | 5  |
| <i>Chronic IL1<math>\beta</math> exposure enhances myelopoiesis at the expense of B cell frequency.</i>                                                                   |    |
| SUPPLEMENTAL FIGURE 3s .....                                                                                                                                              | 6  |
| <i>Within an inducible knockdown model chronic IL1<math>\beta</math> exposure increases the ratio of ly6chi to Ly6clo monocytes/macrophages.</i>                          |    |
| SUPPLEMENTAL FIGURE 4s .....                                                                                                                                              | 8  |
| <i>Chronic IL1<math>\beta</math> exposure enhances myeloid expansion of Tet2-KO cells in non-competitive murine models.</i>                                               |    |
| SUPPLEMENTAL FIGURE 5s .....                                                                                                                                              | 10 |
| <i>IL1<math>\beta</math> stimulation promotes HSPC expansion in mice with Tet2 knockdown relative to WT in a competition repopulation experiment.</i>                     |    |
| SUPPLEMENTAL FIGURE 6s .....                                                                                                                                              | 12 |
| <i>IL1<math>\beta</math> stimulation promotes myeloid bias of Tet2-KO CMPs and deletion of Tet2 within HSPCs is necessary for their expansion and myeloid bias.</i>       |    |
| SUPPLEMENTAL FIGURE 7s .....                                                                                                                                              | 13 |
| <i>IL1<math>\beta</math>-mediated expansion of Tet2-KO HSPCs is associated with reduced S/G2 frequency without significant differences in the frequency of apoptosis.</i> |    |
| SUPPLEMENTAL FIGURE 8s .....                                                                                                                                              | 14 |
| <i>10x single cell RNA sequencing to identify cellular clusters from Tet2-KO and WT mice with and without IL1<math>\beta</math> stimulation in vivo.</i>                  |    |
| SUPPLEMENTAL FIGURE 9s .....                                                                                                                                              | 16 |
| <i>Tet2-KO exaggerates frequency of GMPs over pseudotime.</i>                                                                                                             |    |
| SUPPLEMENTAL FIGURE 10s .....                                                                                                                                             | 18 |
| <i>Resistance to IL1<math>\beta</math> driven demethylation in Tet2-KO progenitors promotes differential hypermethylation associated with cellular fate.</i>              |    |
| SUPPLEMENTAL FIGURE 11s .....                                                                                                                                             | 20 |
| <i>Disruption of IL1R1 signaling suppresses myeloid bias in Tet2-KO mice.</i>                                                                                             |    |

### SUPPLEMENTAL DATA

|                                                                                                                                   |
|-----------------------------------------------------------------------------------------------------------------------------------|
| SUPPLEMENTAL DATA 1s (included separately as .xlsx file)<br><i>Cell number by sample.</i>                                         |
| SUPPLEMENTAL DATA 2s (included separately as .xlsx file)<br><i>Differentially expressed genes in Tet2-KO relative to WT HSCs.</i> |

SUPPLEMENTAL DATA 3s (included separately as .xlsx file)

*Enrichr and STRING ontology analysis of Tet2-KO relative to WT HSCs.*

SUPPLEMENTAL DATA 4s (included separately as .xlsx file)

*Gene set enrichment analysis results for C2 molecular signature database in Tet2-KO relative to WT HSCs.*

SUPPLEMENTAL DATA 5s (included separately as .xlsx file)

*List of differentially methylated regions between Tet2-KO and WT LSK, CMP and GMP cells*

SUPPLEMENTAL DATA 6s (included separately as .xlsx file)

*List of GEO accession numbers for ChIP-seq factors.*

SUPPLEMENTAL DATA 7s (included separately as .xlsx file)

*HOMER motif analysis of differentially methylated regions between Tet2-KO and WT LSK, CMP and GMP cells.*

Supplementary Figure 1

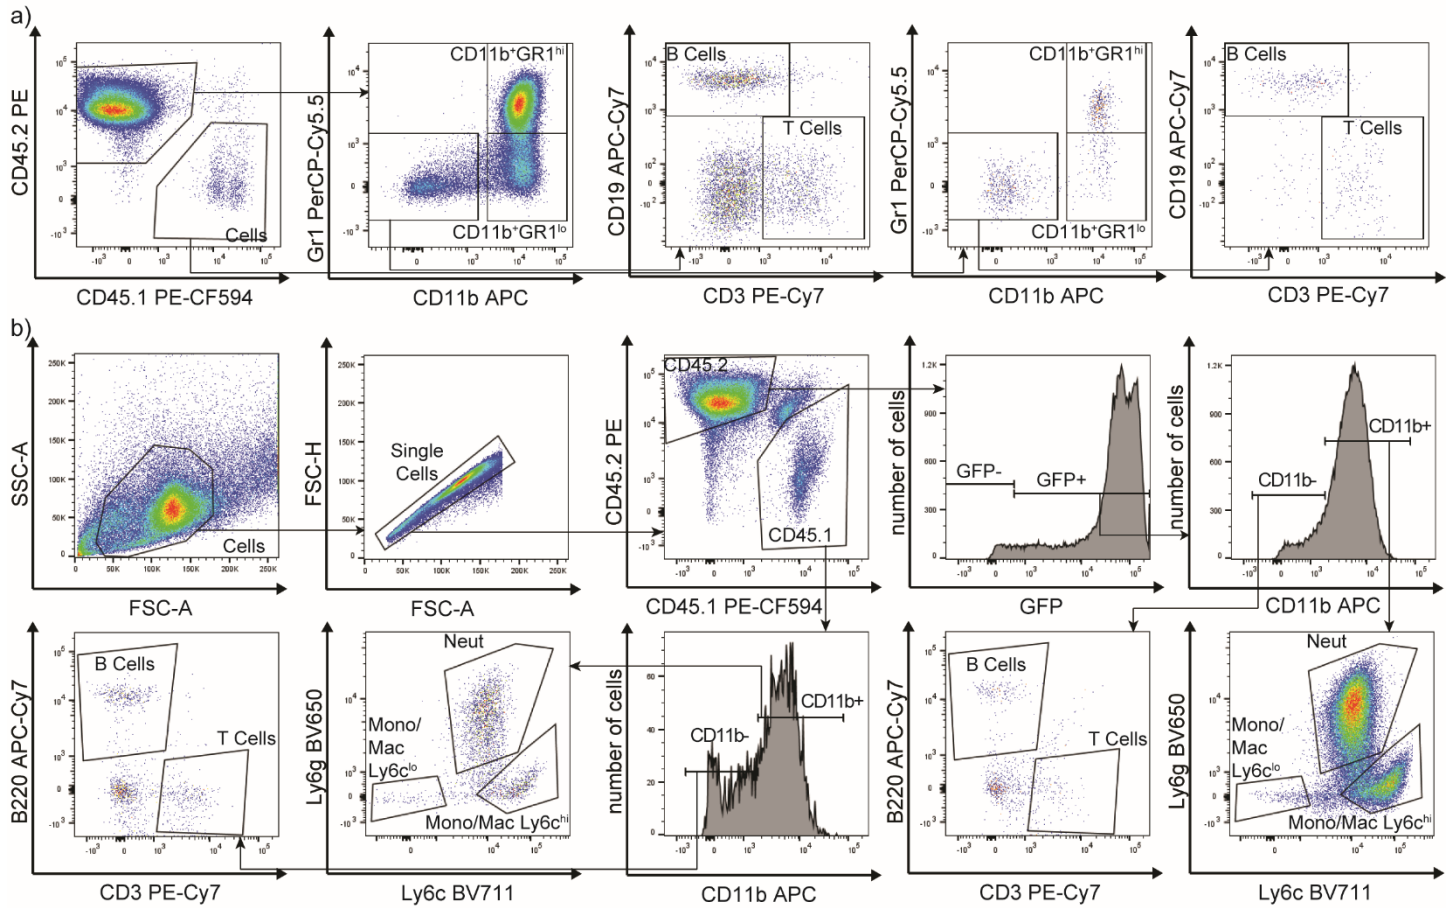

**Supplementary Figure 1: Schematics for flow cytometric analysis of differentiated hematopoietic populations.**

**(a)** Representative gating for differentiated subsets for flow cytometric analysis of the BM from chimeric mice, defining: CD11b<sup>+</sup>Gr1<sup>hi</sup> (CD11b<sup>+</sup>Ly6g<sup>hi</sup>Ly6c<sup>hi</sup>), CD11b<sup>+</sup>Gr1<sup>lo</sup> (CD11b<sup>+</sup>Ly6g<sup>lo</sup>Ly6c<sup>lo</sup>), B and T Cells (experimental design is shown in Fig. 1a). **(b)** Representative gating scheme for differentiated subsets for flow cytometric analysis of the BM from chimeric recipient mice, defining: neutrophils (Neut), ly6c<sup>lo</sup> monocytes/macrophages (Ly6c<sup>lo</sup> Mono/Mac), ly6c<sup>hi</sup> monocytes/macrophages (Ly6c<sup>hi</sup> Mono/Mac), B and T Cells (experimental design is shown in Fig. 1d).

Supplementary Figure 2

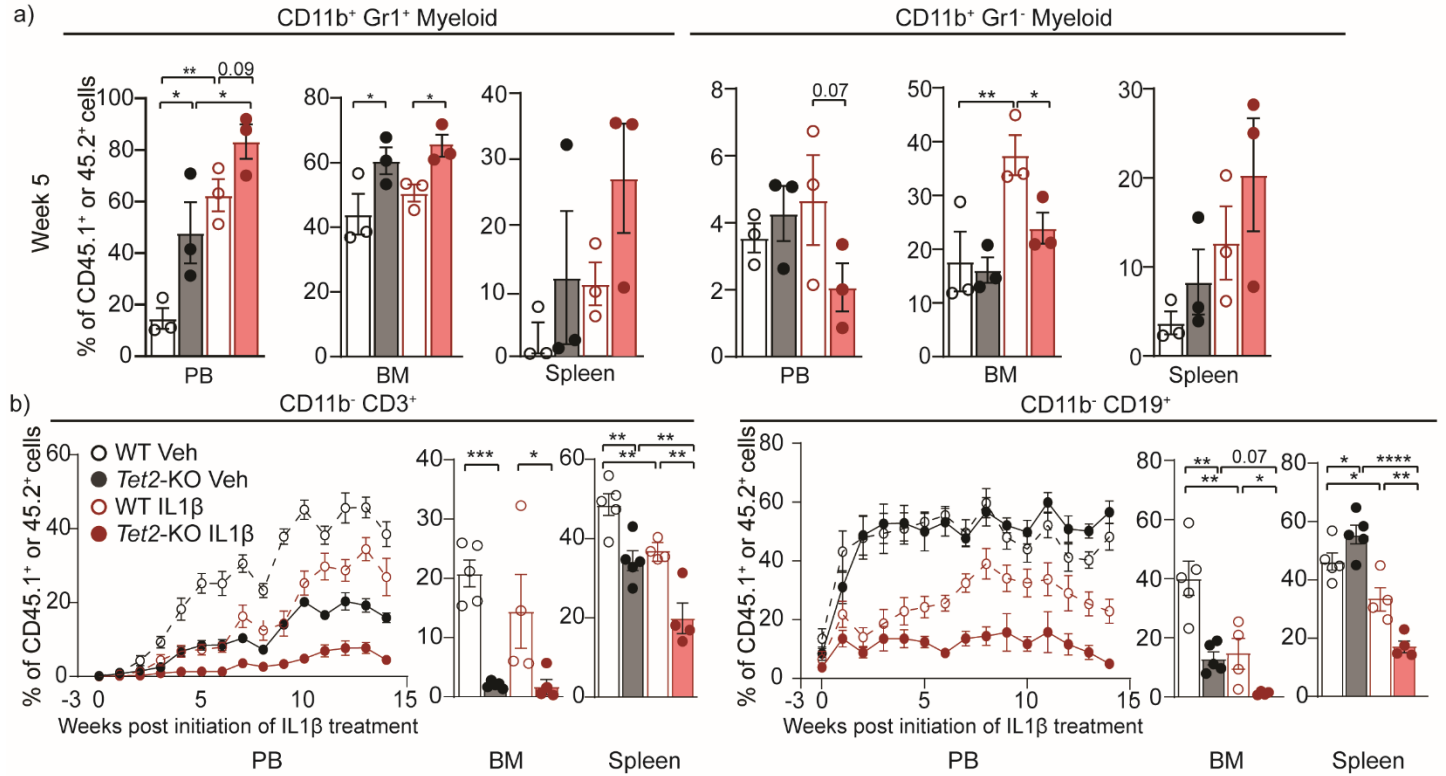

**Supplementary Figure 2: Chronic IL1 $\beta$  exposure enhances myelopoiesis at the expense of B cell frequency.**

**(a-b)** Lineage-depleted BM cells from WT CD45.1 and *Tet2*-KO CD45.2 mice were transplanted into lethally irradiated WT CD45.1/2 mice and after 3 weeks treated with IL1 $\beta$  (500 ng/mouse/day) or vehicle daily. **(a)** The frequency of myeloid subsets (CD11b<sup>+</sup>Gr1<sup>hi</sup>, CD11b<sup>+</sup>Gr1<sup>lo</sup>) at week 5 (n = 3 mice/group, week 15 is shown in main Fig. 1) and **(b)** T cells (CD11b<sup>-</sup>CD3<sup>+</sup>) and B cells (CD11b<sup>-</sup>CD19<sup>+</sup>) at 15 weeks in PB, BM, and spleen (n = 4-5 mice/group). Error bars represent mean  $\pm$  SEM. Two-factor ANOVA was used for the FWER adjusted *p* values: \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001, \*\*\*\**p* < 0.0001.

Supplementary Figure 3

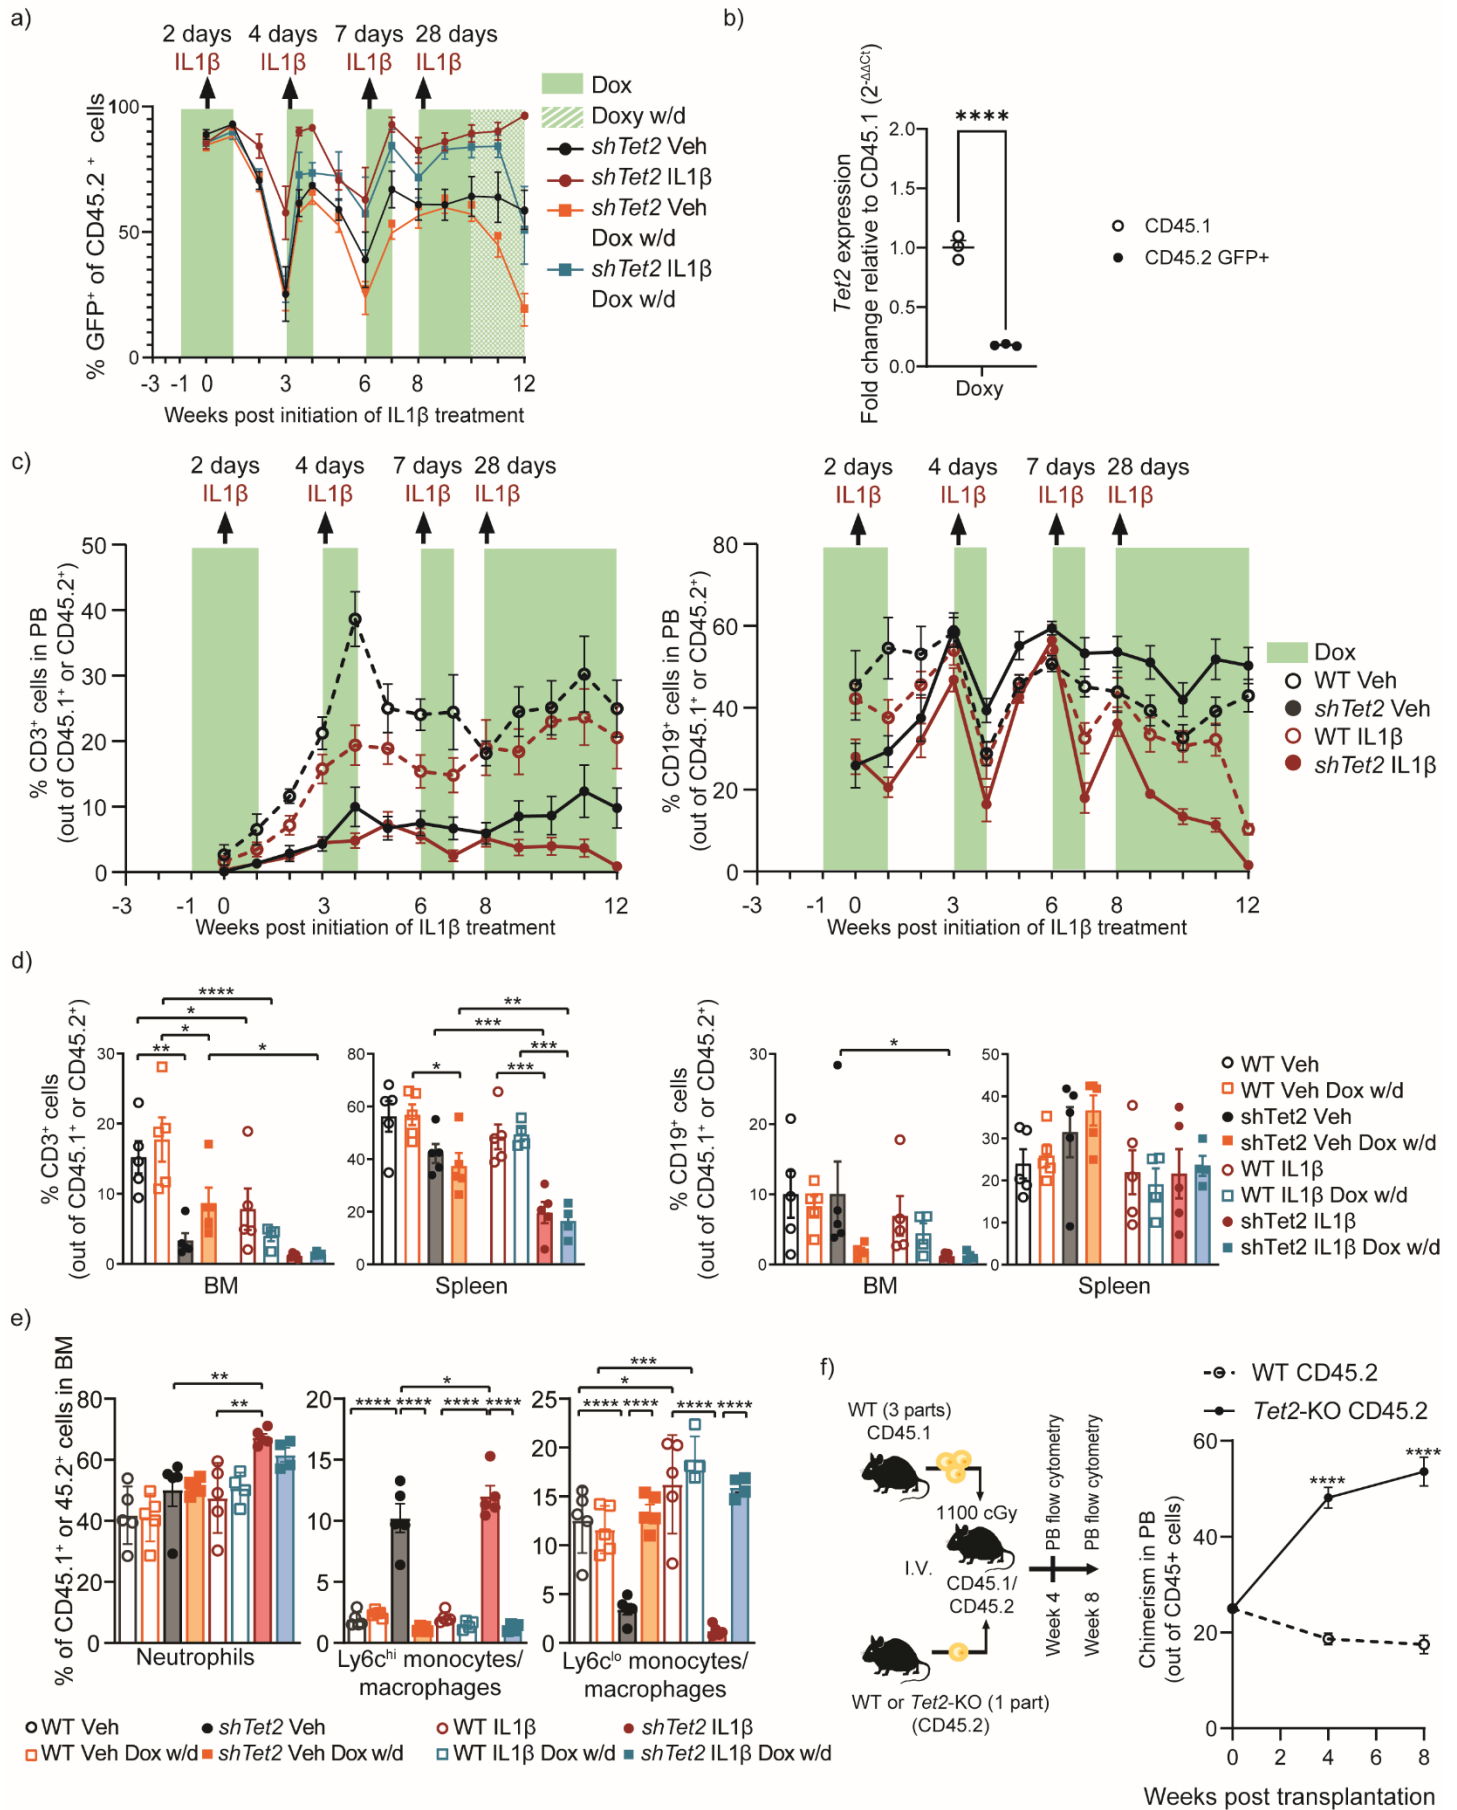

**Supplementary Figure 3: Within an inducible knockdown model chronic IL1 $\beta$  exposure increases the ratio of ly6c<sup>hi</sup> to Ly6c<sup>lo</sup> monocytes/macrophages.**

Lineage-depleted BM cells from wild-type (WT) CD45.1<sup>+</sup> and Rosa-rtTA-driven inducible *Tet2* knockdown (*shTet2*) mice were transplanted into lethally irradiated WT CD45.1/2 mice, which were treated with doxycycline (dox) two weeks after transplantation and IL1 $\beta$  or vehicle three weeks after transplantation for increasing intervals up to 10 weeks and then with and without doxycycline (withdrawal, w/d) for an additional two weeks, analyzed by flow cytometry (n = 4-5 mice/group). Arrows indicate the time relative to the initial treatment (week: 0, 3, 6, 8) and duration of periods (days: 2, 4, 7, and 28) during which daily treatment with IL1 $\beta$  or vehicle occurred (n = 4-5 mice/group). The green color indicates the time and duration of doxycycline treatment, (described in Fig. 1d). **(a)** Percentage of CD45<sup>+</sup> *shTet2* which are GFP<sup>+</sup> in PB. **(b)** qPCR of *Tet2* expression from CD45.2<sup>+</sup>GFP<sup>+</sup> and CD45.1<sup>+</sup> cells sorted from the BM of IL1 $\beta$  and doxycycline-treated mice (n = 3). **(c)** The percentage of WT CD45.1 or *shTet2* CD45.2 cells which are B (CD45<sup>+</sup>CD11b<sup>-</sup>B220<sup>+</sup>) or T (CD45<sup>+</sup>CD11b<sup>-</sup>CD3<sup>+</sup>) cells in the PB, **(d)** BM and Spleen **(e)** and the percentage of neutrophils (CD45<sup>+</sup>CD11b<sup>+</sup>Ly6c<sup>int</sup>Ly6g<sup>+</sup>), ly6c<sup>hi</sup> monocytes/macrophages (CD45<sup>+</sup>CD11b<sup>+</sup>Ly6c<sup>+</sup>Ly6g<sup>-</sup>) and ly6c<sup>lo</sup> monocytes/macrophages (CD45<sup>+</sup>CD11b<sup>+</sup>Ly6c<sup>-</sup>Ly6g<sup>-</sup>) in the BM (n = 4-5 mice/group). **(f)** Lineage-depleted BM from CD45.2 (WT or *Tet2*-KO) cells and WT CD45.1 cells were transplanted into lethally irradiated WT CD45.1/2 recipients in a 1 to 3 ratio and analyzed 4 and 8 weeks post-transplantation by flow cytometry (n = 8 CD45.1 and n = 28 CD45.2 mice/group). Error bars represent mean  $\pm$  SEM. For panel b, d, and e, two-factor ANOVA was used to determine the FWER-adjusted *p* values. For panel f a student's two-tailed t-Test was used to determine significance. For family-wise error rate (FWER) adjusted and regular *p* values: \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001, \*\*\*\**p* < 0.0001.

Supplementary Figure 4

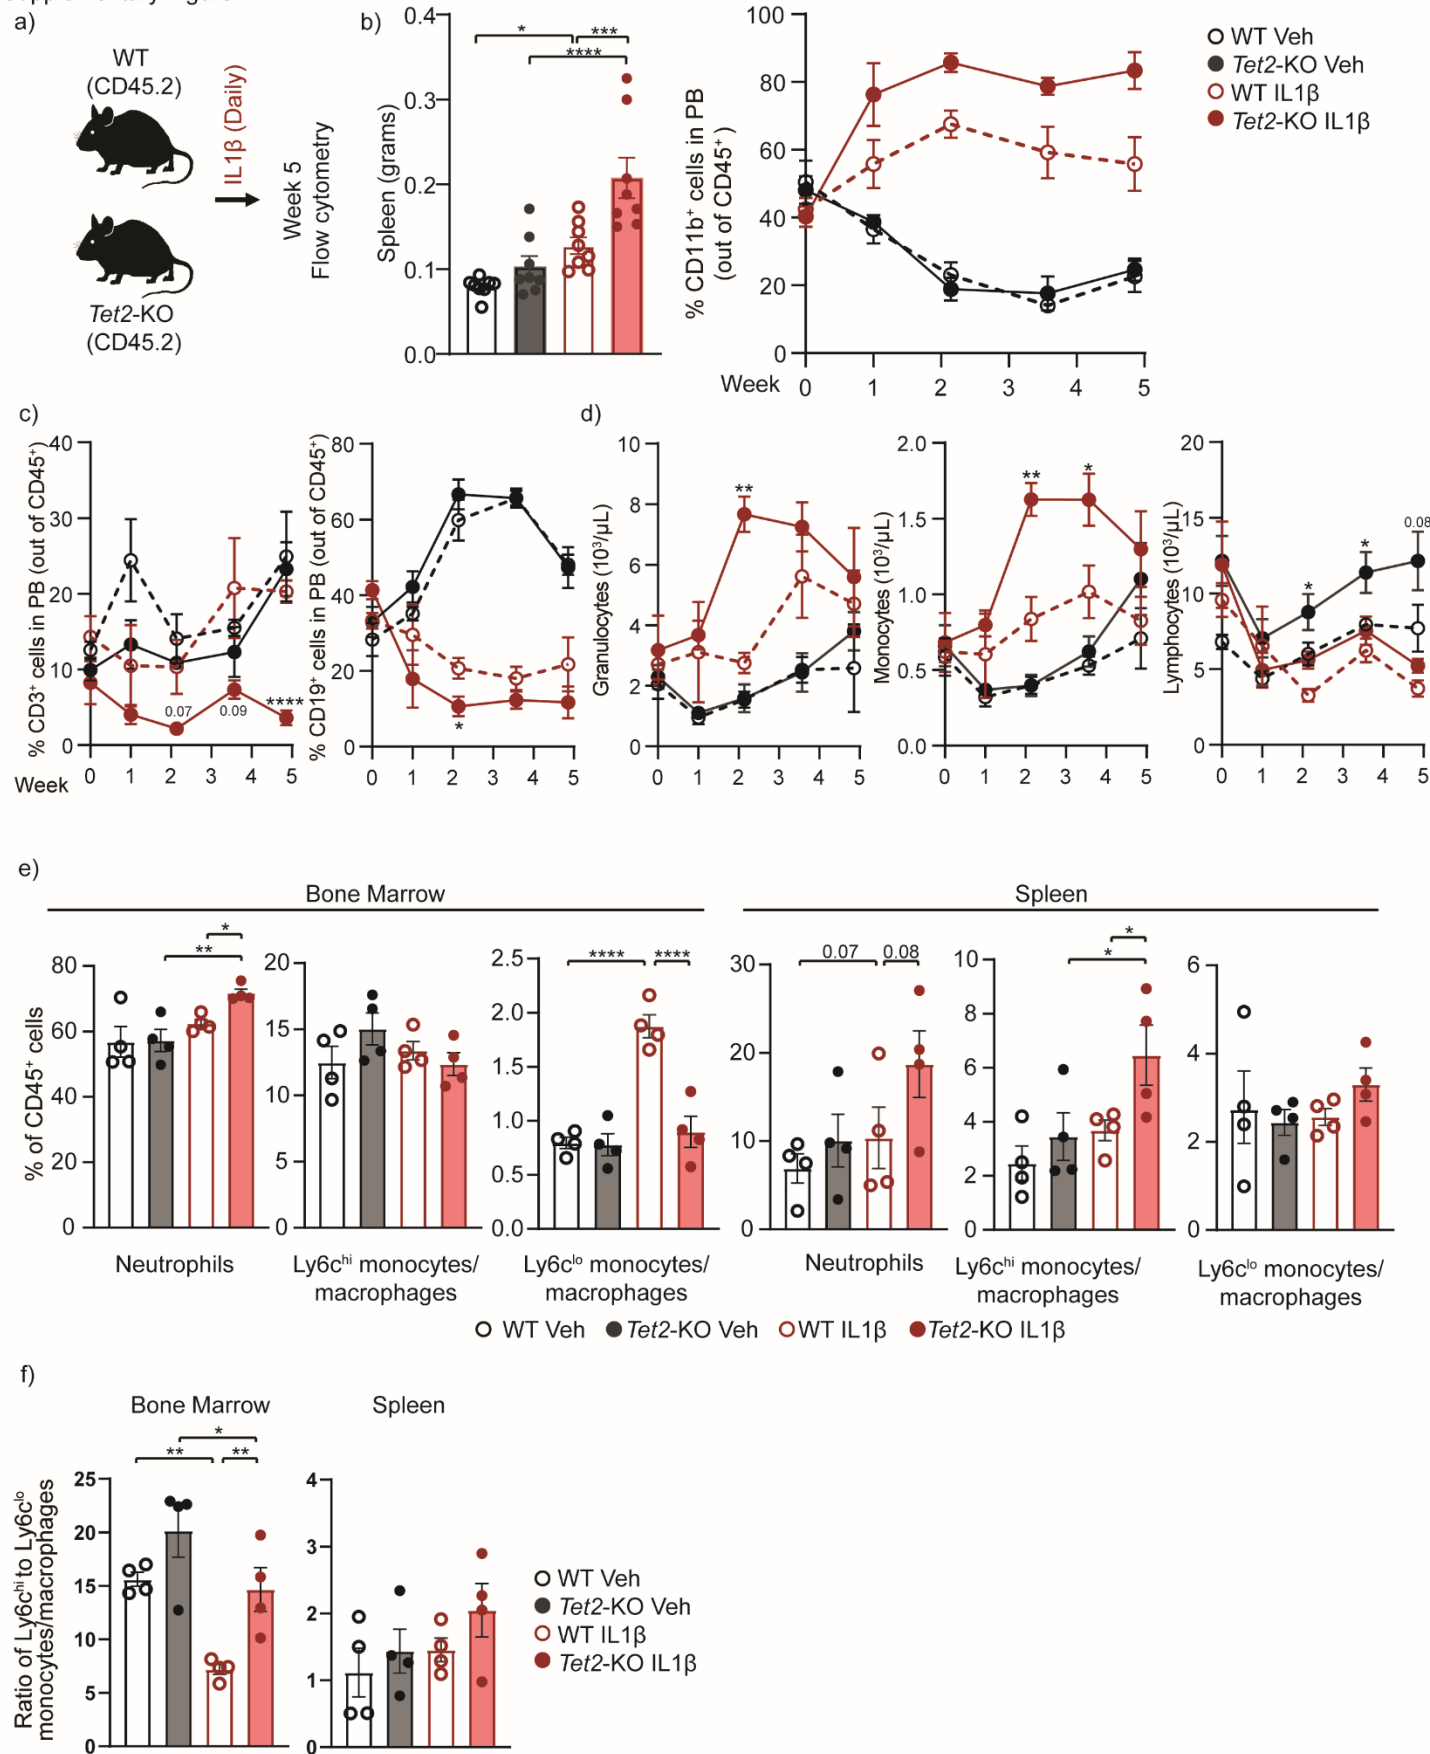

**Supplementary Figure 4: Chronic IL1 $\beta$  exposure enhances myeloid expansion of *Tet2*-KO cells in non-competitive murine models.**

*Tet2*<sup>fl/fl</sup> (WT) and *Vav-Cre Tet2*<sup>fl/fl</sup> (*Tet2*-KO) mice were treated with IL1 $\beta$  (500 ng/mouse/day) or vehicle (n = 4 mice/group) for five weeks and peripheral blood (PB), bone marrow (BM) and spleen samples were analyzed by flow cytometry. **(a)** Experimental design, **(b)** spleen weight in grams (left) and the percentage of the PB CD45<sup>+</sup> cells which are myeloid (CD45<sup>+</sup>CD11b<sup>+</sup>, right), **(c)** T Cells or B Cells. **(d)** Differential blood cell counts representing granulocytes, monocytes, and lymphocytes in the PB. **(e)** Neutrophils, ly6c<sup>hi</sup> monocytes/macrophages, and ly6c<sup>lo</sup> monocytes/macrophages and **(f)** ratio of Ly6c<sup>hi</sup> to ly6c<sup>lo</sup> monocytes/macrophages in BM and spleen cells at week five by flow cytometry. Error bars represent mean  $\pm$  SEM. For panel b (left), d and e two-factor ANOVA, was used to determine FWER adjusted p values. For panel b (right) and c a student's two-tailed t-Test was used to determine significance. For FWER adjusted and regular p values: \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001.

Supplementary Figure 5

a)

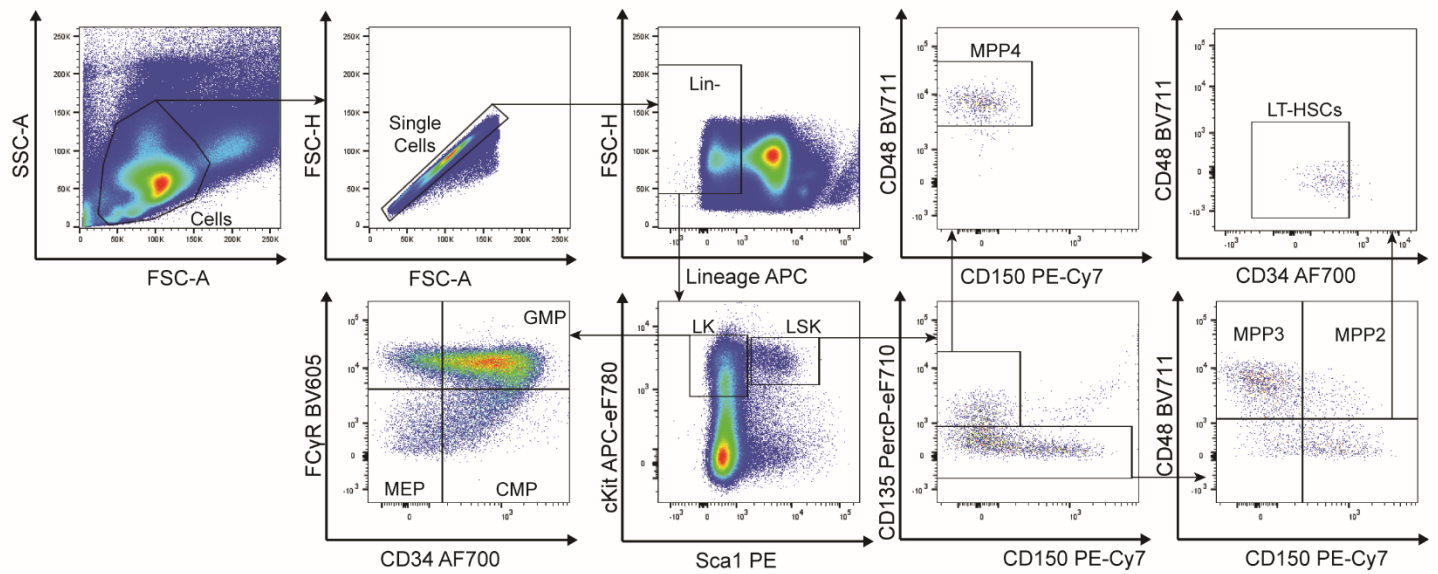

b)

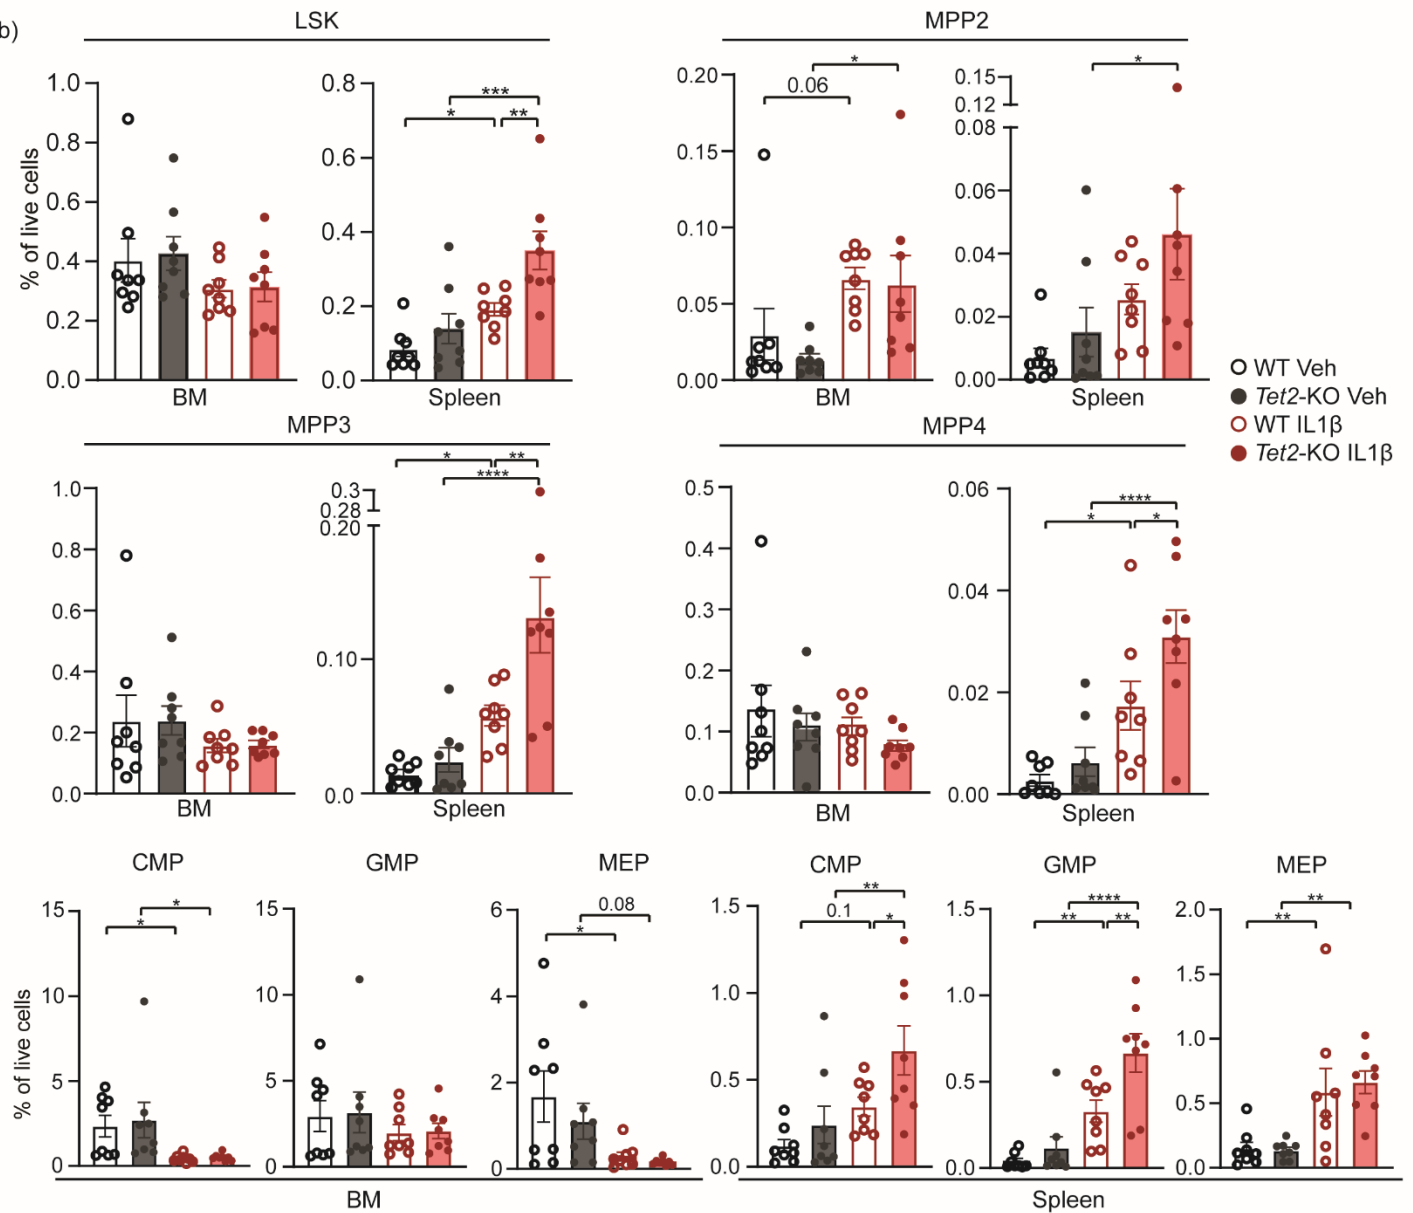

**Supplementary Figure 5: IL1 $\beta$  stimulation promotes HSPC expansion in mice with *Tet2* knockdown relative to WT in a competition repopulation experiment.**

**(a)** Representative gating scheme for HSPCs for flow cytometric analysis of the BM from a WT mouse. **(b)** WT and *Tet2*-KO mice were treated with IL1 $\beta$  or vehicle for five weeks (Supplementary Fig. 4a) and analyzed by flow cytometry for the percentage of live CD45<sup>+</sup> cells which are LSKs, MPP2, MPP3, MPP4, CMP, GMP and MEP in the spleen or BM (4 mice/group from two separate experiments, total n = 8 mice/group). Error bars represent mean  $\pm$  SEM. Two factor ANOVA was used to determine the FWER adjusted p values: \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001.

Supplementary Figure 6

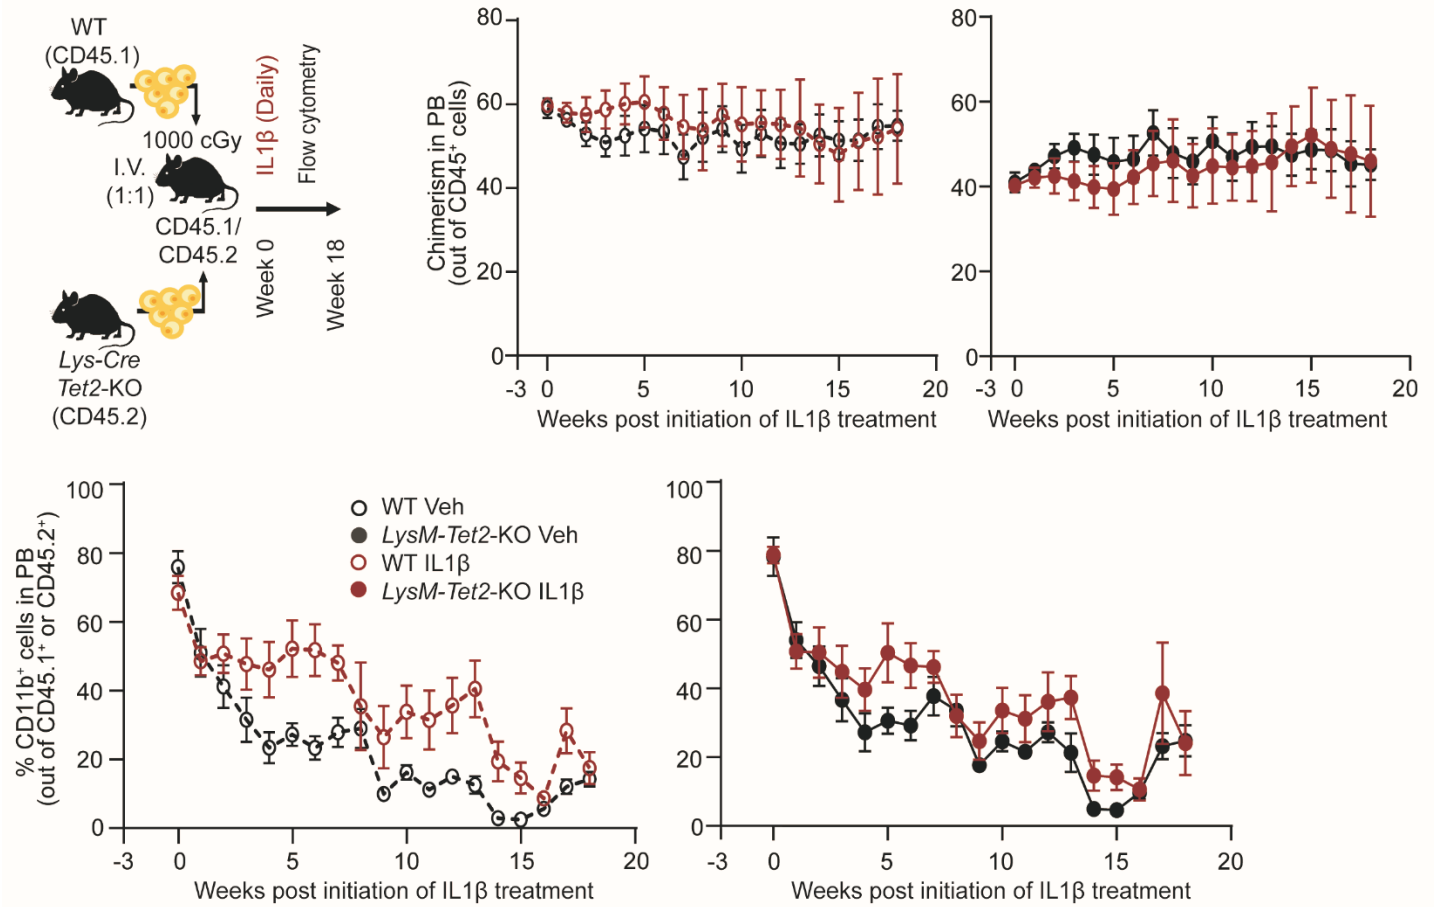

**Supplementary Figure 6: IL1β stimulation promotes myeloid bias of *Tet2*-KO CMPs and deletion of *Tet2* within HSPCs is necessary for their expansion and myeloid bias.**

Lineage-depleted BM cells were harvested from WT CD45.1 and *LysM-Cre Tet2*<sup>-/-</sup> CD45.2 (*LysM-Cre Tet2*-KO) mice into lethally irradiated WT CD45.1<sup>+</sup>CD45.2<sup>+</sup> mice which after 3 weeks were treated with IL1β or vehicle. The percentage of WT CD45.1 and *LysM-Cre Tet2*-KO CD45.2 cells out of all CD45<sup>+</sup> cells (chimerism) and the percentage WT CD45.1 and *Tet2*-KO CD45.2 cells which are myeloid in the PB. Error bars represent mean ± SEM. Student's two-tailed t-Test was used to determine significance.

Supplementary Figure 7

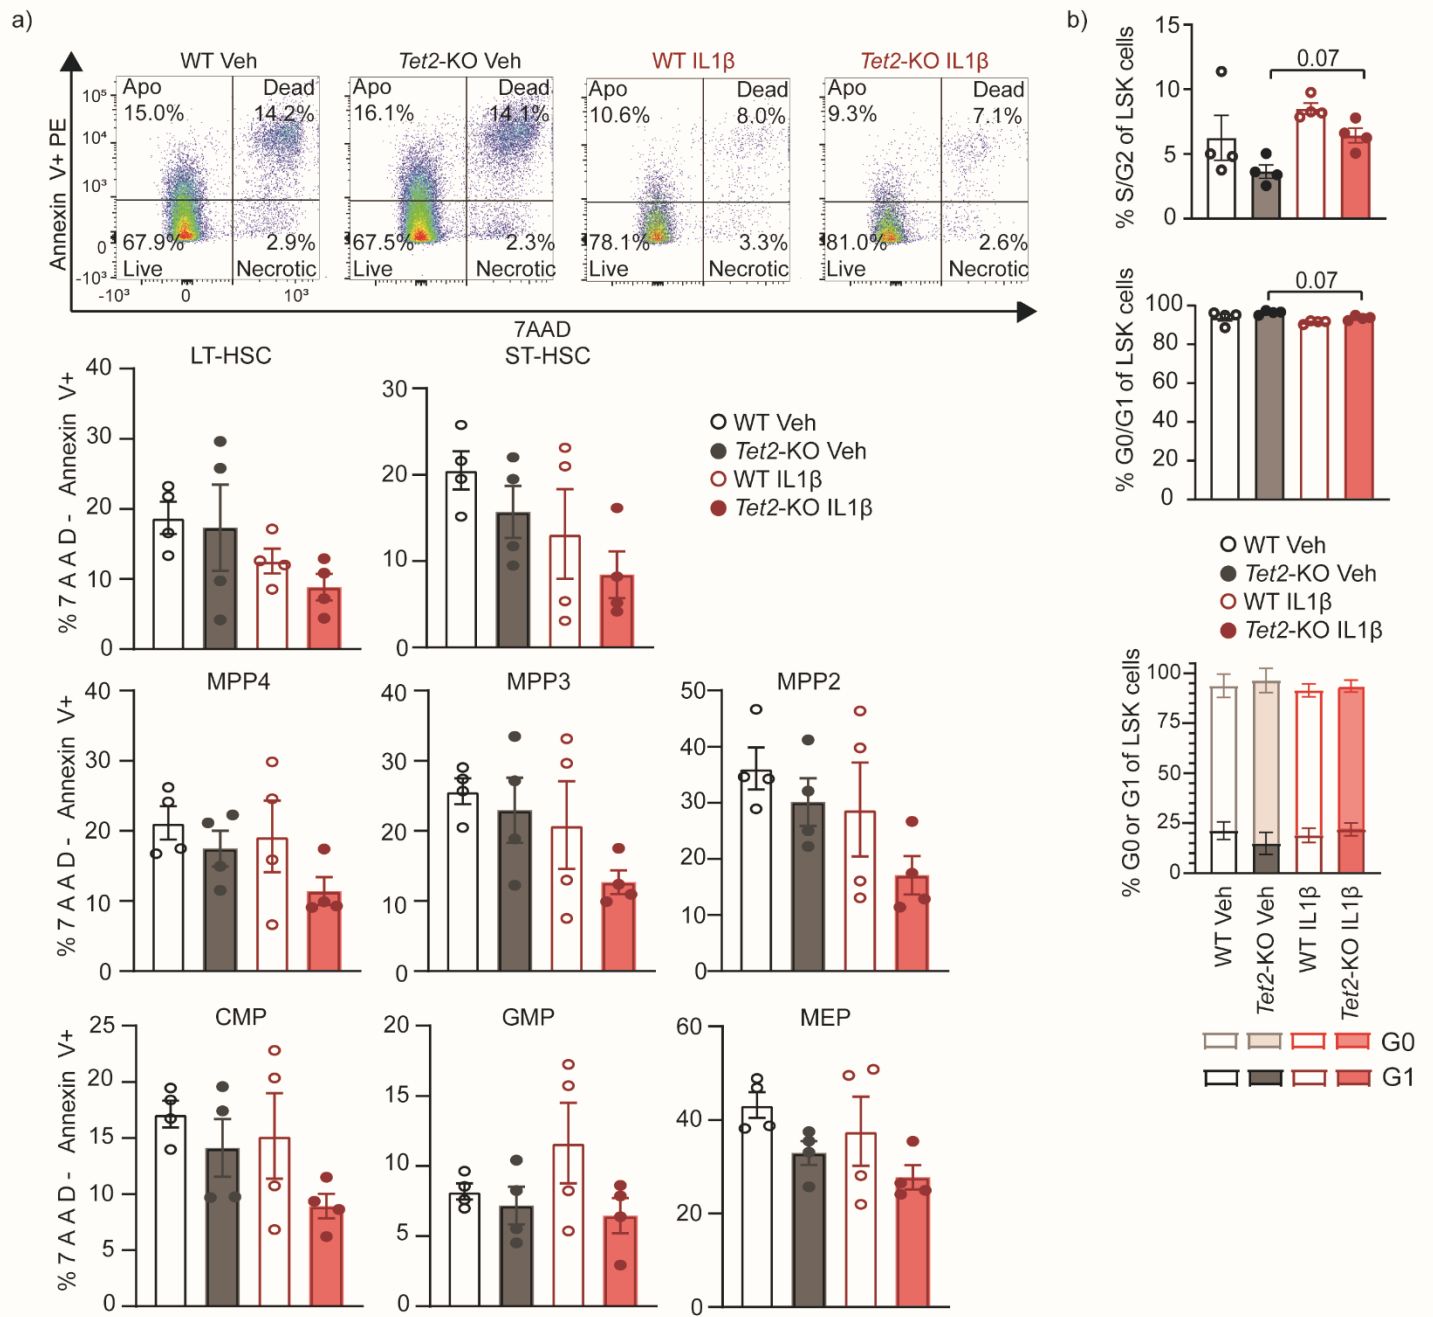

**Supplementary Figure 7: IL1 $\beta$ -mediated expansion of *Tet2*-KO HSPCs is associated with reduced S/G<sub>2</sub> frequency without significant differences in the frequency of apoptosis.**

**(a-b)** WT and *Tet2*-KO mice were treated with IL1 $\beta$  for 5 weeks (as described in Supplementary Fig. 4a; n = 4 mice/group). The percentage of apoptotic (7AAD<sup>+</sup>Ann V<sup>+</sup>) cells for HSPC subsets was quantified by flow cytometry. **(b)** Flow cytometry analysis of LSK cells isolated from the BM of *Tet2*-KO and WT mice treated with and without IL1 $\beta$  for 5 weeks, with cell cycle proportions using KI-67 and DAPI (right, n = 4 mice/group). Error bars represent mean  $\pm$  SEM. Two-factor ANOVA was used to determine the FWER adjusted *p* values.

[illegible]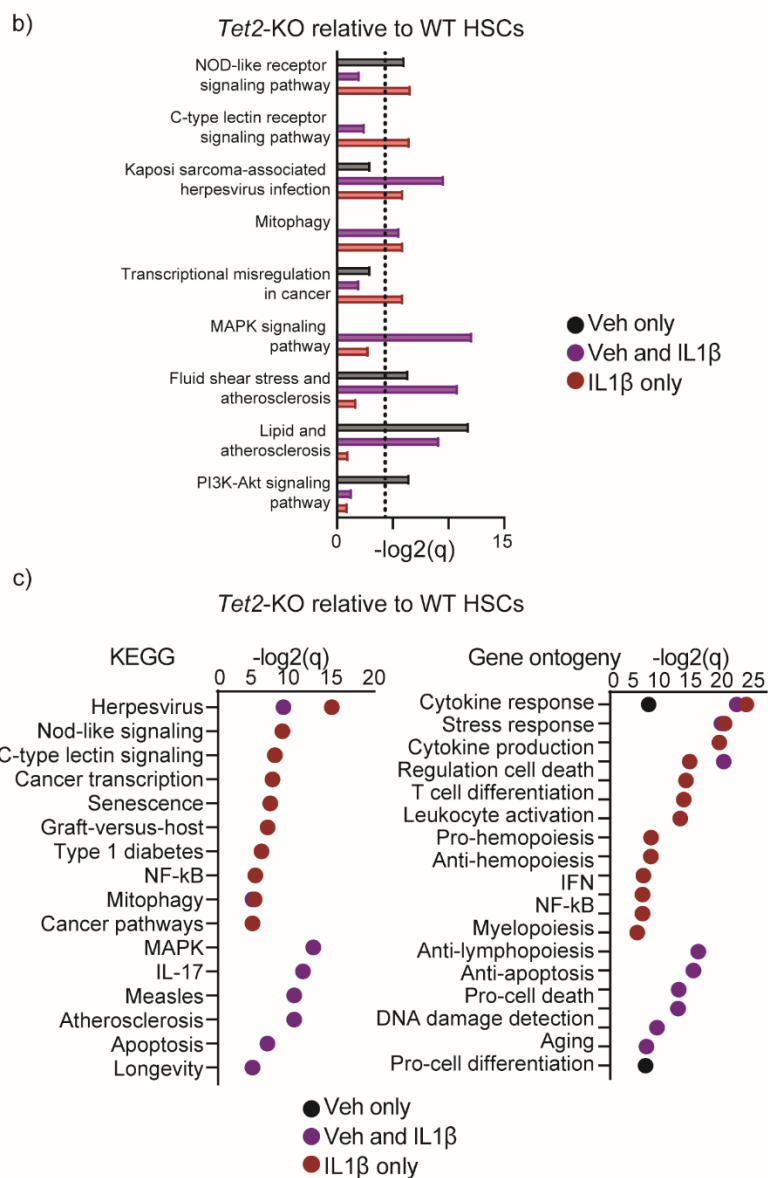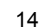

**Supplementary Figure 8: 10x single cell RNA sequencing to identify cellular clusters from *Tet2*-KO and WT mice with and without IL1 $\beta$  stimulation *in vivo*.**

**(a)** Heatmap showing gene expression of cluster-defining genes for individual cells from each cluster. **(b)** Enrichr ontology (KEGG 2021 human) of DEGs upregulated in *Tet2*-KO relative to WT HSCs in vehicle alone (black), IL1 $\beta$  alone (red) or in both (purple) with *q* values calculated by Enrichr. **(c)** STRING KEGG response to cytokine from biological process gene ontology (GO:0034097) and MAPK signaling pathway from KEGG Pathways (mmu04010) of DEGs upregulated in *Tet2*-KO relative to WT only under vehicle alone (black), IL1 $\beta$  alone (red), or both conditions (purple) with *q* values calculated by STRING. **(d)** Enrichment of transcriptional signature specific to old HSCs (Kirschner et al., Cell Rep, 2017) within HSCs. **(e)** Heatmap of upregulated DEGs in *Tet2*-KO relative to WT HSCs with and without IL1 $\beta$  stimulation. The genes shown are the lead genes for enriched pathways by GSEA analysis, with genes identified in multiple pathways shown multiple times. *q* values were determined by DESeq2. **(f)** Differential gene expression in *TET2*-mutant relative to *TET2*-WT de novo primary AML for the top 100 human orthologous genes that are upregulated in *Tet2*-KO relative to WT murine HSCs stimulated with IL1 $\beta$ . For *q* values: \**q* < 0.05, \*\**q* < 0.01, \*\*\**q* < 0.001, \*\*\*\**q* < 0.0001.

Supplementary Figure 9

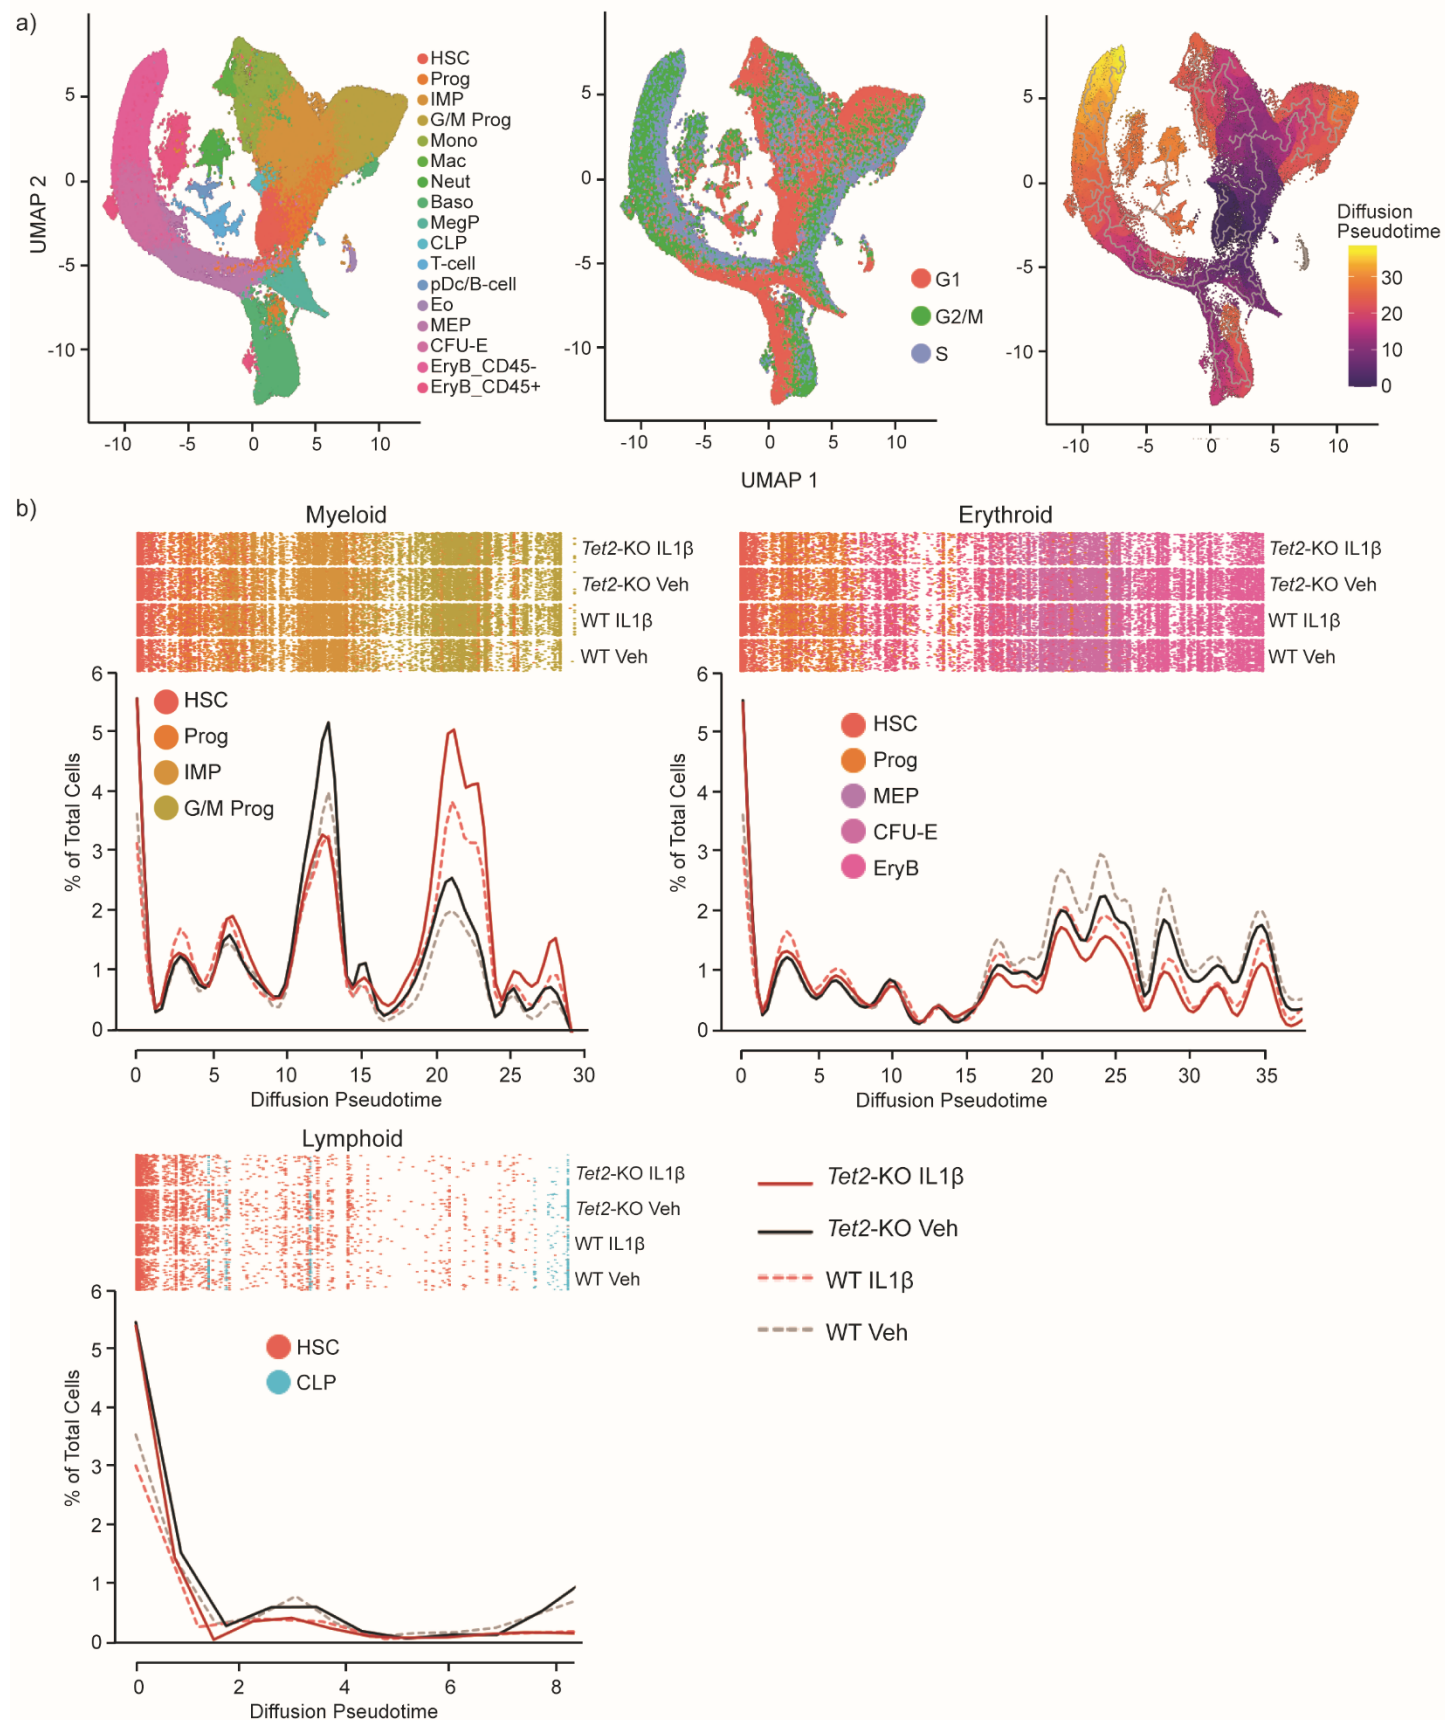

**Supplementary Figure 9: *Tet2*-KO exaggerates frequency of GMPs over pseudotime.**

Cells analyzed by 10X single cell RNA (scRNA) sequencing (described in Figure 3a) were assigned pseudotime values using Monocle3. **(a)** UMAP from cell cycle G0/1, S, G2 regressed populations, showing clusters labelled as in Figure 3b (left), Cell Cycle (middle), and Monocle3 derived pseudotime values (right). **(b)** Pseudotime as HSCs differentiate over myeloid (HSC, Prog, IMP, GMP), erythroid (HSC, Prog, MEP, CFU-E, EryB) and lymphoid (HSC, CLP) lineage trajectories.

Supplementary Figure 10

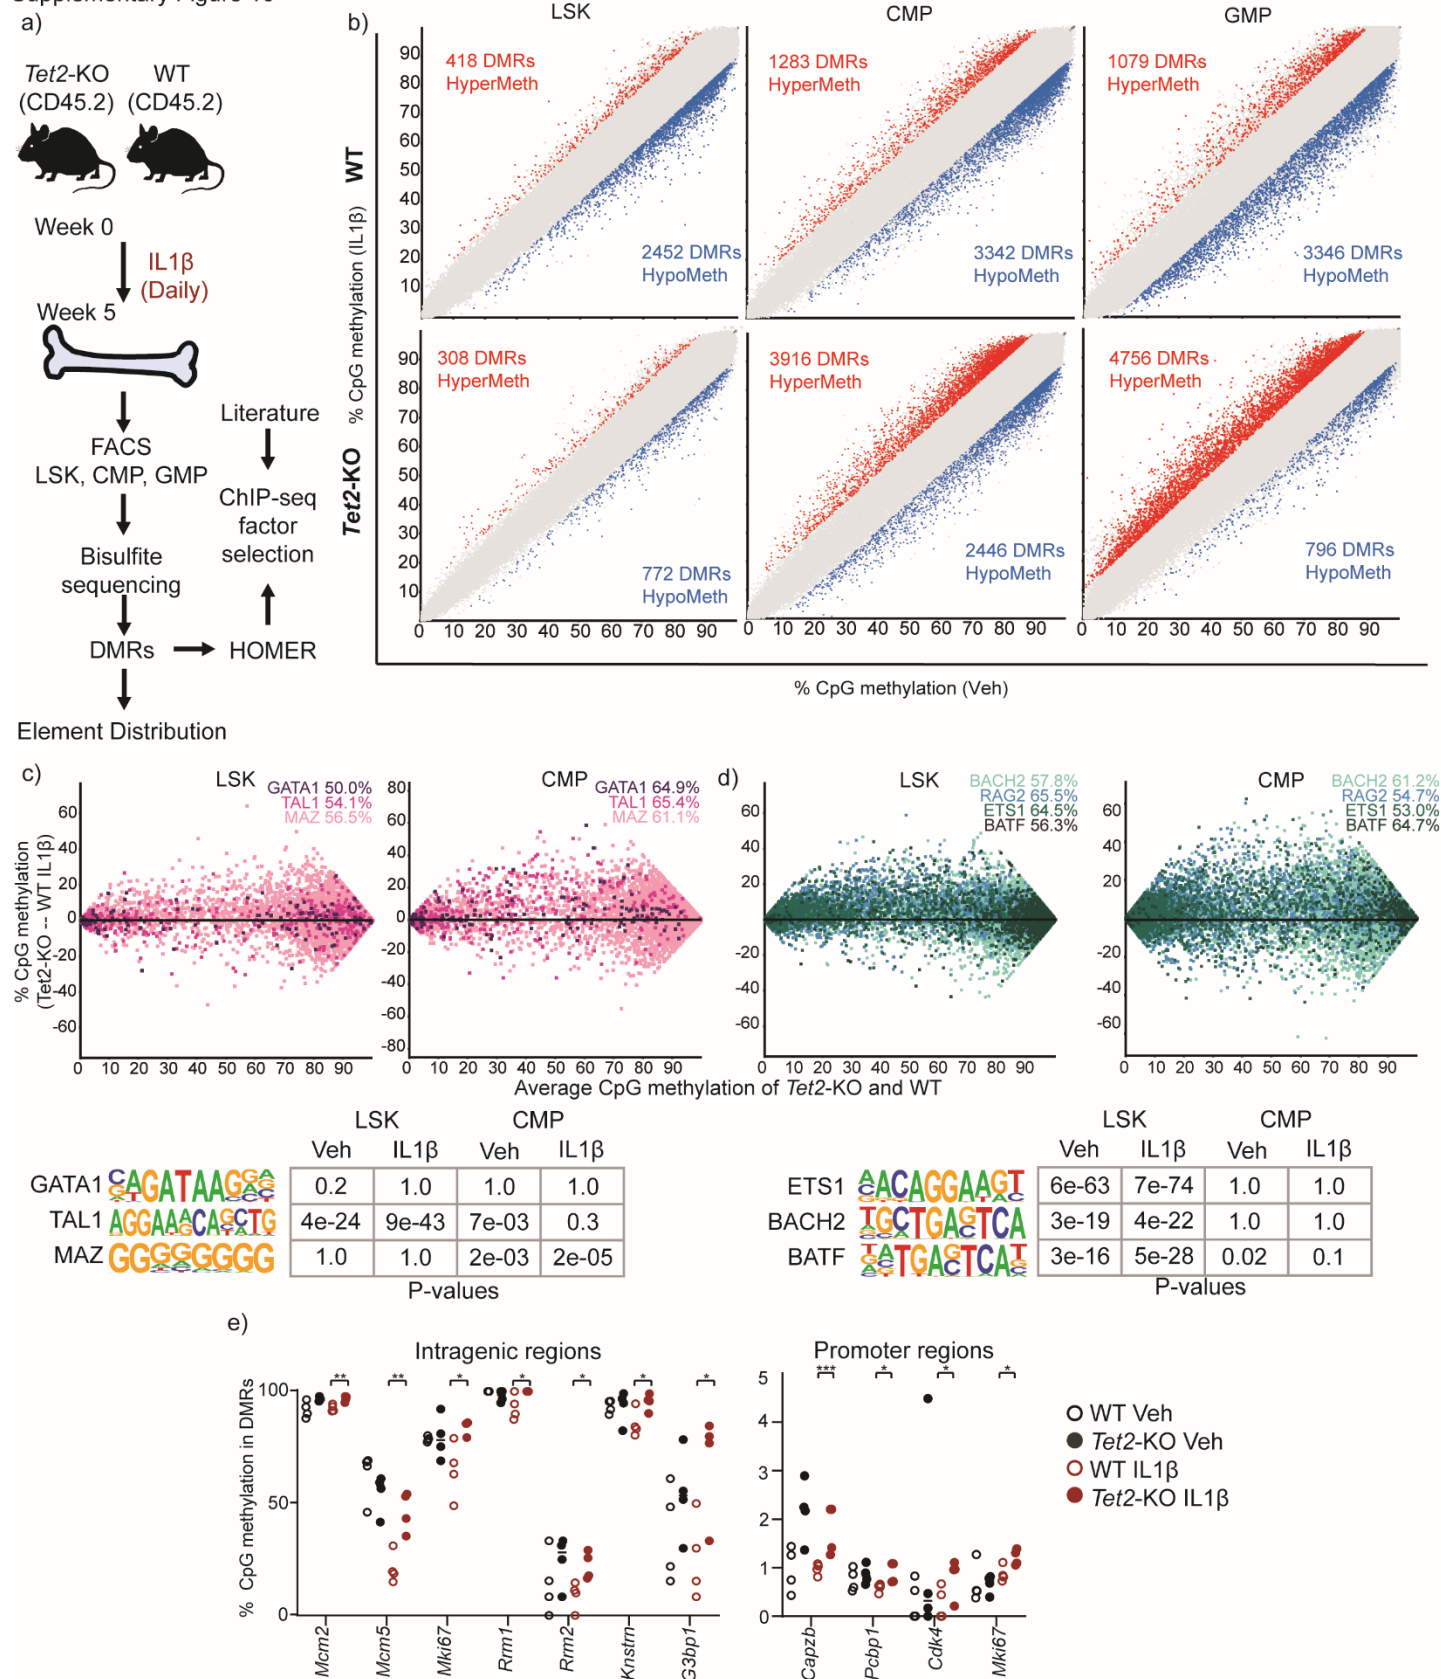

**Supplementary Figure 10: Resistance to IL1 $\beta$  driven demethylation in *Tet2*-KO progenitors promotes differential hypermethylation associated with cellular fate.**

WT and *Tet2*-KO mice were treated for 5 weeks with or without IL1 $\beta$ , purified BM-derived LSK, CMP, and GMP cells were analyzed by whole genome bisulfite sequencing (n = 4 mice/group). **(a)** Experimental design, **(b)** differentially methylated regions (DMRs) from 50 CpGs tiling of the whole genome (>10% methylation difference,  $q < 0.05$ , as determined by SeqMonk) between vehicle or IL1 $\beta$  treatment in WT or *Tet2*-KO cells. **(c)** Top, MA plots showing methylation difference for LSK and CMP cells derived from *Tet2*-KO and WT mice treated with IL1 $\beta$  using literature-derived ChIP-seq binding sites of erythroid/megakaryocytic lineage specifying transcription factors (TFs). The percentage of sites with higher methylation in *Tet2*-KO than WT are shown in the top right corner of each graph. Bottom, the significance of motif enrichment using HOMER analysis tool within DMRs for TFs. With  $q$  values calculated by Homer. **(d)** As in Supplementary Fig. 10c, but showing lymphoid lineage specifying TFs. **(e)** Selected examples of genes showing methylation differences within promotor (top) or intragenic (bottom) regions. Student's two-tailed t-test was used to determine significance except where otherwise specified in the figure legend: \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ .

Supplementary Figure 11

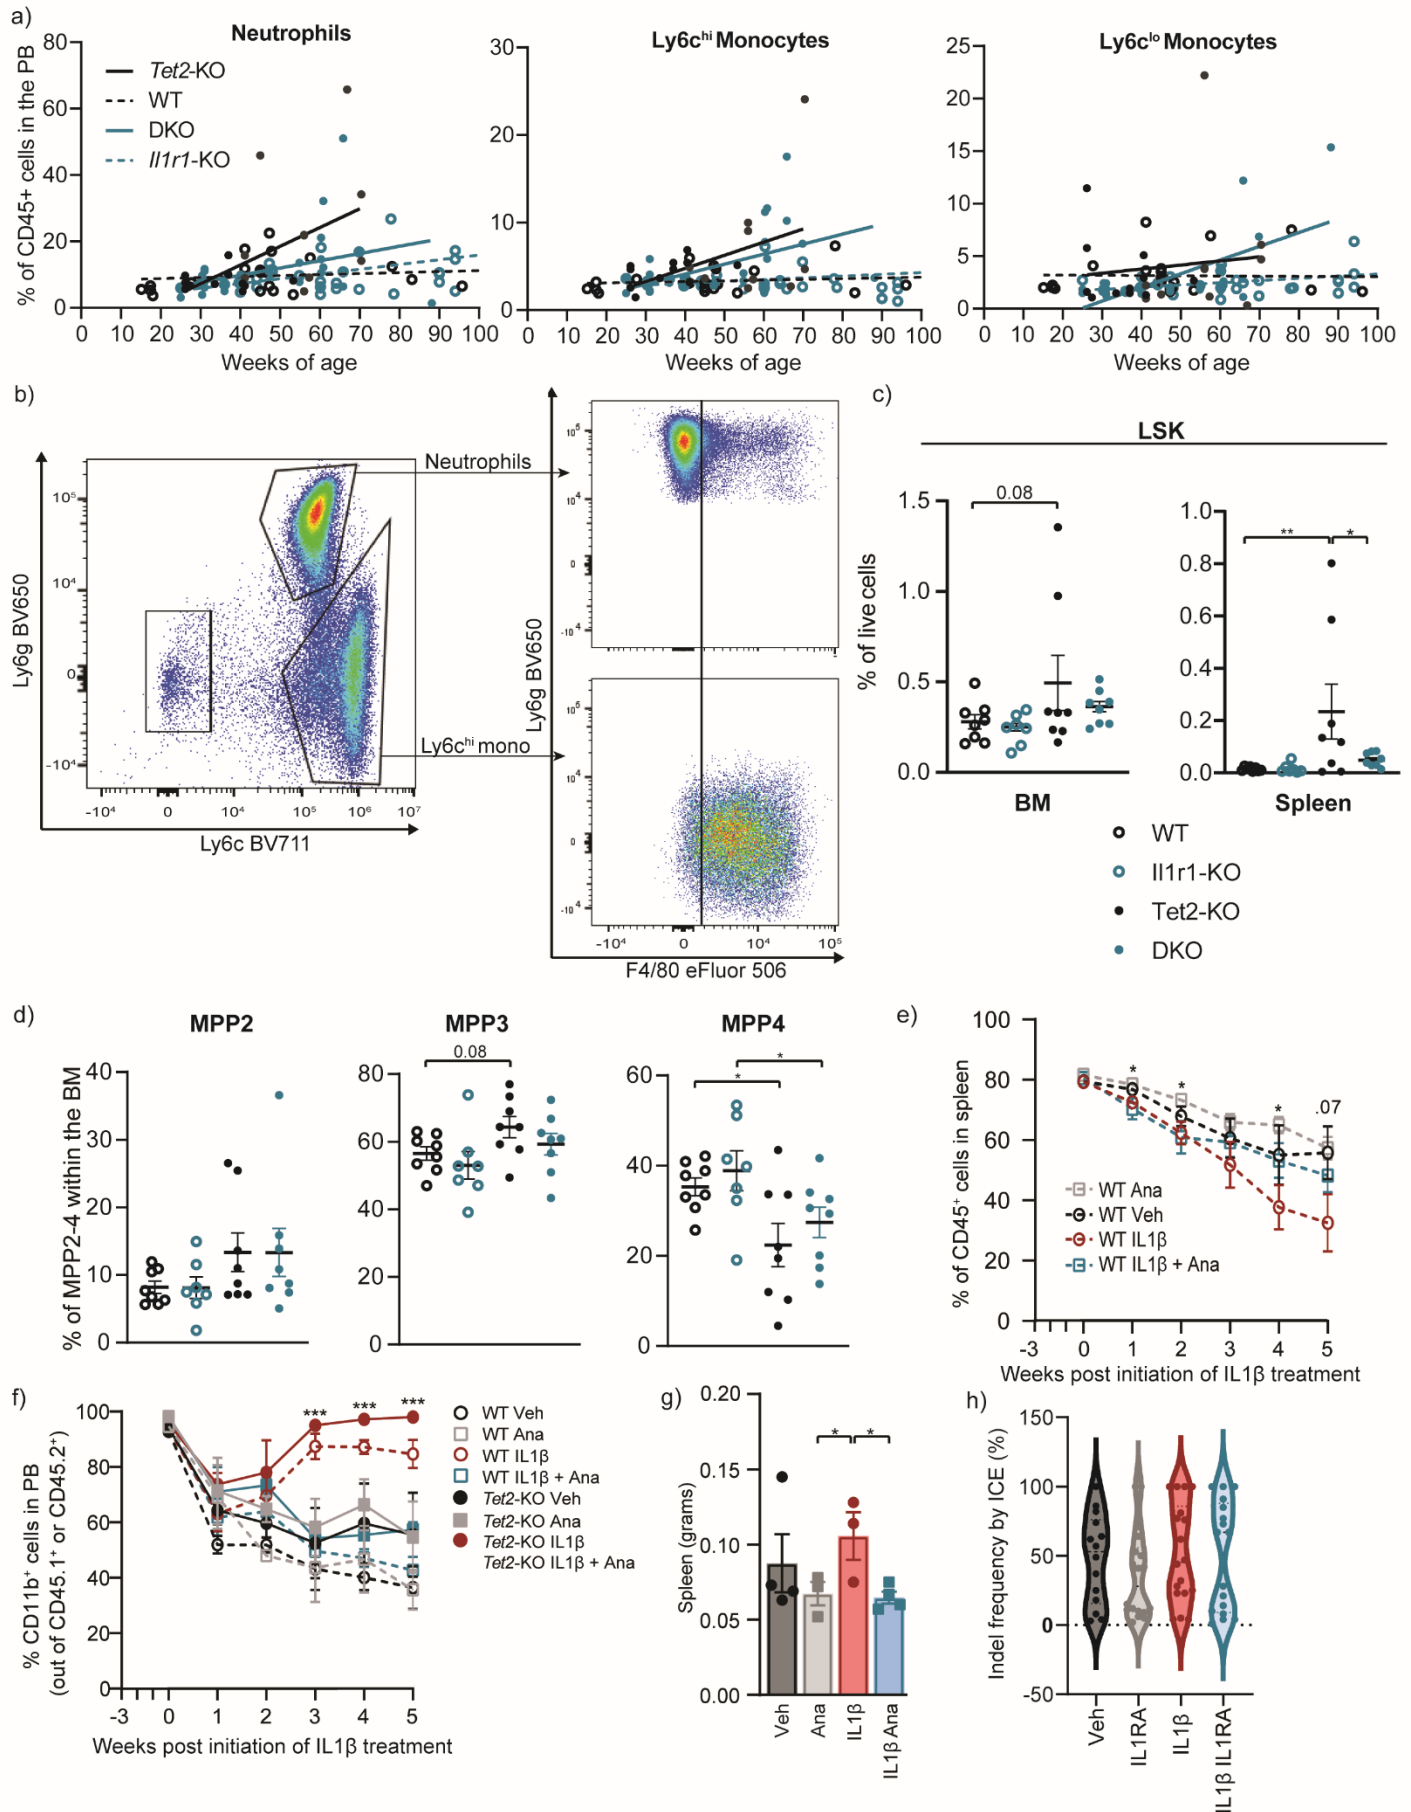

**Supplementary Figure 11: Disruption of IL1R1 signaling suppresses myeloid bias in *Tet2*-KO mice.**

**(a-d)** *Vav-cre Tet2<sup>fl/fl</sup>* (*Tet2*-KO), *Il1r1<sup>-/-</sup>* (*Il1r1*-KO), and *Vav-cre Tet2<sup>fl/fl</sup>Il1r1<sup>-/-</sup>* (double knockout; DKO) mice over 60 weeks of age. **(a)** Frequency of neutrophils, Ly6c<sup>hi</sup> monocytes, and Ly6c<sup>lo</sup> monocytes in the PB. **(b)** Representative gating within BM of the percentage of Ly6c<sup>hi</sup> monocytes/macrophages which are F4/80<sup>+</sup>. **(c)** The frequency out of live cells of LSK cells within the BM and spleen. **(d)** Frequency out of live cells of MPP2, MPP3, and MPP4 out of MPP2-4 within the BM. **(e-g)** Lineage-depleted BM cells derived from WT CD45.1 and *Tet2*-KO CD45.2 mice were transplanted into lethally irradiated WT CD45.1/2 mice. 3 weeks later, mice were treated with IL1 $\beta$  (500 ng/mouse/day) or vehicle as well as with or without an IL1R1 antagonist (anakinra, 100mg/kg) (n = 3-4 mice/group). **(e)** Percentage of WT CD45.1 donor cells out of all CD45<sup>+</sup> cells (chimerism) in PB. **(f)** Percentage of WT CD45.1 and *Tet2*-KO CD45.2 donor cells which are myeloid in the PB. **(g)** Spleen weight in grams. **(h)** Indel frequency of individually picked colonies for vehicle, IL1RA, IL1 $\beta$ , and IL1 $\beta$  with IL1RA is determined by Sanger sequencing for infer CRISPR edits (ICE) analysis. Error bars represent mean  $\pm$  SEM. For panels c and d, two-factor ANOVA was used to determine FWER-adjusted p values. For panels g and h, one factor was used to determine the FWER-adjusted p values. For panels e and f, a student's two-tailed t-Test was used to determine significance. For FWER adjusted and regular p values: \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001.

**Supplementary Data 1: Cell number by sample.** WT and *Tet2*-KO mice were treated for 5 weeks with and without IL1 $\beta$  (n = 4 mice/group). BM cells were harvested and lineage-negative cells were enriched by magnetic selection. Cells were analyzed by 10X single cell RNA (scRNA) sequencing as described in figure 3a. The data shows cell number metadata such as cell number per mouse per cell type.

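The table lists the cells of each mouse in each cluster, from which shares per mouse were computed as in the deposited counts. For *Tet2*-KO vehicle mouse 2 the deposited counts gave 1259 assigned cells. The share of IMP, computed from the deposited counts, was 15.9% ± 1.09 (SD, n = 4 mice) in WT mice with vehicle, 15.5% ± 0.595 in WT mice with IL1β, 20.3% ± 2.32 in *Tet2*-KO mice with vehicle and 14.4% ± 2.25 in *Tet2*-KO mice with IL1β. Basophils made up 6.77% ± 2.14, 11.6% ± 1.09, 5.47% ± 2.01 and 11.4% ± 5.91 of the cells of the same groups. The T cell class, which may hold natural killer cells as well, made up 1.27% ± 0.981, 1.75% ± 2.23, 1.75% ± 1.34 and 3.37% ± 2.65. Lineage depletion removes T cells.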

**Supplementary Data 2: Differentially expressed genes in *Tet2*-KO relative to WT HSCs.** WT and *Tet2*-KO mice were treated for 5 weeks with and without IL1 $\beta$  (n = 4 mice/group). BM cells were harvested and lineage-negative cells were enriched by magnetic selection. Cells were analyzed by 10X single cell RNA (scRNA) sequencing as described in figure 3a. 

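The text of the table that could be read here holds 1997 of its 17100 genes for vehicle and 1998 of 16729 for IL1β, so that it was used gene by gene and for no test of a set. It gives for each gene an average log2 fold change over cells, the shares of cells with the gene in both groups and an adjusted p. An average log2 fold change over the HSC cells was computed from the deposited counts in the same way. It had the sign of the paper's value for 25 of 26 named genes listed with IL1β and for 29 of 30 listed with vehicle. For *Jun* it was 0.61 with IL1β, where the paper's reported value is 0.684, and 0.91 with vehicle, where the paper's is 0.739. Among the HSC cells, 89.6% of *Tet2*-KO and 83.7% of WT cells had *Jun* UMIs with IL1β. The spread between mice does not enter such values, and the larger SD of the mice of a group was 0.48 for *Jun* with IL1β.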

The data shows differential gene expression with a q value of 0.05 cut off between *Tet2*-KO and WT HSCs as determined using DESeq2.

**Supplementary Data 3: Enrichr and STRING ontology analysis in *Tet2*-KO relative to WT HSCs.** WT and *Tet2*-KO mice were treated for 5 weeks with and without IL1 $\beta$  (n = 4 mice/group). BM cells were harvested and lineage cells were depleted by magnetic selection. Cells were analyzed by 10X single cell RNA (scRNA) sequencing as described in figure 3a. Enrichr (KEGG 2021 Human), STRING KEGG Pathways (mmu04010), or STRING biological process gene ontology (GO:0034097) identified pathways from genes upregulated in *Tet2*-KO relative to WT HSCs treated with or without IL1 $\beta$ , or in both conditions. q values were determined through Enrichr and STRING.

**Supplementary Data 4: Gene set enrichment analysis results for C2 molecular signature database in *Tet2*-KO relative to WT HSCs.** WT and *Tet2*-KO mice were treated for 5 weeks with and without IL1 $\beta$  (n = 4 mice/group). BM cells were harvested and lineage cells were depleted by magnetic selection. Cells were analyzed by 10X single cell RNA (scRNA) sequencing as described in figure 3a. Gene set enrichment analysis (C2) of differential expressed genes between HSCs in *Tet2*-KO and WT with and without IL1 $\beta$  administration. q values were determined by GSEA v4.2.1 using an empirical phenotype-based permutation test procedure.

**Supplementary Data 5: List of differentially methylated regions between *Tet2*-KO and WT LSK, CMP and GMP cells.** WT and *Tet2*-KO mice were treated for 5 weeks with and without IL1 $\beta$  (n = 4 mice/group). BM cells were harvested and LSK, CMP and GMP cells were flow sorted and bisulfite sequenced as described in Supplementary Figure 7a. Data shows differentially methylated regions in *Tet2*-KO relative to WT LSK, CMP, and GMP cells in *Tet2*-KO relative to WT with and without IL1 $\beta$  administration and in the vehicle, relative IL1 $\beta$  treated mice. >10% methylation difference, q < 0.05, statistical significance determined by SeqMonk.

**Supplementary Data 6: List of GEO accession numbers for ChIP-seq factors.** GEO accession numbers for ChIP-seq databases whose called peaks were acquired from cistrome.

**Supplementary Data 7: HOMER motif analysis of differentially methylated regions between *Tet2*-KO and WT LSK cells.** Differentially methylated regions for fluorescently activated cell sorted LSK, CMP, and GMP cells described in Supplementary Data 4 underwent HOMER motif analysis for *Tet2*-KO relative to WT mice treated with vehicle or IL1 $\beta$ . Statistical significance of motif enrichment was determined by hypergeometric distribution using the HOMER analysis tool.

# Supplementary material for: Clonal hematopoiesis related TET2 loss-of-function impedes IL1β-mediated epigenetic reprogramming in hematopoietic stem and progenitor cells
**Source:** Nat Commun. 2023 Dec 7;14:8102. doi: 10.1038/s41467-023-43697-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: **Cell number by sample.** WT and *Tet2*-KO mice were treated for 5 weeks with and without IL1 $\beta$  (n = 4 mice/group). BM cells were harvested and lineage-negative cells were enriched by magnetic selection. Cells were analyzed by 10X single cell RNA (scRNA) sequencing as described in figure 3a. The data shows cell number metadata such as cell number per mouse per cell type.

File Name: Supplementary Data 2

Description: **Differentially expressed genes in Tet2-KO relative to WT HSCs.** WT and *Tet2*-KO mice were treated for 5 weeks with and without IL1 $\beta$  (n = 4 mice/group). BM cells were harvested and lineage-negative cells were enriched by magnetic selection. Cells were analyzed by 10X single cell RNA (scRNA) sequencing as described in figure 3a. The data shows differential gene expression with a q value of 0.05 cut off between *Tet2*-KO and WT HSCs as determined using DESeq2.

File Name: Supplementary Data 3

Description: **Enrichr and STRING ontology analysis in Tet2-KO relative to WT HSCs.** WT and *Tet2*-KO mice were treated for 5 weeks with and without IL1 $\beta$  (n = 4 mice/group). BM cells were harvested and lineage cells were depleted by magnetic selection. Cells were analyzed by 10X single cell RNA (scRNA) sequencing as described in figure 3a. Enrichr (KEGG 2021 Human), STRING KEGG Pathways (mmu04010), or STRING biological process gene ontology (GO:0034097) identified pathways from genes upregulated in *Tet2*-KO relative to WT HSCs treated with or without IL1 $\beta$ , or in both conditions. q values were determined through Enrichr and STRING.

File Name: Supplementary Data 4

Description: **Gene set enrichment analysis results for C2 molecular signature database in Tet2-KO relative to WT HSCs.** WT and *Tet2*-KO mice were treated for 5 weeks with and without IL1 $\beta$  (n = 4 mice/group). BM cells were harvested and lineage cells were depleted by magnetic selection. Cells were analyzed by 10X single cell RNA (scRNA) sequencing as described in figure 3a. Gene set enrichment analysis (C2) of differential expressed genes between HSCs in *Tet2*-KO and WT with and without IL1 $\beta$  administration. q values were determined by GSEA v4.2.1 using an empirical phenotype-based permutation test procedure.

File Name: Supplementary Data 5

Description: **List of differentially methylated regions between Tet2-KO and WT LSK, CMP and GMP cells.** WT and *Tet2*-KO mice were treated for 5 weeks with and without IL1 $\beta$  (n = 4 mice/group). BM cells were harvested and LSK, CMP and GMP cells were flow sorted and bisulfite sequenced as described in Supplementary Figure 7a. Data shows differentially methylated regions in *Tet2*-KO relative to WT LSK, CMP, and GMP cells in *Tet2*-KO relative to WT with and without IL1 $\beta$  administration and in the vehicle, relative IL1 $\beta$  treated mice. >10% methylation difference, q < 0.05, statistical significance determined by SeqMonk.

File Name: Supplementary Data 6

Description: **List of GEO accession numbers for ChIP-seq factors.** GEO accession numbers for ChIP-seq databases whose called peaks were acquired from cistrome.

File Name: Supplementary Data 7

Description: **HOMER motif analysis of differentially methylated regions between Tet2-KO and WT LSK cells.** Differentially methylated regions for fluorescently activated cell sorted LSK, CMP, and GMP cells described in Supplementary Data 4 underwent HOMER motif analysis for *Tet2*-KO relative to WT mice treated with vehicle or IL1 $\beta$ . Statistical significance of motif enrichment was determined by hypergeometric distribution using the HOMER analysis tool.

# Supplementary material for: Clonal hematopoiesis related TET2 loss-of-function impedes IL1β-mediated epigenetic reprogramming in hematopoietic stem and progenitor cells
**Source:** Nat Commun. 2023 Dec 7;14:8102. doi: 10.1038/s41467-023-43697-y
**Supplement:** Supplementary file 11 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Datasets that support the findings of this study have been deposited online in the Gene Expression Omnibus (GEO) under accession number GSE210026. Source

Data for all mouse experiments has been provided. Bulk RNA sequencing data was acquired from BEAT AML2. Defined transcription factor binding were acquired from Cistrome and their GEO accession numbers are detailed in Supplementary Table 6.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

Use the terms *sex* (biological attribute) and *gender* (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

The majority of experiments were repeated at least three times or using orthogonal models to obtain data for indicated statistical analyses. Mice were allocated to experimental groups on the basis of their genotype and randomized within the given sex- and age-matched group. Given that our mice were inbred and matched for age and sex, we always assumed similar variance between the different experimental groups. We did not perform an a priori sample size estimation but did aim for as close to sample sizes of 6 as possible to detect with 90% confidence up to a 50% change in the magnitude of difference in phenotypes. Availability of mice genotypes at the initiation of each experiments at time limited mouse numbers.

### Data exclusions

No data were excluded from the analyses, at the time of donor and recipients selection, unless data acquisition failed for some/all tissues for a given mouse.

### Replication

The majority of experiments were repeated at least three times to ensure reproducibility. Statistical analysis were done to illustrate significance. All attempts to replicate experiments were successful.

### Randomization

Mice were allocated to experimental groups on the basis of their genotype and randomized within the given sex- and age-matched group. Upon engraftment confirmation in mice, mice were randomized to treatments.

### Blinding

No blinding was utilized for these experiments due to the high frequency of objective measurements (e.g. the % of T Cells, conc. of monocytes).

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

## Methods

## Antibodies

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Palaeontology and Archaeology

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

## Experiments of concern

Does the work involve any of these experiments of concern:

## Plants

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

### Methodology

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Bone marrow (BM), spleen, peripheral blood cells were isolated from each animal by flushing the bones with DMEM containing 10% FBS. To obtain a single cell suspension, spleens and BM cells were mashed through a 70µm cell strainer. Red blood cells were lysed using aqueous solution of ammonium chloride (Stemcell Tech., Vancouver, Canada). All staining for flow cytometry analysis involved FC blocking with 2.5% by volume of heat shocked mouse serum for 10 minutes prior to staining and Fc blocking was maintained during staining.

Instrument

The data was collected using the Aria III cell sorter, BD LSRFortessa and the BD Symphony A5.

Software

The data was analyzed using FlowJo software.

Cell population abundance

Not applicable.

Gating strategy

All samples are FSC-A and SSC-A gated, double discrimination was used to gate on single cells, followed by live/dead gating to select for viable cells. Subsequent relevant gating was conducted as shown in figures and described in figure legend.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

Indicate task or resting state; event-related or block design.

Design specifications

Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.

Behavioral performance measures

State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).

### Acquisition

Imaging type(s)

Specify: functional, structural, diffusion, perfusion.

Field strength

Specify in Tesla

Sequence & imaging parameters

Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.

Area of acquisition

State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.

Diffusion MRI

☐ Used

☐ Not used

### Preprocessing

Preprocessing software

Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).

Normalization

If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.

Normalization template

Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.

Noise and artifact removal

*Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).*

Volume censoring

*Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.*

## Statistical modeling & inference

Model type and settings

*Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).*

Effect(s) tested

*Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.*

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference

*Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.*

(See [Eklund et al. 2016](#))

Correction

*Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).*

## Models & analysis

n/a | Involved in the study

☐

Functional and/or effective connectivity

☐

Graph analysis

☐

Multivariate modeling or predictive analysis

Functional and/or effective connectivity

*Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).*

Graph analysis

*Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).*

Multivariate modeling and predictive analysis

*Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.*

How the deposited data were processed for this re-analysis (not part of the article)

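The single-cell RNA sequencing of lineage-depleted bone marrow was re-analysed from the counts the authors deposited, as far as they bear on the paper's text. Cells came from 16 mice, 4 each of WT with vehicle, WT with IL1β, *Tet2*-KO with vehicle and *Tet2*-KO with IL1β, treated for 5 weeks with 500 ng of IL1β per mouse and day or with vehicle. Each of 8 libraries holds a pool of 2 mice of 1 group, told apart by hashtag antibodies. The authors made the counts with Cell Ranger (the file headers name version 3.1.0) on GRCm38. The deposited files give the number of UMIs per gene and barcode, with no normalization, for the barcodes that Cell Ranger called cells. These counts were read as whole numbers, and each hashtag was tied to its mouse by the list of hashtags that the authors also deposited. No processed values of the authors were used for any test.

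Barcodes with fewer than 750 detected genes or more than 10% of UMIs on mitochondrial genes were removed, which are the limits of the paper's methods. The hashtag counts were normalized with the centred log ratio and classified with HTODemux of Seurat 5.3.0, at its defaults, in each library. Cells positive for both hashtags were left out as doublets. Cells caught together from 1 mouse carry a single hashtag, and no other removal of doublets was made except in an alternative. Cells negative for both hashtags were left out of every value per mouse and kept only in an alternative that takes pools as replicates. Sex was not given for the samples, so *Xist* and Y-linked UMIs served as a check of the hashtag calls and as a covariate in an alternative.

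Counts were scaled per cell and log-transformed, and the WT cells with vehicle were clustered on 30 principal components of 2000 variable genes with 20 nearest neighbours and the Leiden algorithm at resolution 1 (Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2). The other cells were projected on the same components and given the cluster held by most of their 20 nearest reference cells. Genes that the paper's text names for HSCs, genes of the tested sets, genes of the cell cycle, ribosomal, mitochondrial, heat shock and sex-linked genes were kept out of the variable genes. Genes named later from the results were not. A cluster took the name of the class with the most markers among its 10 leading genes, with ties settled by its 50 leading genes. At least 1 marker among the 10 and 3 among the 50 were asked for, with marker lists fixed beforehand.

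For each class, UMIs were summed per mouse, and mice with at least 10 cells of the class were used, which held for all 16 mice in HSCs. Genes were kept by filterByExpr, scaled with TMM factors and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with all 4 groups in 1 fit. Calls were made at a Benjamini-Hochberg adjusted p under 0.05. The comparisons were *Tet2*-KO against WT with IL1β and with vehicle, IL1β against vehicle in each genotype, and the interaction of genotype and IL1β, in HSCs and, for the genotypes and the interaction, in the Prog, IMP and granulocyte/monocyte progenitor classes. Shares of cell classes were compared with the same test on the number of cells per class and mouse, with the total of assigned cells as library size, and with two-sided exact permutation tests of the 4 against 4 mice. Scores of gene lists per mouse are means of log2(CPM + 1), with CPM scaled to the total of the mouse's counts in the class without TMM factors. Gene sets were tested with camera at its preset correlation of 0.01 and with fry beside it (both in limma 3.58.1). The Reactome sets are those shipped with fgsea 1.28.0, and the lists of S phase and G2M genes are those of Seurat under their mouse symbols.

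The genes given by name are every gene that the paper's text names for HSCs and, for each of the comparisons of *Tet2*-KO with WT in HSCs, up to 5 genes in each direction with the largest fold change among called genes whose mice do not overlap between the genotypes. This rule was written with the paper's Supplementary Data 2 in view. *Cd74*, *Tuba1b*, *B2m* and other genes outside the rule were named after their values were seen. The text names 32 genes, of which 31 passed the filter on low counts, and *Morrbid* was not analysed here. The 3′ counts of *Tet2* do not show whether the knockout is present, so they were not used as a check of the genotype.

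Summed over a mouse's assigned cells, the depth was 4388604 to 44152768 UMIs, and summed over its HSCs 75379 to 2202862 UMIs. The edgeR test of HSCs was tested on simulated data, in which counts were drawn from each gene's mean over all mice with the spread estimated by edgeR, and 200 genes were changed in the mice of 1 group by a log2 fold change of 1 or 2. Of genes changed by 1 it recovered 70.5% in the comparison with IL1β and 63.5% with vehicle, and of genes changed by 2 it recovered 99.5% and 92.5%. Genes that had not been changed made up 4.46% to 8.87% of the calls in the simulations of the 4 comparisons between groups.

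The alternatives set before the data were examined were these. DESeq2 1.42.0 with its size factors took the place of edgeR, no filter on low counts was applied, at least 50 HSCs or no minimum was asked of a mouse, only the groups compared were fitted, the replicate number or the pool was fitted as a block, the pool with its hashtag-negative cells was taken as the replicate, and the sex genes entered as a covariate. All cells were clustered jointly, or the Leiden resolution was 0.5 or 2. Hashtags were called by a ratio rule, under which a cell goes to the hashtag with at least 10 counts and 3 times those of the other. It left *Tet2*-KO vehicle mouse 1 with 62 cells and too few HSCs for the tests. Results of this rule for HSCs with vehicle therefore lack that mouse. Cells with over 6000 detected genes were removed, each mouse was left out in turn, and single cells were taken as replicates in a Wilcoxon rank-sum test with Bonferroni adjustment. For shares of classes, TMM factors, at least 1000 cells per mouse, pools of assigned cells, and looser limits of 500 genes and 20% mitochondrial UMIs were also tried. Added after the data were seen were the alternatives for IL1β against vehicle in HSCs, some of those for the interaction, the omission of single mice for the other classes, and a test over cells limited to genes in at least 10% of cells with a natural-log fold change of at least 0.25.

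Left out were the bisulfite sequencing, the flow cytometry, the colony and transplantation assays, pseudotime, and the tests with Enrichr, STRING and published signatures, for which the data or gene lists were not at hand or which fell outside the deposited counts used here. Plots were made with matplotlib 3.10.9.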

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

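The tests of the hashtag calls, of the sex genes among hashtag-negative cells, of *Commd10* in other classes and of the dendritic cell markers with low counts were chosen only after the results were seen, while the test of the genes around *Commd10* was set out before its result.

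Of 80 groups of 4 mice (shares of classes and cells per mouse), 8 held a mouse far from the other 3 by Dixon's test, where chance alone gives about 1 in 20 groups. DC made up 4.39% of the cells of WT IL1β mouse 3, against 2.13% to 2.39% in the others of its group. Eosinophils made up 0.168% of the cells of WT vehicle mouse 1, against 0.573% to 0.627%. HSCs were 4.69% of the cells of *Tet2*-KO vehicle mouse 2, against 9.14% to 10.0%, and IMP were 16.8% of those of *Tet2*-KO vehicle mouse 1, against 21.0% to 21.8%. Monocytes were 3.91% in *Tet2*-KO IL1β mouse 3, against 4.91% to 5.05%. The Prog share was 3.03% in WT IL1β mouse 1, against 1.76% to 1.94%, and the T cell share 5.07% in WT IL1β mouse 4, against 0.358% to 1.10%. The design names no trait in which these mice differ from the others of their group, so no biological explanation was tested.

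Wrong or missing hashtag calls were tested as a technical explanation by giving cells to mice with the ratio rule. Under it the Prog share of WT IL1β mouse 1 was 1.46%, within the 1.32% to 2.18% of the others, and the T cell share of WT IL1β mouse 4 was 1.25%, within 0.383% to 1.53%, so hashtag calls may account for both. For the other shares the explanation cannot be told apart from a difference between mice. The ratio rule gave 76 cells to WT vehicle mouse 1, 62 to *Tet2*-KO vehicle mouse 1 and 350 to *Tet2*-KO IL1β mouse 2, too few for a share, and with it eosinophils were 0% in WT vehicle mouse 1, HSCs 5.06% in *Tet2*-KO vehicle mouse 2, IMP 6.45% in *Tet2*-KO vehicle mouse 1 and monocytes 3.73% in *Tet2*-KO IL1β mouse 3. The DC share of WT IL1β mouse 3 was 4.76% under the ratio rule, and another mouse of the group rose to 4.69%, which leaves this share open as well.

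*Tet2*-KO IL1β mouse 1 had 1426 assigned cells, against 4348 to 4539 in the others of its group. Under the ratio rule it had 4361 cells and mouse 2 of the same pool fell to 350, so the split of this pool depends on the rule, and a lower yield of the mouse cannot be told apart from weak hashtag counts. No biological explanation was tested.

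A signal in data that the paper did not analyse came from 33083 cells past the filters without a hashtag call. Erythroblasts made up 39.3% of them and 6.79% of assigned cells, CFU-E 14.5% and 7.11%, granulocyte/monocyte progenitors 6.68% and 17.5%, HSCs 4.93% and 7.5%, and T cells 0.0121% and 1.61%. The cells without a call are therefore not a random part of each library, and shares per mouse describe the assigned cells. In the pools that hold a female and a male mouse, the sex genes showed whose cells were lost. In the pool of WT vehicle mice 1 and 2, where mouse 2 had 698 cells, 66.4% of hashtag-negative cells with 1 kind of sex gene carried the Y genes of mouse 2. In the pool of WT IL1β mice 3 and 4, where mouse 4 had 1421 cells, 94.5% carried the *Xist* of mouse 4. A candidate explanation for the few cells of these mice is thus weak hashtag staining. Some cells assigned to mice 2 and 3 of these pools carried *Xist*, as 15.0% and 18.5% of their cells with 1 kind of sex gene did, so the calls are mixed to some extent. The other pools hold mice of 1 sex and could not be tested this way.

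In IMP, *Cd74* had an effect of genotype that differed between IL1β and vehicle (interaction -3.64 on the log2 scale, adjusted p = 0.0210 by edgeR, the only gene called). It was lower in *Tet2*-KO mice with IL1β (log2 fold change -1.85, each *Tet2*-KO mouse below each WT mouse) and higher with vehicle (1.79, with 1 *Tet2*-KO mouse within the WT range), at 2.01 ± 0.605 CPM (SD, n = 4 mice) against 7.59 ± 2.45 with IL1β and 10.6 ± 4.78 against 2.39 ± 1.71 with vehicle. These values rest on 0 to 99 UMIs per mouse. *Cd74* is abundant in dendritic cells, and RNA or cells of that type within the IMP class were tested with the other markers of the DC list. The 4 markers tested beside *Cd74* (*H2-Ab1*, *Clec10a*, *Ifi30* and *Cst3*) had a median interaction of -0.11, with 2 below 0, which decides nothing because IMP express them too. The 4 markers with counts too low for edgeR (*H2-Aa*, *H2-Eb1*, *Cd209a* and *Batf3*) had a summed interaction of -2.12 (exact permutation p = 0.00245), in the direction of *Cd74*, on 0 to 51 UMIs per mouse. A small admixture of dendritic cells or their RNA is therefore a candidate explanation, and a change of *Cd74* in IMP with genotype and IL1β remains open beside it.

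*Commd10*, a gene the paper's text does not discuss, was higher in *Tet2*-KO HSCs with IL1β (log2 fold change 1.61) and with vehicle. With single mice left out the value with IL1β stayed between 1.47 and 1.79 and its call held each time, although it was not called with pools as replicates or after joint clustering (1.32 to 1.69 over all alternatives), while the call with vehicle was lost without *Tet2*-KO vehicle mouse 1, 3 or 4 and without WT vehicle mouse 3 or 4 (log2 fold change 1.37 to 1.82). Outside HSCs, every *Tet2*-KO mouse was above every WT mouse in 6 of 6 comparisons (Prog, IMP and granulocyte/monocyte progenitors with IL1β and with vehicle, log2 fold change 1.22 to 1.87, 4 with an adjusted p under 0.05). These are the same mice as in HSCs, where the gene was picked, so the 6 comparisons show that the difference is not one of HSCs alone and are no further evidence against chance between mice. A difference carried by these mice in all the classes may thus be present, as loss of *Tet2* or a variant that the strain carries would give. The *Vav-Cre* transgene, which by the paper's methods only the *Tet2*-KO mice carry, could give one as well. A change of the chromosome region was tested with the 8 tested genes within 2 Mb on chromosome 18. Their median absolute log2 fold change of 0.16 lay at percentile 51.2 of 10000 random lists of genes. A variant or an insertion within the gene could leave its neighbours unchanged, so the test cannot exclude them. A local change, an effect of the transgene and an effect of *Tet2* therefore cannot be told apart.

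*Gimap6* was higher in *Tet2*-KO HSCs with IL1β (log2 fold change 1.12, each *Tet2*-KO mouse above each WT mouse), and 1.06 to 1.23 with single mice left out, with its call kept each time, although it was not called after joint clustering (0.93 to 1.15 over all alternatives). With vehicle its log2 fold change was 0.17, and the difference between these effects was 0.95 (adjusted p = 1.00 by edgeR's test of the interaction). The other tested genes of the family went the same way with IL1β, *Gimap8* by 0.95, *Gimap5* by 0.73, *Gimap9* by 0.54 and *Gimap1* by 0.48, each with every *Tet2*-KO mouse above every WT mouse and an adjusted p above 0.05. In Prog the log2 fold change of *Gimap6* with IL1β was 0.93 (adjusted p = 0.694) and in IMP -0.12. Reads shared within the family and an effect of *Tet2* with IL1β were not tested against each other.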

How the results depend on the processing

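The alternatives for IL1β against vehicle in HSCs, those for the interaction other than DESeq2, no filter on low counts, pools and blocks, the omission of single mice for the counts in Prog, IMP and granulocyte/monocyte progenitors, and the test over cells limited by share and fold were chosen only after the data were seen. For 19 counts of genes, sets or classes, the other settings gave 146 values within 1.5 times the reported count and 50 outside it. For 70 results of single genes they gave 839 values with the same direction and side of the threshold, 25 with the opposite direction, 33 that came to pass the threshold and 11 that no longer did. For 28 results of gene sets these numbers were 333, 10, 14 and 7, and for 18 results of shares 183, 4, 6 and 18. Leaving out each mouse gave 258 and 46 values for counts, 1068, 28, 6 and 18 for genes, 408, 7, 14 and 19 for sets, and 259, 4, 3 and 22 for shares. Where no reason is given below, the cause was not tested.

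The number of genes called in HSCs between *Tet2*-KO and WT mice with IL1β was 2. It was 4 with DESeq2, 106 without the filter on low counts, 4 with pools and their hashtag-negative cells as replicates, 4 with the sex covariate, 1 (*Dntt*) after joint clustering and 9 with the ratio rule for hashtags. With single cells as replicates it was 170, and 57 in the limited test over cells. With vehicle the number was 4. It was 1 with DESeq2, 61 without the filter, 8 when only the groups compared were fitted, 2 after joint clustering, 70 with cells as replicates and 22 in the limited test. Without the filter, edgeR estimated no spread between genes in their dispersion, so that even *Xist* was called (adjusted p = 5.1e-12 with IL1β), and these counts are not evidence of more changed genes. The *Xist* call with the sex covariate follows from its construction, since the covariate holds *Xist*. Between IL1β and vehicle the number was 964 in WT mice, and 586 with DESeq2, 606 with pools and 163 after joint clustering. In *Tet2*-KO mice it was 1728, and 1024 with DESeq2 and 237 after joint clustering. The interaction had 0 called genes by edgeR (377 at an unadjusted p under 0.05) and by DESeq2, and 18 without the filter.

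In a fit with the replicate number as a block, which the replicate numbers do not justify as pairs (the deviations of same-numbered mice from their group means correlated by -0.30 to 0.26 in HSCs), HSCs gave 4 genes with IL1β and 7 with vehicle, Prog gave 2 with IL1β (also 2 with the pool replicate block), IMP gave 2 with vehicle, and for classes 1 changed with IL1β in WT mice and 0 in *Tet2*-KO mice. In the same replicate block *Klf2* had a log2 fold change of 0.24 and *Casp1* of -0.055 with IL1β, and *Dusp5* of -0.24 with vehicle. With the pool replicate block they were 0.014, -0.012 and -0.19, and the monocyte share in *Tet2*-KO mice lost its call between IL1β and vehicle (adjusted p = 0.0551).

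In Prog the comparison with IL1β called 1 gene, and 0 with DESeq2 and 14 without the filter on low counts. With vehicle it called 0 (275 at an unadjusted p under 0.05, 0 by DESeq2), and 19 without the filter. In IMP the counts were 16 with IL1β and 4 with vehicle, against 49 and 11 with DESeq2, 57 and 38 without the filter, and 1 and 1 with pools. In granulocyte/monocyte progenitors they were 26 and 10, against 91 and 35 without the filter and 1 and 1 with pools, which are 8 in number and leave fewer degrees of freedom.

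Of 14 gene sets camera called 9 with vehicle, and 4 with the ratio rule. The sets near 0 changed direction. With IL1β the median log2 fold change of the MAP kinase targets was 0.066 without the filter, -0.060 with pools, 0.028 after joint clustering and -0.013 with the ratio rule, and that of AP-1 activation was 0.073 after joint clustering and 0.017 with the ratio rule, while camera's direction turned. With vehicle the medians were -0.00407 for the MAP kinase targets without the filter, 0.0028 and 0.022 for TNF signaling with pools and with the ratio rule, and 0.0027 for DNA replication with the ratio rule.

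For shares, edgeR called 2 classes between IL1β and vehicle in WT mice and 3 in *Tet2*-KO mice. In WT mice it called 0 with pools, whether hashtag-negative cells were included or only assigned cells were used, 4 after joint clustering, 1 at Leiden resolution 0.5, 1 at resolution 2 and 0 with the ratio rule. In *Tet2*-KO mice it called 6 after joint clustering, 6 at resolution 2 and 1 with the ratio rule. Resolution 2 named the same classes as the main clustering, and joint clustering named a macrophage cluster but no IMP cluster. At resolution 0.5 no cluster was named HSC, CLP or MEP, so there were fewer classes. The interaction for the granulocyte/monocyte progenitor share, 0.13, was -0.066 with pools and hashtag-negative cells, -0.20 with pools of assigned cells, -0.034 with the ratio rule and -0.17 among mice with at least 1000 cells. Under the ratio rule WT vehicle mouse 1, *Tet2*-KO vehicle mouse 1 and *Tet2*-KO IL1β mouse 2 had 76, 62 and 350 cells, too few for a share. HTODemux gave WT vehicle mouse 1 4159 cells, and 96.6% of them had *Xist* UMIs, against 10.6% of those given to mouse 2. The sex genes thus argue against the ratio rule in this pool.

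Among named genes in HSCs with IL1β, *Klf2* turned to 0.057 with DESeq2 and 0.51 with the ratio rule, and *Casp1* to -0.027 with DESeq2, -0.23 after joint clustering, -0.044 at resolution 2 and -0.047 with the ratio rule. After joint clustering *Dusp5* was at -0.29, *Ptpn11* at 0.11 and *Ccnd1* at 0.58, and with the ratio rule *Dusp6* was at -0.32. With vehicle *Dusp5* was at -0.39 with DESeq2 and -0.23 with the sex covariate, *Hlf* at 0.020 and *Bcl2l11* at 0.033 after joint clustering, and *Casp1* at -0.054 at resolution 2. With the ratio rule *Dusp6* was at -0.15, *Rrm2* at 0.066, *Bcl2* at 0.016 and *Tet2* at -0.060 with vehicle.

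With each mouse left out in turn, the count of genes in HSCs with IL1β ran from 2 to 15, with 15 without *Tet2*-KO IL1β mouse 1, 8 without mouse 2 and 4 without WT IL1β mouse 3. With vehicle it ran from 0 to 6, with 0 without *Tet2*-KO vehicle mouse 1 or 3 or WT vehicle mouse 4 (411, 392 and 325 genes at an unadjusted p under 0.05 by edgeR), and 1 without *Tet2*-KO vehicle mouse 4 or WT vehicle mouse 3. Between IL1β and vehicle it ran from 450 to 1011 in WT mice, with 450 without WT vehicle mouse 3, 481 without WT IL1β mouse 3 and 563 without WT vehicle mouse 4, and from 995 to 1793 in *Tet2*-KO mice, with 995 without *Tet2*-KO vehicle mouse 4 and 1136 without mouse 3. For the interaction it was 0 to 1, with 1 without *Tet2*-KO IL1β mouse 2. In Prog it was 0 to 1 with IL1β, with 0 without *Tet2*-KO IL1β mouse 2 or 4 or WT IL1β mouse 3, and 0 to 1 with vehicle, with 1 without *Tet2*-KO vehicle mouse 1. In IMP it was 8 to 27 with IL1β, lowest without WT IL1β mouse 1 and highest without *Tet2*-KO IL1β mouse 2, and 2 to 8 with vehicle, with 8 without *Tet2*-KO vehicle mouse 4 and 2 without *Tet2*-KO IL1β mouse 2 or 4, *Tet2*-KO vehicle mouse 3, WT IL1β mouse 3 or WT vehicle mouse 2, 3 or 4. In granulocyte/monocyte progenitors it was 10 to 35 with IL1β, with 10 without *Tet2*-KO IL1β mouse 4 and 13 without WT IL1β mouse 2 or 3, and 7 to 17 with vehicle, highest without *Tet2*-KO vehicle mouse 4. Camera called 7 to 10 sets with IL1β and 3 to 12 with vehicle, with 3 without *Tet2*-KO vehicle mouse 3 and 4 without mouse 1. Classes changed by IL1β were 1 to 2 in WT mice, with 1 when any of 10 mice was left out, where DC lost their call, and 0 to 5 in *Tet2*-KO mice, with 0 without *Tet2*-KO IL1β mouse 3 and 5 without mouse 1. The monocyte share in *Tet2*-KO mice also lost its call when any of 10 mice was left out. The log2 ratio of the granulocyte/monocyte progenitor share with vehicle ran from -0.17 to 0.54 and was below 0 without *Tet2*-KO vehicle mouse 2, and its interaction ran from -0.17 to 0.54, below 0 without *Tet2*-KO IL1β mouse 1, *Tet2*-KO vehicle mouse 4 or WT vehicle mouse 2.

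Leaving out single mice also changed the direction of genes in HSCs. With IL1β the ranges were -0.42 to 1.65 for *Fos*, -0.070 to 1.16 for *Fosb*, -0.998 to 1.38 for *Klf4*, -0.32 to 1.53 for *Klf6*, -0.18 to 0.87 for *Dusp1* and -0.62 to 0.85 for *Dusp6*, each below 0 without *Tet2*-KO IL1β mouse 2. They were -1.37 to 2.06 for *Klf2*, above 0 without WT IL1β mouse 1 or *Tet2*-KO IL1β mouse 3 or 4, -0.10 to 0.58 for *Nfkbia*, below 0 without WT IL1β mouse 1, and -0.19 to 0.093 for *Casp1*, lowest without WT IL1β mouse 1. With vehicle they were -0.054 to 0.81 for *Dusp2*, -1.31 to 1.00 for *Dusp5* and -0.30 to 0.66 for *Kdm6b*, each lowest without *Tet2*-KO vehicle mouse 1. They were -0.14 to 0.12 for *Tet2* (lowest without WT vehicle mouse 3), -0.30 to 0.060 for *Bcl2l11* (highest without *Tet2*-KO vehicle mouse 3), -0.14 to 0.26 for *Casp1* (lowest without *Tet2*-KO vehicle mouse 3), -0.0022 to 0.15 for *Meis1* (below 0 without WT vehicle mouse 1) and -0.20 to 0.058 for *Txnip* (above 0 without WT vehicle mouse 4). The median of the stress signature ran from 0.10 to 0.87 with IL1β, lowest without *Tet2*-KO IL1β mouse 2, where camera no longer called it (adjusted p = 0.0745), and highest without WT IL1β mouse 1. With vehicle it ran from 0.52, without *Tet2*-KO vehicle mouse 1, to 1.365, without WT vehicle mouse 1. The median of the MAP kinase targets ran from -0.029 to 0.072 with IL1β and from -0.080 to 0.062 with vehicle, and that of AP-1 activation from -0.039 to 0.075 with IL1β.

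At Leiden resolution 0.5 no cluster met the rule for HSCs, so results for HSCs have no value there. The numbers of HSCs per mouse were 31 to 566. In the simulated data 63.5% to 70.5% of genes changed by 1 on the log2 scale were recovered between the genotypes, where 200 genes were changed, so a single gene with such a change can be missed, while changes of that size in many genes would be called if these vary between mice as the simulated genes do. Changes below that size were not simulated.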

Differences from the paper's values

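The limited test over cells is the only alternative here that was chosen only after the values were seen. The reported values here take mice as replicates, and some alternatives take single cells or pools, while the paper's methods name FindMarkers, which takes single cells as replicates, and DESeq2 with replicate samples, and its table gives fold changes and shares over cells. A count of genes or cells differs from the paper's where one is more than 1.5 times the other. A share differs where this holds and the values are also further apart than the SD of the 4 mice here. A log2 fold change differs where the signs differ or the values are further apart than the larger SD of the mice of the groups. An alternative meets the paper's value where it does not differ from it by the same rule. For genes higher in *Tet2*-KO than in WT HSCs with IL1β, the paper's text gives 339 and its Supplementary Data 2 lists 470 at an adjusted p under 0.05 in the 1998 of 16729 rows that could be read, where edgeR called 2. The paper's table lists 29 lower genes, where edgeR called 0 (812 genes at an unadjusted p under 0.05 in both directions, and 3 higher and 1 lower by DESeq2). With vehicle the paper's text and table give 41 higher genes and the paper's table 25 lower ones, where edgeR called 2 and 2. No alternative set before the data were examined came within 1.5 times of the paper's 339 or 470. The nearest were single cells as replicates, with 98 higher, and no filter on low counts, with 70. For the paper's 29 lower genes, no filter on low counts did, with 36, and for its 41 higher genes with vehicle, no filter, with 53, and cells as replicates, with 36. For the paper's 25 lower genes with vehicle, cells as replicates did, with 34. Every other alternative set before differed from the paper's values for these counts, among them DESeq2, pools, blocks, joint clustering, Leiden resolution 2, the ratio rule, the sex covariate and each mouse left out. The limited test over cells, chosen after seeing the values, gave 31 lower genes with IL1β, which meets the paper's 29, while its 26 higher genes with IL1β and its 21 higher and 1 lower with vehicle differ. Over other splits of the mice, cells as replicates gave a median of 89 genes with IL1β and 57 with vehicle in both directions, beside 170 and 70 for the genotypes, and the limited test a median of 35 and 22, beside 57 and 22.

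Of the named genes that the paper's table calls and edgeR did not, several were called under an alternative. Cells as replicates called *Btg2*, *Dusp2*, *Egr1*, *Hmga2*, *Ier2*, *Ier5*, *Jun*, *Kdm6b*, *Nfkbia* and *Txnip* with IL1β, and *Btg2*, *Dusp1*, *Egr1*, *Fos*, *Fosb*, *Hmga2*, *Ier2*, *Jun*, *Klf2* and *Klf6* with vehicle. It also called *Mki67* and *Rrm1* with IL1β, which have no row in the part of the paper's table that could be read. No filter on low counts called *Btg2*, *Dusp2*, *Egr1*, *Fosb*, *Hlf*, *Hmga2*, *Ier5*, *Jun* and *Klf6* with IL1β (and *Mki67*), and *Btg2*, *Dusp1*, *Egr1*, *Fos*, *Fosb*, *Hmga2*, *Ier2*, *Jun*, *Klf2*, *Klf4* and *Klf6* with vehicle. *Hmga2* was also called with IL1β with pools, with the replicate block, with the ratio rule and without *Tet2*-KO IL1β mouse 2, and with vehicle with pools, with either block, with only the groups compared, with the ratio rule, with the sex covariate and without *Tet2*-KO IL1β mouse 1 or 2 or WT IL1β mouse 1 or 2. *Jun* was also called with vehicle with either block, with only the groups compared and without WT IL1β mouse 1.

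For *Tet2*-KO vehicle mouse 2 the paper's Supplementary Data 1 gives 361 cells, and HTODemux assigned 1259. The removal of cells with over 6000 genes, looser filters and the ratio rule (7506 cells) did not meet it. The other 15 mice were within 1.5 times of the paper's numbers.

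Shares of classes are means over 4 mice per group. Of 60 compared shares 22 were more than 1.5 times apart, and 16 of them were also further apart than the SD. The other 6 were within the SD, among them pDC/B cells in *Tet2*-KO mice with IL1β (2.72% here, the paper's 0.902%) and neutrophils with vehicle in WT mice (6.78%, the paper's 3.20%) and in *Tet2*-KO mice (3.95%, the paper's 1.90%). The paper's Prog shares were 5.89% (WT vehicle), 7.05% (WT IL1β), 4.73% (*Tet2*-KO vehicle) and 6.03% (*Tet2*-KO IL1β), against 2.97%, 2.14%, 2.29% and 2.13% here. They were met at Leiden resolution 2 (7.34%) in WT mice with IL1β, after joint clustering (4.14%) in *Tet2*-KO mice with vehicle and at resolution 2 (6.52%) in *Tet2*-KO mice with IL1β, and for WT mice with vehicle by no alternative. At resolution 0.5 the value in WT mice with IL1β (8.01%) is within the limits too, but no cluster met the rule for HSCs there and the cluster named Prog is led by *Dntt* and *Hlf*, so it is not the same class. The Prog class also takes in a cluster led by *Tnip3*, *Nfkbiz* and *Cxcl2* after joint clustering, and one led by *Bcl2* and *Irf8* at resolution 2. The Prog cluster used here is led by *H1fx* and *Mdga1*, so the values met there are not of quite the same class either. The paper's neutrophil shares with IL1β were 3.66% in WT and 1.39% in *Tet2*-KO mice, against 7.82% and 7.16% here. The WT value was met with pools and their hashtag-negative cells (5.20%) and without WT IL1β mouse 2 (6.24%), and the *Tet2*-KO value by no alternative. The paper's MEP shares were 5.55% (WT vehicle), 4.88% (WT IL1β), 5.64% (*Tet2*-KO vehicle) and 5.32% (*Tet2*-KO IL1β), against 2.27%, 1.71%, 2.14% and 2.35%, and joint clustering met the last one (3.83%), while no alternative met the others.

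The paper's CLP shares were 1.74% (WT vehicle), 0.395% (WT IL1β), 1.71% (*Tet2*-KO vehicle) and 0.301% (*Tet2*-KO IL1β), against 4.26%, 0.993%, 3.24% and 0.915% here. Joint clustering met all 4 by this rule (2.99%, 0.330%, 2.21% and 0.162%), although 2.99% and 0.162% are more than 1.5 times from the paper's and only within the SD. The first was also met with the ratio rule (2.69%) and with pools and their hashtag-negative cells (3.16%), and the last with the ratio rule (0.593%). The third was met with looser filters (2.95%), with such pools (2.89%) and without *Tet2*-KO vehicle mouse 3 (2.83%) or 4 (3.02%). The means under the ratio rule include WT vehicle mouse 1 with 76 cells and *Tet2*-KO IL1β mouse 2 with 350, too few for a share. The paper's T cell share in *Tet2*-KO mice with vehicle was 3.92%, against 1.75%, and looser filters met it (4.00%). Its share of pDC/B cells in WT mice with vehicle was 0.917% in the paper, against 2.60% here, and joint clustering (1.78%) and pools with hashtag-negative cells (1.68%) met it. For every share named here the remaining alternatives that gave a value, including each other mouse left out, did not meet the paper's value.

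Of 56 average log2 fold changes over HSC cells that could be compared, 3 differed by the rule above, 2 by their sign and *Ms4a2* by more than its SD of 0.042. *Fos* and *Fosb* with IL1β were further apart (0.27 and 0.45, where the paper's are 0.811 and 1.03) but within their SDs of 1.33 and 1.09. For *Klf2* with IL1β the paper's is 0.490 and the value here -0.065, and the ratio rule (0.59) and pools with hashtag-negative cells (0.19) met the paper's, while joint clustering, resolution 2 and the removal of cells with over 6000 genes did not. For *Dusp6* with vehicle the paper's is -0.020 and the value here 0.074, and joint clustering (-0.0056), the ratio rule (-0.09) and those pools (-0.01) met it, while resolution 2 and the removal of cells with over 6000 genes did not. For *Ms4a2* with vehicle the paper's is -0.036 and the value here -0.12, and joint clustering (-0.02) met it, while resolution 2, the ratio rule, those pools and the removal of cells with over 6000 genes did not. In the paper's table 469 of the 470 higher genes with IL1β have a first share of cells below the second, as do 38 of the 41 with vehicle, which a first share of WT cells would give. Of the lower genes, only 7 of 29 with IL1β and 15 of 25 with vehicle have a first share above the second, so which genotype the first share belongs to is left open.

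The paper states that *Txnip* and *Kdm6b* were higher in *Tet2*-KO HSCs both at steady state and with IL1β. With vehicle *Txnip* had a log2 fold change of -0.09 here and the paper's own table gives -0.125 over cells, and *Kdm6b* had one of 0.28 with an adjusted p of 1, while both were higher with IL1β (0.45 and 0.47, neither past the threshold). The paper states that IL1β exaggerated the difference of the AP-1 members between the genotypes. Their log2 fold change was smaller with IL1β than with vehicle for all 4, with interactions of -0.26 for *Jun*, -0.57 for *Jund*, -1.04 for *Fos* and -0.97 for *Fosb* (0 called by edgeR), while each was higher in *Tet2*-KO HSCs in both comparisons. The paper states that *Dusp1*, *Dusp2*, *Dusp5*, *Dusp6* and *Nfkbia* were higher mostly with IL1β. Of these 5 the interaction was above 0 for *Dusp2*, *Dusp5* and *Nfkbia* and below 0 for *Dusp1* (-1.11) and *Dusp6* (-0.07). The paper states that granulocyte/monocyte progenitors expanded in *Tet2*-KO mice with IL1β compared with WT mice, and the share was higher in the mean here as well, with a log2 ratio of 0.37 that did not pass the threshold.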

Other observations

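All tests over other splits of the mice and, apart from the fits with the pool number as a block, all tests of the pools were chosen only after the results were seen, while the tests of the stress signature across classes and of the G2M genes in the core of the HSC cluster were set out before their results.

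The mice of each comparison were divided in every other way into groups of 4 and 4 (35 splits with the real one), or, for the interaction, regrouped in 100 drawn ways, and each fit was repeated. These counts take the mice as exchangeable and are not adjusted over the comparisons. Mice of 1 pool were more alike (exact p = 0.0123 in HSCs), and only 3 splits of a comparison keep the pools whole, too few to exclude chance between pools, so what follows holds for chance between single mice only. In HSCs chance can be excluded for the number of genes called between IL1β and vehicle in WT mice and in *Tet2*-KO mice (1 of 35 splits gave as many genes in each, the real one). For the genes called between the genotypes it cannot be excluded, with 7 of 35 splits giving as many with IL1β and 2 of 35 with vehicle. For the interaction 0 genes were called, so every regrouping gives as many (100 of 100) and this count decides nothing. By the number of genes with an unadjusted p under 0.05, chance can be excluded for IL1β against vehicle in WT and in *Tet2*-KO mice (1 of 35 in each) and, between single mice, for the genotypes with IL1β (1 of 35), but not with vehicle (11 of 35) or for the interaction (50 of 100). For gene sets called by camera 1 of 35 splits gave as many with IL1β and 8 of 35 with vehicle, but the sets include the stress signature, whose genes the study chose on these samples. Over the other 13 sets chance cannot be excluded in either comparison (3 and 8 of 35). With cells as replicates it cannot be excluded in either comparison (2 and 14 of 35). In other classes it can be excluded for the genes called in granulocyte/monocyte progenitors with vehicle (1 of 35), but not with IL1β (2 of 35), nor in Prog with IL1β (13) or IMP (2 and 2). In Prog with vehicle 0 genes were called, so all 35 splits give as many and this count decides nothing. By the number of genes with an unadjusted p under 0.05 chance cannot be excluded in any of these classes, with 5 of 35 splits giving as many with IL1β and 10 of 35 with vehicle in granulocyte/monocyte progenitors, 8 and 18 in Prog, and 7 and 11 in IMP. For classes whose share changed chance can be excluded for IL1β against vehicle in WT mice (1 of 35), but not in *Tet2*-KO mice (2 of 35). Between the genotypes 0 classes were called by edgeR with IL1β and with vehicle (1 class at an unadjusted p under 0.05), and 0 for the interaction. Every split (35 of 35) and every regrouping (100 of 100) therefore gives as many, and these counts decide nothing.

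Some splits that follow the pools gave as many genes as the genotypes. In HSCs with IL1β, the pools of *Tet2*-KO mice 1 and 2 and WT mice 1 and 2 against the others gave 13 genes (2 between the genotypes), and *Tet2*-KO mice 1 and 2 with WT mice 3 and 4 gave 2. With vehicle, *Tet2*-KO mice 1 and 2 and WT mice 1 and 2 against the others gave 33 (4 between the genotypes). In Prog such splits gave 18 and 2 genes with IL1β (1 between the genotypes) and 30 with vehicle (0 by edgeR, with 275 at an unadjusted p under 0.05, and 0 by DESeq2). In IMP with IL1β, *Tet2*-KO mice 1 and 2 with WT mice 3 and 4 gave 328 (16 between the genotypes), and in granulocyte/monocyte progenitors 540 (26 between the genotypes). In IMP with vehicle, *Tet2*-KO mice 1 and 2 with WT mice 1 and 2 gave 11 (4 between the genotypes). In granulocyte/monocyte progenitors with vehicle the splits along pools called 1 and 0 genes (10 between the genotypes), but gave 678 and 1353 genes at an unadjusted p under 0.05, beside 544 between the genotypes. With the pool number (mice 1 and 2 or mice 3 and 4) as a block, edgeR called 3 genes between the genotypes with IL1β and 6 with vehicle in HSCs, 22 and 5 in IMP, 29 and 11 in granulocyte/monocyte progenitors, and 2 and 0 in Prog (280 at an unadjusted p under 0.05 with vehicle). For IL1β against vehicle in HSCs the splits along pools gave 0 and 0 genes in WT mice by edgeR (498 and 396 at an unadjusted p under 0.05; DESeq2 was not run on splits), and 0 and 6 in *Tet2*-KO mice (459 and 285), far below the real comparisons. Mice of 1 pool were also more alike than mice of the same group from different pools. The mean correlation of their deviations from the group mean was -0.07 against -0.43 in HSCs, 0.27 against -0.63 in IMP and 0.28 against -0.63 in granulocyte/monocyte progenitors, with an exact p of 0.0123 in HSCs, 0.0123 in IMP and 0.0123 in granulocyte/monocyte progenitors, which is the smallest that the 81 ways to pair the mice can give. A difference between pools, each of which is 1 library, may therefore add to the spread between mice. Mice of a pool may also share litter, sex or day of handling. Cells given to the wrong mouse of a pool would make its mice alike too, and sex genes show such mixing in 2 pools. In HSCs the mice of these pools had r = -0.57 (WT vehicle mice 1 and 2) and -0.18 (WT IL1β mice 3 and 4). The other pools could not be tested for mixing. Each pool holds 1 genotype and treatment, so no comparison of genotypes within a pool can be had and these sources cannot be told apart.

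Pools with the same number were more alike between treatments within a genotype than between the genotypes. The difference between the pool of mice 1 and 2 and that of mice 3 and 4, over 2000 genes, correlated between vehicle and IL1β with r = 0.21 in WT and 0.29 in *Tet2*-KO mice in HSCs, 0.30 and 0.21 in Prog, 0.35 and 0.40 in IMP and 0.47 and 0.40 in granulocyte/monocyte progenitors. Between the genotypes with IL1β it was 0.04 in HSCs, -0.01 in Prog, -0.39 in IMP and -0.52 in granulocyte/monocyte progenitors, and with vehicle 0.12, 0.20, 0.10 and -0.17. Of the 8 ways to number the pools, 1 gave a mean correlation as large over all pairs of groups in HSCs, 1 in Prog, 3 in IMP and 5 in granulocyte/monocyte progenitors, and 8 ways are too few to exclude chance.

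The mean of the stress signature per mouse varied between mice of a group. Its deviations from the group means in HSCs and in granulocyte/monocyte progenitors went together over the 16 mice (Pearson r = 0.889, permutation p = 0.00025, and Spearman rho = 0.868, permutation p = 0.00042). Without *Tet2*-KO IL1β mouse 2 and *Tet2*-KO vehicle mouse 1, r was 0.883. The spread followed the pools. In 4 of 4 groups both mice of the pool of mice 1 and 2 were above both mice of the pool of mice 3 and 4, in HSCs as well as in Prog, IMP and granulocyte/monocyte progenitors. In HSCs the pools differed by 0.94 in WT mice with vehicle, 0.81 in WT mice with IL1β, 1.496 in *Tet2*-KO mice with vehicle and 1.20 in *Tet2*-KO mice with IL1β (exact permutation p = 0.00154 over the 1296 ways to divide the mice of each group, the smallest they can give), while the G2M genes in HSCs showed no such difference (exact permutation p = 0.642). This argues against differences between single mice, whatever their pool, as the whole of the spread, which covers handling or inflammation of 1 mouse at a time. Within the 8 pools the deviations in HSCs and in granulocyte/monocyte progenitors had r = 0.582 (exact permutation p = 0.336), so that the relation is not shown apart from the pools. A difference between the pools with the same direction in every group, as the day or manner of handling or the making of the libraries would give, is a candidate explanation. The labels name no such batch, and mice of these pools may also differ in litter or age, so the sources cannot be told apart. Sex did not go with the pool number, since in *Tet2*-KO mice the pool of mice 1 and 2 was male with IL1β and female with vehicle by its sex genes. The difference between pools does not give a mean difference between genotypes by itself, since each group held 1 pool of each number, but it widens the spread within groups, and without *Tet2*-KO IL1β mouse 2 several signature genes changed direction with IL1β.

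The lower G2M genes in *Tet2*-KO HSCs with IL1β were tested for cycling cells of neighbouring classes within the HSC cluster, by keeping only the 1700 cells whose neighbours were all HSCs. The difference in the mean log2(CPM + 1) of the genes was -0.73 in these cells (two-sided exact permutation test, p = 0.257, n = 4) and -0.49 in all HSCs (exact p = 0.114, n = 4). With as few as 7 such cells in a mouse with IL1β, cells of other classes cannot be told apart from slower cycling of *Tet2*-KO HSCs. In all cells of the other classes the difference was -0.19 in granulocyte/monocyte progenitors (exact p = 0.0286, n = 4, the smallest possible, not adjusted over the classes). Permuted within pool numbers, its exact p was 0.0556, the smallest that this allows. It was -0.29 in IMP (exact p = 0.114, n = 4) and 0.042 in Prog (exact p = 0.114, n = 4). Whether the difference is one of HSCs alone is therefore left open.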
